# Single-Cell RNA-Seq of Mouse Olfactory Bulb Reveals Cellular Heterogeneity and Activity-Dependent Molecular Census of Adult-Born Neurons

**DOI:** 10.1016/j.celrep.2018.11.034

**Published:** 2018-12-04

**Authors:** Burak Tepe, Matthew C. Hill, Brandon T. Pekarek, Patrick J. Hunt, Thomas J. Martin, James F. Martin, Benjamin R. Arenkiel

## Abstract

Cellular heterogeneity within the mammalian brain poses a challenge toward understanding its complex functions. Within the olfactory bulb, odor information is processed by subtypes of inhibitory interneurons whose heterogeneity and functionality are influenced by ongoing adult neurogenesis. To investigate this cellular heterogeneity and better understand adult-born neuron development, we utilized single-cell RNA sequencing and computational modeling to reveal diverse and transcriptionally distinct neuronal and nonneuronal cell types. We also analyzed molecular changes during adult-born interneuron maturation and uncovered developmental programs within their gene expression profiles. Finally, we identified that distinct neuronal subtypes are differentially affected by sensory experience. Together, these data provide a transcriptome-based foundation for investigating subtype-specific neuronal function in the olfactory bulb (OB), charting the molecular profiles that arise during the maturation and integration of adult-born neurons and how they dynamically change in an activity-dependent manner.

## In Brief

Using single-cell sequencing, Tepe et al. describe cellular heterogeneity in the mouse olfactory bulb, uncover markers for each cell type, and reveal differentially regulated genes in adult-born neurons. These findings provide a framework for studying cell-type-specific functions and circuit integration in the mammalian brain.

## INTRODUCTION

A fundamental challenge in understanding brain function is our limited knowledge of the cellular heterogeneity in the brain. Recent advances in single-cell RNA sequencing allow molecular profiling of individual cells from large and intermingled popula tions (Ziegenhain et al., 2017). Importantly, profiling populations of neuronal and nonneuronal cells is beginning to unveil the rich cellular heterogeneity that comprises different brain systems and offers insight into how this cellular heterogeneity contributes to function. Additionally, defining and profiling cellular subtypes yields unique markers that can be used to identify and manipulate targeted cell types. As cell-type-specific manipulations become increasingly important for determining neuronal circuit function, revealing molecular profiles for cellular subtypes provides an invaluable resource.

Sensory processing and perception is a fundamental brain function. Olfaction is a crucial sensory modality that many species depend on for survival, social interaction, feeding, and mating. In mammals, olfactory sensory neurons (OSNs) receive odor information from the environment, and relay it to the olfactory bulb (OB) (Buck, 1996; Shepherd, 1994). Each OSN projects to specific glomeruli based on odorant receptor expression. OSNs expressing the same receptor converge onto the same glomeruli, where they synapse with excitatory mitral and tufted (M/T) cells (Mombaerts et al., 1996; Ressler et al., 1994; Sakano, 2010; Vassar et al., 1994). M/T cells project to deeper brain regions for further olfactory sensory processing (Lepousez and Lledo, 2013; Mori and Sakano, 2011; Mori et al., 1999). However, within the olfactory bulb, M/T cell activity is shaped by local inhibitory interneurons (Abraham et al., 2010; Tan et al., 2010). Olfactory bulb interneuron populations include diverse cell types, with the most abundant being granule cells (GCs) (Burton, 2017; Lledo et al., 2008). Together, granule cells far outnumber other O olfactory bulb B interneurons, but differences in granule cell morphology, anatomical location, and electrophysiological properties suggest a substantial molecular heterogeneity within this population (Carleton et al., 2003; Merkle et al., 2007, 2014). Thus, deciphering the different subtypes of interneurons that make up the olfactory bulb and investigating their contributions toward olfactory bulb circuit function are essential for understanding olfaction. Although existing markers allow for genetic labeling and manipulation of broad olfactory bulb interneuron classes, molecular signatures of finer subtypes remain unknown, and it is likely that distinct interneuron sub-types have yet to be identified.

A potential source of cellular diversity in the olfactory bulb is ongoing adult neurogenesis (Alvarez-Buylla and Lim, 2004; Gage, 2000; Lledo et al., 2008). Adult-born neurons originate from the subventricular zone (SVZ) of the lateral ventricles (Merkle et al., 2004) and migrate anteriorly, ultimately integrating into existing olfactory bulb circuits (Ming and Song, 2011). This population of adult-born neurons become inhibitory inter-neurons, primarily differentiating into granule cells and periglomerular cells (PGCs) (Carleton et al., 2003; Lledo et al., 2006). Throughout the process of maturation and integration, roughly half of all adult-born neurons are eliminated via apoptosis, while the rest integrate into existing circuitry (Ryu et al., 2016). Interestingly, this fate decision is dependent upon the levels of circuit activity received during synapse formation and circuit integration (Henegar and Maruniak, 1991; Murray and Calof, 1999). While olfactory deprivation by naris occlusion reduces the survival of integrating neurons into the olfactory bulb (Mandairon et al., 2006; Yamaguchi and Mori, 2005), olfactory learning promotes survival and integration (Alonso et al., 2012; Mouret et al., 2008; Quast et al., 2017; Rochefort and Lledo, 2005; Rochefort et al., 2002). Thus, olfactory experience directly influences the integration of adult-born interneurons into olfactory bulb circuitry, though the molecular mechanisms driving activity-dependent circuit integration are not fully understood.

To develop a comprehensive profile of cellular heterogeneity within the olfactory bulb, and to investigate how sensory activity affects the molecular programs that promote the survival and integration of adult-born neurons, we employed high-throughput single-cell RNA sequencing (scRNA-seq) (Zheng et al., 2017) of wild-type and activity manipulated mouse olfactory bulbs. This technique allowed an in-depth categorization of single cell molecular signatures, and revealed developmental and activity-dependent changes that occur in adult-born neuron populations. Together, our data inform the heterogeneity of interneurons within the olfactory bulb, provide a molecular blueprint of developmental programs for adult-born neurons, and reveal the transcriptional changes that govern their activity-dependent circuit integration. Furthermore, our results suggest that distinct molecular mechanisms act on different subsets of adult-born neurons, driving diversity and survival of adult-born interneuron subsets in an activity-dependent manner.

## RESULTS

### Single-Cell Sequencing Establishes a Molecular Census of Olfactory Bulb Cells

To elucidate the overall cellular heterogeneity and activity dependent changes in olfactory bulb composition, we profiled the transcriptomes of 51,246 single cells collected from the olfactory bulbs of wild-type adult mice (Figure 1A). 

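Cells were captured in droplets, and every transcript molecule received a unique molecular identifier (UMI), so the counts are of molecules and not of reads. The authors counted UMIs per gene with the Cell Ranger software and deposited the raw counts of each barcode without normalization, together with an annotation giving the library, cluster and mitochondrial fraction of each cell and a second annotation of the neurons. The count table held 52549 barcodes and 18560 genes, and 51426 barcodes carried a cluster, where the paper's text gives 51246 cells. Every barcode of the count table had more genes than the minimum per cell stated in the methods, so applying that filter to the table would remove none. The table does not show how many barcodes the filter had removed before deposition. The 1123 barcodes without a cluster had a median of 2327 UMIs and 1259 genes, against 1354 UMIs and 777 genes in annotated cells, and they were left out. The methods state that doublets were removed, and no further doublet removal was applied. In 12208 cells the sum of the deposited counts differed from the UMI total of the annotation, and the sums of the counts were used throughout. There were 6 libraries, 2 per condition, each made from 3 pooled mice after 6 weeks, with replicate 1 from males and replicate 2 from females in every condition (Figure S1B). The control libraries held 9997 cells and 17065083 UMIs (male) and 7712 cells and 13018371 UMIs (female). The naris-occluded libraries held 7288 cells and 15279195 UMIs (male) and 9154 cells and 14747167 UMIs (female). The olfactory trained libraries held 10570 cells and 15181331 UMIs (male) and 6705 cells and 11841160 UMIs (female). Median UMIs per cell were 1392 and 1344.5 in the control libraries, 1723.5 and 1393 in the naris-occluded libraries, and 1028 and 1414 in the trained libraries, the male library first. In the same order, the median mitochondrial share of UMIs was 11.6% and 11.6%, 9.66% and 9.25%, and 14.4% and 10.5%. The sex of each pool was checked on sex-linked genes. Xist had 20000, 27904 and 20628 UMIs in the female control, naris-occluded and trained libraries and at most 5 in a male library, whereas the Y-linked gene Ddx3y had at least 1116 UMIs in each male library and 0 in each female library. Eif2s3y, also Y-linked, had at least 720 UMIs in each male library and 0 in each female library, Kdm5d at least 301 against at most 7, and Uty at least 388 against at most 5. For the values that follow, counts were summed over the cells of each cluster in each library and scaled to the same total over all genes in every library, giving CPM values, with the SD over the 6 libraries. No correction was made for free RNA, which enters droplets from other cells and gives low CPM values of abundant genes in every cluster.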

Mice were naive, olfactory deprived through naris occlusion, or olfactory enriched through training on an olfactory-discrimination learning paradigm. To block olfactory sensory input, we performed unilateral naris occlusion, with the occluded side serving as the sensory-deprived sample and the open side as the control (Najbauer and Leon, 1995; Quast et al., 2017; Yamaguchi and Mori, 2005). 

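The 2 control libraries are described in more than 1 way. The results text and Figure 5A take them from the open side of the occluded mice, whereas other parts of the text call the controls naive and the labels of the samples describe mice without any manipulation. If they came from the open side, the control and naris-occluded libraries with the same replicate number would come from the same 3 mice. All comparisons treated them as control libraries, with 1 male and 1 female library on each side. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value below 0.333.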

Mice were trained to discriminate various odorants using an olfactory-cued learning paradigm (Liu et al., 2017; Liu et al., 2018). This form of olfactory training exposed mice to several different odorants while also actively engaging the olfactory system to facilitate olfactory-discrimination learning. Cells from naive, olfactory-deprived, and enriched mice were clustered together after single-cell sequencing based on similarities in their transcriptional profiles using an unsupervised principal-component analysis (Macosko et al., 2015) and visualized using t-distributed stochastic neighbor embedding (t-SNE) (Van der Maaten, 2014; Van Der Maaten and Hinton, 2008) (Figure 1B). 

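In the deposited annotation, all 38 clusters of the whole bulb contained cells from each of the 6 libraries. The smallest cluster, Neuron15, had 68 cells, with 5 in the library that contributed least. The condition contributing most to a cluster supplied between 34.2% of its cells (naris occluded, Neuron05) and 48.2% (olfactory trained, Neuron16). The largest contribution of a single library was 41.1%, from the male trained library to Neuron16.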

We identified 38 distinct cellular clusters, each composed of cells from different olfactory experience paradigms, indicating that experimental conditions did not bias the identity of the clusters (Figure S1). Using the expression patterns of cluster-enriched genes, we next assigned identities to each cluster. In total, we observed 16 neuronal (*Syt1*^+^/*Tubb3*^+^), three astrocytic (*Gfap*^+^), five olfactory ensheathing cell-based (*Sox10*^+^), six hematopoietic (all *Aif1*^+^; three *Siglich*^+^ microglia, one *CD52*^+^ macrophage, one *CD74*^+^ monocyte, and one *Hba a1*^+^ red blood cell), four blood-vessel-based (two *Slco1c1*^+^ endothelial and two *Pdgfrb*^+^ mural), one oligodendrocyte-precursor-based (*Olig2*^+^), one myelinating-oligodendrocyte-based (*Mag*^+^), and two mesenchymal clusters (Figures 1B and 1D). Together, these data reveal the overall transcriptional heterogeneity of the cell types that comprise the mammalian olfactory bulb and identify molecular markers to further investigate the diversity and function of olfactory bulb cell types.

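The genes named with the cell types make 13 statements, and in 8 of them every cluster of the named type had a higher mean CPM than every other cluster. No p-value is given for a marker, because the clusters were made from the same expression values. Gfap was lowest among astrocyte clusters in Astro1 (254 ± 60.7 CPM, SD, n = 6 libraries), above the 127 ± 55.3 CPM of the next cluster, Neuron01. Siglech was at least 348 ± 34.3 CPM in the microglia clusters and 105 ± 28.4 CPM in the macrophage cluster, and Cd74 was 12797 ± 555 CPM in monocytes and 547 ± 101 CPM in macrophages. Hba-a1 reached 199183 ± 13719 CPM in red blood cells, with 1728 ± 2663 CPM in the next cluster. Pdgfrb (at least 668 ± 149 CPM in mural cells), Olig2 (783 ± 97.8 CPM in oligodendrocyte precursors) and Mag (1862 ± 184 CPM in myelinating oligodendrocytes) were each at most 167 CPM in any other cluster. Slco1c1 was 519 ± 64.4 CPM in the lower of the endothelial clusters and 508 ± 91.4 CPM in Mural1, a difference smaller than the spread between libraries. Sox10 was 174 ± 20.2 to 298 ± 15.7 CPM in the olfactory ensheathing cell clusters, but 412 ± 31.2 CPM in oligodendrocyte precursors and 270.4 ± 30.3 CPM in myelinating oligodendrocytes. Aif1 was 999 ± 140 to 1225 ± 67.5 CPM in microglia, 767 ± 116 CPM in macrophages and 655 ± 111 CPM in monocytes, but 5.32 ± 6.27 CPM in red blood cells, below the 52.7 ± 22.2 CPM of Neuron03. Cd52 was 111 ± 23.7 CPM in macrophages, 1808 ± 268 CPM in monocytes and between 287 ± 51.6 and 336 ± 111 CPM in microglia.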

### Transcriptome-Based Clustering of Neurons Identifies Markers of Neuronal Subtypes

To assign specific identities to neuronal subtypes within the olfactory bulb, we filtered and subclustered neurons identified from initial clustering (Figure 1B, Neuron01–Neuron16). 

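The 16 neuronal clusters of the whole-bulb annotation contained 22501 cells, of which 21746 appear in the authors' second annotation of neurons. The other 755 cells were left out there, and no neuron of the second annotation lay outside the 16 clusters.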

Neurons were initially identified utilizing gene enrichment data (Figure 1C; Table S1) by selective expression of known neuronal markers such as *Syt1* and *Tubb3.* We next subclustered neurons based on similarities of their transcriptional profiles using an unsupervised principal-component analysis similar to whole data analysis and visualized their distribution through t-SNE (Figure 2A). 

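Both genes varied between the neuronal clusters by more than the spread between libraries. Syt1 ranged from 2652 ± 404 CPM (SD, n = 6 libraries) in Neuron03 down to 80.1 ± 53.4 CPM in Neuron12, and the clusters Neuron12, Neuron15 (84.8 ± 46.9 CPM), Neuron01 (106 ± 32.1 CPM) and Neuron13 (122 ± 20.2 CPM) were below the highest nonneuronal cluster, Astro2 (167 ± 55.9 CPM). Tubb3 was high in Neuron13 (1856 ± 167 CPM), Neuron12 (1174 ± 285 CPM) and Neuron15 (798 ± 189 CPM), which were low in Syt1. In Neuron01, Tubb3 was 73.4 ± 14.5 CPM, below the 146 ± 19.8 CPM of oligodendrocyte precursors, so this cluster exceeded the highest nonneuronal cluster for neither gene.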

Using the expression patterns of cluster-enriched marker genes, we determined that one cluster represented OSNs (n01-OSNs), three represented M/T cells (n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3), and the remaining 14 represent mature and immature inhibitory neurons (Figure 2). 

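The second annotation divides the neurons into 18 clusters that differ in depth and in mitochondrial share. Among the 12 clusters later taken as adult-born, n12-GC-6 had the most UMIs per cell (median 3533, with a median of 6.35% mitochondrial UMIs), and n04-Immature had a median of 1668 UMIs and 8.44%. Clusters n06-Transition (730 UMIs, 15.2%), n07-GC-2 (882 UMIs, 17.4%) and n14-GC-7 (690 UMIs, 29.7%) were shallow and rich in mitochondrial UMIs. Cells under 1000 UMIs made up 82.5% of n06, 64.7% of n07 and 94.0% of n14. Cluster n13-AstrocyteLike had 2950 cells with a median of 656 UMIs and 30.5% mitochondrial UMIs, and n01-OSNs had 1200 cells with 808.5 UMIs and 39.0%. Because of these depths, levels are given in CPM, and a share of cells with a UMI is given only beside that of a cluster that should lack the gene.

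**Figure D1:**
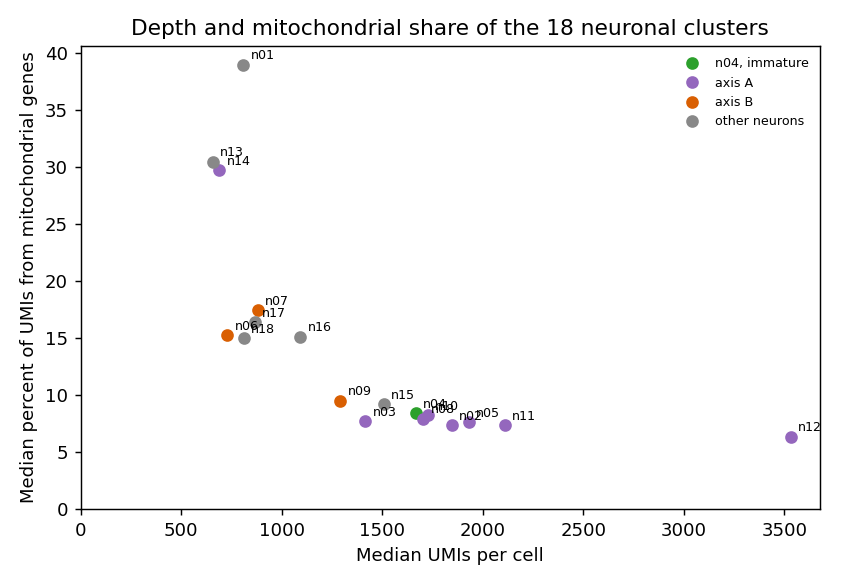
Each point is 1 of the 18 neuronal clusters, with the median number of UMIs per cell on the x axis and the median mitochondrial share of UMIs (percent) on the y axis, coloured by the place the paper gives the cluster on its pseudo-timeline. Clusters n13 and n14 lie near 30% with 656 and 690 UMIs, and n12 lies at 6.35% with 3533 UMIs.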

To further classify and validate cluster identities, we examined the expression of known neuronal subtype markers, cross-referenced and examined RNA *in situ* hybridization (ISH) expression profiles from the Allen Brain Atlas (Lein et al., 2007), and performed immunohistochemical analysis (Figures 2D and S2A).

Notably, we observed that genes enriched in different clusters differentially labeled distinct layers and cell types within the olfactory bulb (Figure S2A). For example, genes enriched in clusters n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3 strongly labeled cells in the mitral cell layer (MCL) and expressed the known M/T cell marker *Cdhr1* (Nagai et al., 2005) (Figures 2C, 2D, and S2A). 

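Cdhr1, a cadherin-related gene, was 520.1 ± 215 CPM in n15-M/TC-1, 754 ± 449 CPM in n16-M/TC-2 and 2115 ± 267 CPM in n17-M/TC-3 (SD, n = 6 libraries). The highest of the other 15 neuronal clusters was n18-EPL-IN, with 66.4 ± 60.3 CPM. A Cdhr1 UMI was found in 45.6%, 45.7% and 73.6% of the cells of n15, n16 and n17, whose median depths were 1507, 1092.5 and 865 UMIs, and in 2.58% of cells of the sensory neuron cluster n01. Thinned to 500 UMIs per cell, the shares were 20.0%, 27.6% and 57.5%, against 1.17% in n01.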

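Eomes was 739 ± 278 CPM in n16-M/TC-2 (SD, n = 6 libraries), above 175 ± 72.5 CPM in n17-M/TC-3 and 139 ± 85.1 CPM in n15-M/TC-1. All other neuronal clusters were at or below 17.5 CPM. A UMI of Eomes was present in 44.8% of n16 cells (median 1092.5 UMIs) and in 0.691% of cells of n04 (median 1668 UMIs).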

Cluster n16-M/TC-2 expressed the transcription factor *Tbr2* (Eomes), which marks excitatory cells located in the periglomerular layer (Brill et al., 2009). Genes enriched in cluster n18-EPL-IN labeled the external plexiform layer (EPL), which comprises EPL interneurons. 

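Th, the gene of tyrosine hydroxylase, was 1277 ± 225 CPM in n05-PGC-2 (SD, n = 6 libraries) and was found in 59.9% of its cells, whose median depth was 1931 UMIs. It was lower in n18-EPL-IN (243 ± 247 CPM) and n11-GC-5 (150.2 ± 21.7 CPM), and it was found in 1.30% of n04 cells, whose median depth was 1668 UMIs. Calb1, the gene of calbindin 1, was 809 ± 203 CPM in n08-PGC-3 and was found in 41.9% of its cells, whose median depth was 1704 UMIs. The next cluster, n10-GC-4, had 58.9 ± 54.1 CPM, and 0.281% of n04 cells had a Calb1 UMI. Each gene was higher in its cluster than in every other neuronal cluster in all 6 libraries.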

Cells in clusters n05-PGC-2 and n08-PGC-3 expressed interneuron markers (*Th*+ and *Calb1*+, respectively) that localize to periglomerular regions, suggesting that these clusters represent two distinct subtypes of inhibitory periglomerular cells (Kosaka and Kosaka, 2005; Toida et al., 2000). Finally, and to our direct interest, genes enriched in clusters n03-GC-1, n06-Transition, n07-GC-2, n09-GC-3, n10-GC-4, n11-GC-5, n12-GC-6, and n14-GC-7 labeled cells within the granule cell layer, indicating distinct subsets of granule cells. 

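In n06-Transition, Dcx was 445 ± 74.6 CPM (SD, n = 6 libraries), the highest of the clusters other than n04-Immature, and 28.0% of its cells had a UMI, or 19.6% after thinning to 500 UMIs. In the sensory neurons of n01, which were slightly deeper than n06 (median 808.5 against 730 UMIs), 4.25% of cells had a Dcx UMI, or 2.58% after thinning. In n14-GC-7, Slc32a1, the gene of the vesicular inhibitory amino acid transporter, was 714 ± 196 CPM, the second highest of the 18 clusters after n18-EPL-IN (1454 ± 336 CPM). Cells of n14 had 101 ± 50.6 CPM of Dcx.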

Although we could not identify genes uniquely labeling some clusters (such as n06-Transition and n14-GC-7), based on genes enriched in these clusters (such as *Dcx* in n06-Transition and *Slc32a1* in n14-GC-7), we concluded that they likely represent immature and mature clusters of adult-born neurons, respectively. It has been previously shown to be challenging to identify unique markers for single cellular clusters; rather, combinatorial expression patterns of multiple markers should be considered to differentiate cellular clusters (Li et al., 2017).

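Slc32a1 was highest, after n18 and n14, in n07-GC-2 (598 ± 32.6 CPM, SD, n = 6 libraries), n05-PGC-2 (498 ± 130.2 CPM), n12-GC-6 (356 ± 81.9 CPM), n10-GC-4 (328 ± 47.3 CPM) and n08-PGC-3 (296 ± 27.9 CPM). It was 264 ± 41.2 CPM in n11-GC-5, 254 ± 18.7 CPM in n02-PGC-1, 232 ± 11.6 CPM in n03-GC-1 and 222 ± 58.1 CPM in n09-GC-3. The astrocyte-like cluster n13 had 99.7 ± 15.8 CPM.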

*Slc32a1* is known to be expressed in mature inhibitory inter-neurons, and we observed expression in several neuronal clusters, consistent with the idea that the olfactory bulb is heavily populated by inhibitory interneurons. Clusters not expressing *Slc32a1* represented either excitatory clusters (n01-OSNs, n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3) or developing immature cell clusters (n04-Immature and n06-Transition). 

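Among the clusters named here, Slc32a1 was 48.0 ± 13.5 CPM in n01-OSNs (SD, n = 6 libraries), 45.6 ± 32.2 CPM in n17-M/TC-3, 67.4 ± 44.2 CPM in n15-M/TC-1 and 77.4 ± 63.5 CPM in n16-M/TC-2. It was 105 ± 10.1 CPM in n04-Immature and 163 ± 32.0 CPM in n06-Transition, above n01 by more than the spread between libraries. The share of cells with an Slc32a1 UMI after thinning to 500 UMIs was 8.30% in n06 and 5.06% in n04, against 2.25% in n01 and 2.70% in n17. Without thinning, the shares were 12.7%, 15.8%, 4.92% and 5.39%, at median depths of 730, 1668, 808.5 and 865 UMIs. Thus the 2 immature clusters had low levels that lay between those of the excitatory clusters and those of the other clusters, with n13 set aside. The astrocyte-like cluster n13 (99.7 ± 15.8 CPM) was lower than n06 and about as low as n04.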

Adult neurogenesis contributes to the diversity of the observed granule cell clusters, and given that adult-born neurons exist at multiple stages of development, these data suggested that some clusters represented transitional stages during adult-born neuron integration. For example, *Tpbg* (5T4) labeled cluster n12-GC-6 and localized to superficial regions of the granule cell layer, suggesting that these cells are mature adult-born granule cells. 

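Tpbg was 409.5 ± 54.1 CPM in n12-GC-6 and 455 ± 64.7 CPM in n14-GC-7 (SD, n = 6 libraries), a difference smaller than the spread between libraries. It was 205 ± 55.0 CPM in n07-GC-2 and 104 ± 57.4 CPM in n10-GC-4. The share of cells with a UMI was 57.0% in n12 (median 3533 UMIs) and 20.3% in n14 (690 UMIs), and 16.9% and 16.1% after thinning to 500 UMIs, against 1.25% of cells in n01 (808.5 UMIs), or 0.833% after thinning. Among cells with at least 1000 UMIs, n12 was the highest cluster, but n14 then had only 1 to 14 cells per library.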

In support of this, *Tpbg*+ granule cells have been previously shown to be required for proper odor detection and discrimination (Takahashi et al., 2016), and these same cells also express *Crhr1,* which we have previously reported to label mature granule cells and regulate circuit integration and synapse formation in adult-born neurons (Garcia et al., 2014, 2016). 

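Crhr1, the gene of corticotropin-releasing hormone receptor 1, was 88.4 ± 13.5 CPM in n12-GC-6 (SD, n = 6 libraries). It was higher in n07-GC-2 (129.5 ± 8.78 CPM) and n06-Transition (126 ± 15.4 CPM), by more than the spread between libraries, and about the same in n05-PGC-2 (90.8 ± 19.4 CPM) and n14-GC-7 (85.2 ± 23.9 CPM). In n12, whose median depth was 3533 UMIs, 26.6% of cells had a Crhr1 UMI, or 5.06% after thinning to 500 UMIs, against 0.583% of cells in n01 (808.5 UMIs), or 0.333% after thinning.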

Lastly, genes enriched in cluster n04-Immature (such as *Sox11*) labeled cells residing in the rostral migratory stream, indicating that these represent immature migrating adult-born neurons (Figures 2D and S2A). 

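Sox11 was 2085 ± 98.4 CPM in n04-Immature (SD, n = 6 libraries), with a UMI in 82.6% of its cells (median 1668 UMIs), against 232 ± 55.3 CPM in n09-GC-3 and 177 ± 52.1 CPM in n10-GC-4. Every other neuronal cluster had at most 93.3 CPM, and the gene was found in 2.58% of cells of n01 (median 808.5 UMIs).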

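Dcx, the gene of doublecortin, was 907 ± 53.5 CPM in n04-Immature (SD, n = 6 libraries), and it was higher there than in every other neuronal cluster in all 6 libraries.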

Cluster n04-Immature was also highly enriched in *Dcx* expression, which is a direct regulator of neuronal migration in both embryonic and adult neurogenesis (Francis et al., 1999; Gleeson et al., 1999). 

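Dcx was also measured in the clusters taken as more mature. It was 374 ± 49.2 CPM in n05-PGC-2, 324 ± 66.4 CPM in n07-GC-2, 322 ± 62.5 CPM in n11-GC-5, 229 ± 64.0 CPM in n12-GC-6 and 221 ± 30.4 CPM in n03-GC-1 (SD, n = 6 libraries). Clusters that should lack the gene gave the level of free RNA, which was 52.0 ± 23.0 CPM in n01-OSNs and 53.5 ± 18.1 CPM in n17-M/TC-3. After thinning to 500 UMIs, 35.0% of n04 cells, 15.9% of n05 cells, 13.9% of n07 cells and 12.6% of n11 cells had a Dcx UMI, against 1.83% of n17 cells. The unthinned shares were 69.2%, 43.8%, 24.4%, 44.5% and 6.80%, at median depths of 1668, 1931, 882, 2110 and 865 UMIs.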

We also observed *Dcx*-positive cells in other putative mature clusters, which may be explained by the perdurance of *Dcx* transcription throughout migration and maturation. To investigate this, we performed immunohistochemistry on olfactory bulb sections against the mature neuronal marker NeuN and the immature neuron marker Dcx and observed cells expressing both (Figure 2D). Thus, our data reveal subclusters of diverse neurons and glia within the olfactory bulb, which have been delineated by their differential transcriptional profiles. Together, these profiles provide a transcriptomic map to facilitate cell-type-specific identification, labeling, and manipulation of mouse olfactory bulb cell types.

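Of the 36 statements that the text, Figure 1D and the marker panels make about genes and clusters, 25 held when a statement was counted as holding only if every named cluster had a higher mean CPM than every cluster not named. They were 8 of 13 about cell types of the whole bulb and 17 of 23 about neuronal clusters. The rule is stricter than several of the statements, which say only that a cluster expresses a gene, so failing it does not contradict them. The paper itself calls unique markers of single clusters hard to find and favours combinations of genes. Requiring the order in each of the 6 libraries separately moved the number most, to 21. The count was 25 in the 2 control libraries alone, with the mean of the CPM of single cells, among cells with at least 1000 UMIs (23 of them the same statements) and for the share of cells with a UMI after thinning to 500 (24 the same). From genes enriched in each cluster, in situ hybridization and immunohistochemistry, the paper assigns each cluster an identity, and it concludes that the clusters are diverse neurons and glia delineated by their transcriptional profiles.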

### Pseudo-Timeline Analysis Reveals Transcriptional Changes throughout Adult-Born Neuron Maturation

To investigate common molecular mechanisms that guide adult-born neuron circuit integration, we next examined transcriptional changes in adult-born neuron subclusters throughout their developmental progression. Ongoing neurogenesis in the olfactory bulb provides snapshots of development at different stages. At any given time, thousands of adult-born neurons at various developmental stages are migrating to the olfactory bulb and integrating into circuits (Ming and Song, 2005). Since the generation and integration of these cells is asynchronous, we sought to examine the differential stages of their integration (Figure 3A). To this end, we implemented the program Monocle2 to identify and order developing adult-born neurons in “pseudotime” (Trapnell et al., 2014). Monocle2 computationally orders cells in an unsupervised manner by maximizing the transcriptional similarity between successive pairs of cells. Thus, this approach can be used to define different maturation stages of adult-born neurons. To increase the specificity of this analysis, we excluded all non-adult-born neuronal populations, including those expressing markers of M/T cells (n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3), EPL interneurons (n18-EPL-IN), OSNs (n01-OSNs), and ambiguous neuronal cell types (n13-AstrocyteLike). Cells arising from adult-born neuronal lineages were then ordered along a putative developmental trajectory (pseudo-timeline) from least to most differentiated (Figure 3B). Interestingly, ordering all clusters that constitute adult-born lineages revealed a bifurcation of the pseudo-timeline, suggesting that distinct molecular pathways guide the development of different populations.

To further characterize the bifurcated trajectories, we determined the cluster composition of each branch (Figure 3B, right panel), and divided our analysis into two axes (Figures 3C–3F). Plotting cluster identities onto the bifurcated timeline revealed that cluster n04 contained the most immature cells, which was supported by their expression of immature neuronal markers (Table S2). Additionally, we found that clusters n02-PGC-1, n03-GC-1, n05-PGC-2, n08-PGC-3, n10-GC-4, n11-GC5, n12-GC-6, and n14-GC-7 were positioned on axis A, and clusters n06-Transition, n07-GC-2 and n09-GC-3 were located on axis B (Figure 3B, right panel). To determine which genes regulate the progression of adult-born neurons along each axis, we performed hierarchical clustering of the genes whose expression varied as a function of pseudotime. 

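The Monocle2 order of single cells was not rebuilt. Instead, counts of n04-Immature were compared with counts summed over the 8 clusters of axis A and over the 3 clusters of axis B, as a log2 ratio of CPM with a pseudocount of 1 CPM in each library. No test was made, since clusters, order and genes were taken from the same cells. Dcx fell from n04 to axis A by 1.88 ± 0.24 and to axis B by 1.41 ± 0.27 on the log2 scale (SD, n = 6 libraries). Dlx1 fell by 1.03 ± 0.16 and 1.67 ± 0.15, and Dlx2 fell by 1.59 ± 0.20 and 2.84 ± 0.34, in all 6 libraries. Dlx6 was higher on axis A, with a log2 ratio of 1.00 ± 0.12, and was not distinguishable from n04 on axis B (0.10 ± 0.31, higher in 4 of 6 libraries). Crhr1 rose by 2.67 ± 0.38 on axis A and 4.29 ± 0.41 on axis B. Calb1 was near the limit of detection in n04 (1.75 ± 1.57 CPM) and rose by 4.03 ± 1.45 on axis A, while on axis B it rose by 1.25 ± 1.26, no more than the spread, and in 5 of 6 libraries.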

In support of the plotted pseudo-timeline order, our data revealed groups of genes that showed differential expression along each axis, which correlated well with genes that are known to be developmentally regulated throughout adult-born neuron maturation and integration, such as *Dcx*/*Dlx* family transcription factors, and mature neuronal markers, such as *Crhr1* and *Calb1* (Figures 3D, 3E, 3G, and 3H) (Garcia et al., 2014, 2016; Ming and Song, 2011). 

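Tables S3 and S4 list the genes of each expression group along the axes. Group A1, which falls along axis A, has 372 genes, and 352 of them had a lower mean in the axis A clusters than in n04, with a median log2 ratio of −1.07. Of the 531 genes of group B1 found in the counts, 529 were lower in the axis B clusters, with a median of −1.49. Over all genes with a mean of at least 10 CPM in n04 or on the axis, 42.5% of 9563 genes were lower on axis A and 44.1% of 9917 genes on axis B. The direction held in all 6 libraries for 339 genes of A1 and 526 genes of B1. Many of these genes encode ribosomal proteins, 75 in A1 and 84 in B1, and the 109 ribosomal protein genes made up 14.1 ± 0.373% of UMIs in n04, 8.46 ± 0.222% on axis A and 6.77 ± 0.344% on axis B. The genes were chosen by the paper on the same cells, so their direction is no independent evidence.

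**Figure D2:**
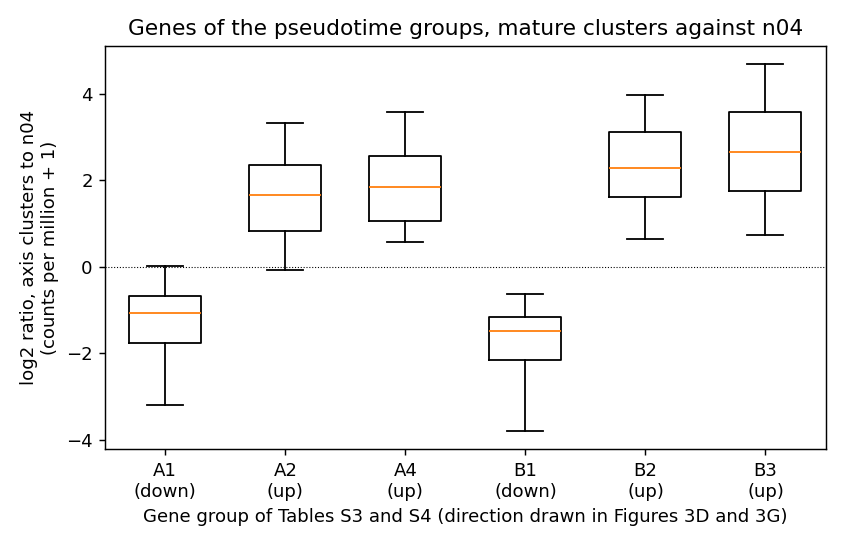
Log2 ratio of CPM between the clusters of an axis and n04, averaged over 6 libraries, for the genes of 6 groups of Tables S3 and S4. Boxes give the median and quartiles over genes and whiskers the 5th and 95th percentiles. The medians of the groups A1 and B1 lie at −1.07 and −1.49, and those of the rising groups lie above 0.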

Importantly, gene ontology (GO) analysis showed that both axes A and B were highly enriched for genes involved in developmental processes and that genes involved in early neuronal development are downregulated as the pseudo-timeline progresses on both axes (Figures 3D and G). 

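The groups of genes that rise were compared in the same way. On axis A, 155 of 172 genes of group A2 and 334 of the 338 genes of group A4 that were found had a higher mean than in n04, with median log2 ratios of 1.66 and 1.86. The curve of A4 in Figure 3D rises and then partly falls, and it was counted as rising because it ends above its start. On axis B, all 197 genes of group B2 and all 214 genes of group B3 that were found were higher, with medians of 2.29 and 2.66. Together with the falling groups, 1781 of 1824 genes moved in the stated direction (97.6%). Giving each cluster of an axis the same weight moved the number most, to 1797. Groups A3 and B4, which change only transiently, were not counted, because the clusters give only the ends of the order.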

Further corroborating the validity of pseudo-timeline analysis, genes with increased expression along the timeline included those involved in synapse formation and function and programs inherent to later stages of neuronal development. Interestingly, a subset of genes that were transiently upregulated and then downregulated have been implicated in synaptic assembly and long-term potentiation (LTP), such as *Pcp4*, *CaMKII*, and *MAPK1* (Lisman et al., 2002; Peng et al., 2010; Wei et al., 2011). 

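In counts summed per axis, Pcp4 was 538 ± 173 CPM in n04, 3107 ± 458 CPM in the axis A clusters and 1426 ± 262 CPM in the axis B clusters (SD, n = 6 libraries). Camk2a rose from 51.2 ± 16.7 CPM to 170.4 ± 18.1 CPM on axis A and 372 ± 34.6 CPM on axis B. Camk2b rose from 85.7 ± 17.2 CPM to 376 ± 42.1 and 513 ± 45.4 CPM on the 2 axes. These 3 genes were higher than in n04 on both axes in each of the 6 libraries. Table S3 places Pcp4 and Camk2b in group A4 and Camk2a in group A2. A rise followed by a fall within an axis was not measured, because the position of each cell in pseudotime was not used here.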

Adult-born olfactory bulb neurons display high plasticity early in development and lose such plasticity as they terminally differentiate into resident granule cells (Nissant et al., 2009). These data support this and further reveal genes that may regulate and/or participate in aspects of synaptic plasticity and neural circuit formation (Table S3). Moreover, axis A was enriched in genes that regulate overall cellular metabolism and neuronal morphogenesis, whereas axis B was enriched for genes that regulate RNA processing and cell adhesion. Such transcriptional differences indicate that the development of these two different olfactory bulb interneuron populations may be guided by distinct molecular pathways. Together these data and analyses reveal a clear developmental staging of adult-born neurons in the olfactory bulb, whereby differential gene expression along the bifurcated timeline indicates that each axis utilizes distinct pathways for neuronal maturation.

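Comparing the axes with each other, Runx2 was higher on axis B than on axis A by a log2 ratio of 1.90 ± 0.29 (SD, n = 6 libraries), Crhr1 by 1.61 ± 0.39, Camk2a by 1.12 ± 0.09 and Dcx by 0.47 ± 0.15, each in 6 of 6 libraries. Calb1 was lower on axis B, with a log2 ratio of −2.78 ± 0.95, as were Dlx2 (−1.25 ± 0.22), Pcp4 (−1.13 ± 0.21) and Dlx6 (−0.90 ± 0.30), each in 6 of 6 libraries. Axis B is made up mainly of n06 and n07, which have fewer UMIs per cell than most clusters of axis A. From the differential expression along the bifurcated timeline and the gene ontology terms of its gene groups, the paper concludes that adult-born neurons pass through a clear developmental staging and that each axis uses distinct pathways for maturation.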

### Gene Regulatory Networks Mark Stable Stages of Adult-Born Neuron Development

Neuronal identity and cell fate are governed by transcription factors and their associated cofactors, working together to regulate target gene expression typical of given cell types. The collection of interacting transcription factors and cofactors that govern gene expression, and thus identity, can be referred to as a gene regulatory network (GRN). Cataloging functional GRNs and their temporal dynamics during adult-born neuronal migration, maturation, integration, and elimination allows for a better understanding of the molecular mechanisms that drive these processes. With this goal in mind, we deployed a single-cell regulatory network inference and clustering (SCENIC) computational pipeline to map GRNs in adult-born olfactory bulb neurons (Aibar et al., 2017).

Within the SCENIC framework, we identified genes co-expressed with certain transcription factors using the GRNboost2 fast GRN inferencing algorithm (Friedman, 2002). Next, we performed *cis*-regulatory motif enrichment analysis on all co-expressed genes. This analysis cataloged putative transcription-factor-binding sites within the list of co-expressed genes, thereby allowing us to identify potential direct gene targets. Additionally, this allowed us to reduce false positives and indirect transcriptional targets from the co-expression matrix. Transcription factors typically regulate several genes. Genes regulated by a specific transcription factor, identified from motif enrichment analysis, were grouped together into units referred to as regulons. A regulon thus represents a list of putative target genes for a particular transcription factor. Finally, to calculate the activity of each regulon in single-cell transcriptomes, we applied a SCENIC AUCell algorithm (Aibar et al., 2017), whereby individual cells that express the greatest number of associated genes within a given regulon display the highest area under the curve (AUC) score, while those expressing fewer regulon genes receive lower AUC scores. The ranked distribution of AUCell scores across cells for a given regulon was used to determine a threshold for active and inactive regulons, thus making the final output binary (active or inactive). Through this analysis, we identified 299 regulons that were active in adult-born neurons out of 698 initially present in our transcription factor co-expression matrix. To compare the results of SCENIC with our previous expression-based clustering analysis (Figure 2) and Monocle2 pseudo-timeline results (Figure 3), we performed t-SNE using the binary regulon activity calculated by the SCENIC pipeline (Figure 4B, top panel). The resulting t-SNE revealed a bifurcated distribution of adult-born interneuron clusters that closely matched both expression-based t-SNE (Figure 2A) and Monocle2 pseudo-timeline results (Figure 3B). The only clusters the data did not fully match were n09-GC-3 and n14-GC-7. This may be due to the large number of genes utilized for Monocle2 pseudo-timeline analysis compared to the limited number of regulons used for gene regulatory network analysis. Interestingly, however, regulon density plotted on regulon based clustering (higher regulon activity is indicated by the darker color) revealed three distinct cell states (Figure 4B, right panel). Plotting regulon activity density on the Monocle2 pseudo-timeline revealed that these three stable cell states reside at the beginning of the pseudo-timeline and at the end of each developmental axis (Figure 4C). This finding is consistent with a model in which cells between these points are differentiating and thus are likely to be less transcriptionally stable (Wu et al., 2010).

To characterize temporal GRN dynamics during adult-born neuronal maturation, we next assessed regulon activity across the Monocle2 pseudo-timeline (Figures 4C–4E). Consistent with interneuron identity, nearly all analyzed adult-born neurons showed high *Dlx1*, *Runx2*, and *Tcf4* regulon activity (Figure 4D) (Cobos et al., 2005; Subburaju and Benes, 2012). The most immature cell state, composed mainly of cluster n04, showed high *Dlx2*, *Klf7*, and *Sox11* activity—known markers for neurogenesis (Laub et al., 2005; Sellers et al., 2014; Wang et al., 2013). Axis A, however, showed activity for several regulons likely representing more mature states, including *Hdac2*, *Fosl2*, and *Sp3* (Figure 4E). These factors have recently been found to form a functional protein complex that represses target gene expression, ultimately decreasing synaptic plasticity (Yamakawa et al., 2017). Interestingly, *Sp3* function has also been associated with induction of programmed cell death (Essafi-Benkhadir et al., 2009). Cells along axis B showed high levels of a diverse array of regulons, including *Hivep2* and *Mef2d* (Figure 4E), which have recently been implicated in synaptic regulation and neuronal survival (Chan et al., 2014; Harrington et al., 2016; Mayer et al., 2018). Overall, GRN analysis revealed that distinct regulons label different axes of adult-born neuron development, suggesting that such regulons may guide maturation to distinct molecular programs during olfactory bulb neurogenesis and dictate terminal fate acquisition.

### Olfactory Sensory Activity Regulates Axis-Specific Adult-Born Neurogenesis

Previous studies have shown that olfactory sensory deprivation reduces adult-born neuron circuit integration and survival (Mandairon et al., 2006; Yamaguchi and Mori, 2005). Conversely, mice trained to discriminate olfactory stimuli show increased synaptogenesis and survival (Alonso et al., 2012; Mouret et al., 2008; Rochefort and Lledo, 2005; Rochefort et al., 2002). Although these findings have been invaluable in drawing the link between neural activity and adult-born neuron circuit integration, they were not sufficient at the time to resolve cell-type-specific maturation programs. To investigate activity-dependent changes in the cellular composition of olfactory bulb circuits, we analyzed differences between scRNA-seq data from both olfactory-deprived mice and those trained on an olfactory-discrimination task (Figure 5A). For this, we first trained a group of mice. We then performed scRNA-seq on olfactory bulbs from deprived, trained, and naive controls and compared the adult-born lineages in each of the three conditions (Figure 5B). 

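The 12 clusters of adult-born neurons contained 16302 cells, of which 5431 came from the control, 5261 from the naris-occluded and 5610 from the olfactory trained libraries. Adult-born neurons were a similar share of all cells in each library, from 28.9% (female control) to 33.9% (female trained). Their median depth was 1240 (male) and 1100 (female) UMIs in the control libraries, 1519 and 1289.5 in the naris-occluded libraries, and 1018 and 1117.5 in the trained libraries. Their median mitochondrial share was 12.0% and 12.2% in the control libraries, 9.36% and 8.14% in the naris-occluded libraries, and 13.4% and 10.7% in the trained libraries. The number of cells of each cluster was analysed in 2 ways, first with the chi-square test on pooled cells that the paper uses, and then with edgeR's quasi-likelihood test on the counts of cells per library, offset by the adult-born neurons of the library, with Benjamini-Hochberg adjustment over the 12 clusters. In the second test the libraries, not the cells, are the replicates, and all 6 libraries share an estimate of the spread, which was a biological coefficient of variation of 19.6%. In 200 simulations with this spread, it called 59.5% of clusters changed by 1 on the log2 scale and 1.19% of unchanged clusters, and the chi-square test on cells gave a p-value under 0.05 for 60.0% of unchanged clusters. The edgeR offset in these simulations was the observed total, not the sum of the simulated cells. The rate of 1.19% therefore leaves out the lower shares that growing clusters force on the others. For n02-PGC-1, 2 of its 10 leading genes in Table S2, Nppa and Apold1, differed between the naris-occluded and control libraries, so the change of its size between them is not reported as a result. It stays in the chi-square counts and in the sums of axis A. None of the 10 leading genes of another adult-born cluster did so, which with 2 libraries per condition does not show that those clusters were stable. Cluster n03 was second to n02 for Apold1 (267 ± 73.3 against 614 ± 195 CPM). Nppa was also called lower in n03 with occlusion (log2 fold change −1.12). Whether cells were placed in n03 instead of n02 was not tested.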

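With cells pooled by condition and compared with the condition totals, the chi-square test gave p under 0.05 in 9 of the 12 adult-born clusters. The chi-square statistic was largest for n03-GC-1, followed by n06-Transition (170.9, p = 7.91e-38), n14-GC-7 (142.1, p = 1.39e-31), n04-Immature (69.3, p = 9.01e-16), n07-GC-2 (64.7, p = 9.09e-15) and n02-PGC-1 (36.8, p = 1.03e-08), and then by n10-GC-4 (16.7, p = 0.000233), n08-PGC-3 (10.7, p = 0.00464) and n11-GC-5 (9.25, p = 0.00981). The number moved most among cells with at least 1000 UMIs, where 6 clusters remained and n08, n11 and n14 did not. Between the 2 libraries of the same condition, male against female, the same test gave p under 0.05 in 16 of 36 comparisons, so pools of the same condition, which also differ in sex, differed by more than this test allows for.

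**Figure D3:**
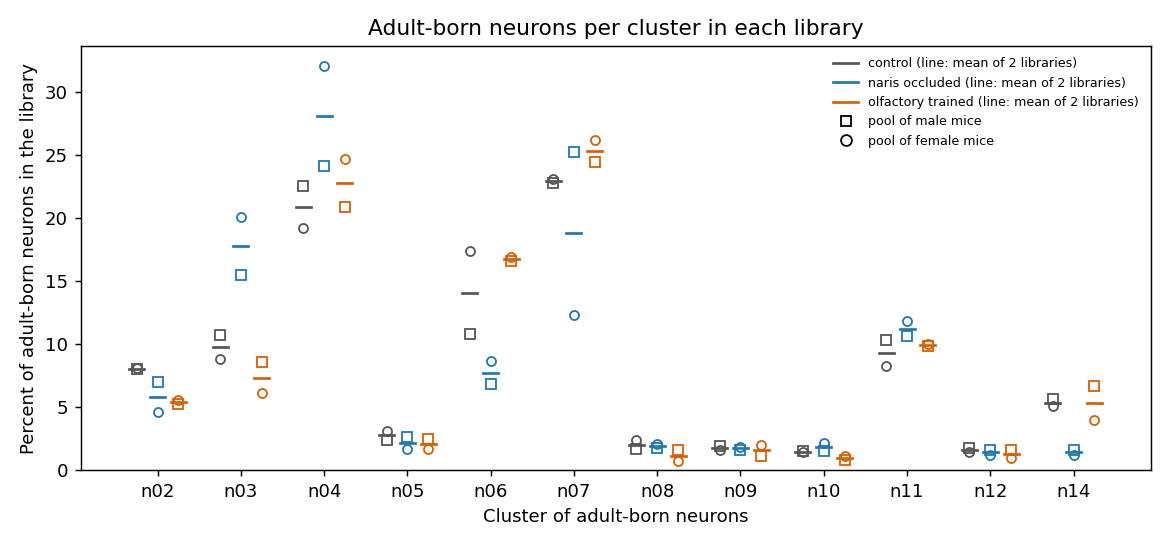
Percent of adult-born neurons in each of the 12 clusters (y axis) for each library, with squares for the male and circles for the female pool and lines for the mean of the 2 libraries of a condition. In n03, n06 and n14 both naris-occluded libraries lie on the same side of both control libraries, whereas in n07 the naris-occluded libraries lie on either side of the control libraries, at 25.2% and 12.3%.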

We implemented chi-square tests using an expected equal distribution of cells across all experimental conditions to assess statistically significant changes in cell distribution in each cluster (Figure 5D). We observed that clusters n05-PGC-2 (*Th*+), n09-GC-3 (*Rprm*+), and n12-GC-6 (*Tpbg*+) did not change in response to altered olfactory activity; however, clusters n06-Transition, n07-GC-2, and n14-GC-7 showed significant differences following manipulation of olfactory activity (Figure 5D). 

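For n05-PGC-2, n09-GC-3 and n12-GC-6 the chi-square test on pooled cells gave p = 0.0812, 0.448 and 0.375. Their shares of adult-born neurons were small, and a change would have to be large to be detected with 2 libraries per condition. Cluster n05 made up 2.76% ± 0.544 of adult-born neurons in the control libraries, 2.14% ± 0.663 in the naris-occluded and 2.09% ± 0.525 in the trained libraries (SD, n = 2). In the same order, n09 made up 1.74% ± 0.236, 1.75% ± 0.178 and 1.58% ± 0.625, and n12 made up 1.61% ± 0.189, 1.41% ± 0.250 and 1.28% ± 0.439. In the chi-square test without the male library of any condition in turn, n05 fell under 0.05, and without the female trained library n09 did. Of the changing clusters, n06-Transition and n14-GC-7 were lower on the naris-occluded side with libraries as replicates, with adjusted p = 0.0300 and 3.48e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster n07-GC-2 was not called by this edgeR test (adjusted p = 0.501). None of the 3 was called in the trained libraries.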

Notably, olfactory deprivation reduced the proportions of cells that comprise these clusters, while olfactory enrichment increased the proportion of cells that comprised the clusters (Figure 5D). 

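Cluster n06-Transition fell from 14.1% ± 4.70 of adult-born neurons in the control libraries to 7.75% ± 1.32 in the naris-occluded libraries (SD, n = 2), a log2 fold change of −0.86 (standard error 0.30). Cluster n14-GC-7 fell from 5.35% ± 0.387 to 1.43% ± 0.281, a log2 fold change of −1.91 (standard error 0.35). Both fell in the male and in the female pools. Cluster n07-GC-2 was 22.9% ± 0.175 in the control and 18.8% ± 9.11 in the naris-occluded libraries, with a log2 ratio of 0.14 in males and −0.90 in females, so its lower mean rests on the female library. Without that library its log2 fold change was 0.14. The call of n06 was lost without the female control, the male naris-occluded or the female naris-occluded library (adjusted p = 0.762, 0.167 and 0.183), and that of n14 without the female naris-occluded library (adjusted p = 0.102, all from edgeR's quasi-likelihood test). Among cells with at least 1000 UMIs, where few cells of n06 and n14 remain, neither was called. In the trained libraries, n06 was 16.8% ± 0.177 (log2 fold change against control 0.25, standard error 0.30), n07 was 25.3% ± 1.22 (0.14, standard error 0.29) and n14 was 5.31% ± 1.91 (−0.002, standard error 0.31). Their smallest adjusted p was 0.680, and n06 was higher in the male pool (log2 ratio 0.63) but not in the female pool (−0.04). Relative to the mean of all 3 conditions, which the paper's residuals use, the residuals of the 3 clusters were −10.0, −6.28 and −9.80 in the naris-occluded cells and 8.27, 4.86 and 5.12 in the trained cells.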

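The residuals of the chi-square test compare a condition with the mean of all 3 conditions. In the naris-occluded cells they were 13.3 for n03-GC-1, 6.76 for n04-Immature, 1.37 for n08-PGC-3, 2.82 for n10-GC-4 and 2.43 for n11-GC-5, and in the trained cells −9.10, −2.39, −2.65, −2.96 and −0.68. Against the control libraries, n03 rose on the naris-occluded side from 9.77% ± 1.37 to 17.8% ± 3.22 of adult-born neurons (SD, n = 2), a log2 fold change of 0.86 (standard error 0.30, adjusted p = 0.0300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of n04, n08, n10 and n11 were 0.43, −0.04, 0.35 and 0.27, with adjusted p of 0.367, 0.981, 0.501 and 0.501 in the same test. In the trained libraries the log2 fold changes of n03, n04, n08, n10 and n11 against control were −0.41, 0.12, −0.73, −0.59 and 0.09, with adjusted p of 0.557, 0.809, 0.408, 0.546 and 0.825 in this test. The call of n03 was lost without any 1 of the 4 control and naris-occluded libraries (adjusted p between 0.0538 and 0.589) and among cells with at least 1000 UMIs (0.556). Cluster n08 on the naris-occluded side changed sign under several other settings, and was higher without the female control library (0.23) or without the male naris-occluded library (0.09). In the trained libraries n04 depended on the female library and was −0.002 without it, and n11 was −0.06 without the female control library.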

For clusters n03-GC-1, n04-Immature, n08-PGC-3, n10-GC-4, and n11-GC-5, however, olfactory deprivation increased proportions of cells in the clusters, while olfactory training decreased their overall composition. Interestingly, clusters n06-Transition and n07-GC-2 sorted to one arm of the Monocle2 based pseudo-timeline, while cluster n03-GC-1, n08-PGC-3, n10-GC-4, and n11-GC-5 segregated to the other (Figure 5D right panel).

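Summed by axis, the clusters n06, n07 and n09 of axis B made up 35.5% (male) and 42.1% (female) of adult-born neurons in the control libraries, 33.7% and 22.9% in the naris-occluded libraries, and 42.3% and 45.1% in the trained libraries. The axis A clusters made up 42.0% and 38.7%, 42.2% and 45.0%, and 36.9% and 30.2% in the same order. The rest were in n04, which lies at the start. Cluster n14, whose residuals went with those of n06 and n07, lies on axis A.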

To test whether these changes were due to differential regulation of adult-born neuron development, or transcriptional state switching within integrated interneurons, we performed a line-age-tracing experiment. To selectively label adult-born neurons both spatially and temporally, we crossed *Dlx1/2-CreER* mice (Batista-Brito et al., 2008) with a *Rosa-LoxP-Stop-LoxPTdTomato* reporter line, which expresses the tdTomato fluores-cent protein after tamoxifen-induced Cre-mediated recombination. We performed olfactory manipulations on these animals, pulsing them with tamoxifen on the day in which the mice were first exposed to olfactory cues. After 6 weeks of either olfactory training or deprivation, we performed immunohistochemistry against Calb2, a marker for the n03-GC-1 cluster. 

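Cluster n03-GC-1 had the largest chi-square statistic of the 12 adult-born clusters (275.6, p = 1.46e-60). With libraries as replicates it was not the most significant one, since n14-GC-7 had the smaller adjusted p. Its share rose in both naris-occluded pools, by a log2 ratio of 0.53 in males and 1.19 in females, and fell in both trained pools, by 0.33 and 0.53. Cells of n03 were marked by Calb2, at 13129 ± 2397 CPM (SD, n = 6 libraries), but n02-PGC-1 also expressed Calb2, at 6489 ± 677 CPM. A Calb2 UMI was found in 93.4% of n03 cells (median 1416 UMIs) and 94.9% of n02 cells (1846 UMIs), and the gene was abundant enough as free RNA to appear in 18.4% of cells of n01, which had 808.5 UMIs per cell.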

We chose to analyze changes in the survival of this cluster because this population showed the most significant changes in cell distribution following experimental manipulations (Figure 5D). Interestingly, we did not detect changes in the total number of Calb2-positive cells within the granule cell layer across any the manipulations (Figure S3). This may be due to many of the cells in this population being stably integrated interneurons, which are thereby not affected by short-term olfactory manipulation. By examining co-localization of our lineage reporter and Calb2, we found that only 6.6% of adult-born granule cells differentiate into Calb2-positive granule cells (Figure S3). Comparing olfactory-deprived animals to naive animals, we observed that naris occlusion resulted in a 35% increase in the survival of Calb2-positive adult-born neurons (from 6.6% to 9% of adult-born neurons) (Figure S3). This observation is consistent with both the direction and relative intensity of cell distribution seen with experimental manipulations in single-cell-sequencing datasets (Figure 5). However, we did not observe changes between olfactory trained and naive animals (Figure S3). This is likely due to the scope of olfactory deprivation, which inherently affects the entire circuit, whereas olfactory training likely targets a smaller subset of neurons responsive to the odorants used. Notably, however, more sensitive cell-type-specific changes like this are indeed detectable within single-cell datasets of the entire bulb, which is an advantage of this methodology. Together, these data indicate that olfactory experience bidirectionally affects the developmental profile of adult-born neurons detailed by the pseudo-timeline analysis (Figure 5D) and reveals that each arm of the pseudo-timeline oppositely responds to activity.

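The change of each part of the pseudo-timeline was measured per library. On the naris-occluded side the share of n04 among adult-born neurons was higher by 7.22 percentage points (28.1% ± 5.64 against 20.9% ± 2.30, SD, n = 2), axis A, which includes n02, was higher by 3.28 points (43.6% ± 1.97 against 40.3% ± 2.34) and with n02 left out by 5.00 points, a setting chosen after seeing the data, and axis B differed by −10.5 points (28.3% ± 7.61 against 38.8% ± 4.64). In the trained libraries the differences were 1.91 points for n04 (22.8% ± 2.72), −6.82 points for axis A (33.5% ± 4.74) and 4.92 points for axis B (43.7% ± 2.02). In exact two-sided permutation tests of 2 against 2 libraries the p-value was 0.667 for n04 after training and, for the other comparisons, the smallest that this design allows. The difference of axis B on the naris-occluded side was −1.84 points in males and −19.2 points in females. Among cells with at least 1000 UMIs, the difference of axis A on the naris-occluded side was −0.75 points and that of axis B was −4.97 points. With libraries as replicates, the edgeR test called n03, n06 and n14 between naris-occluded and control libraries and no cluster between trained and control libraries, where no cluster had an unadjusted p under 0.05 and DESeq2 called none either. Residuals against the mean of 3 conditions take opposite signs easily, because they sum to about 0. They were opposite between naris-occluded and trained cells in 9 of 12 clusters, and in simulated libraries without any change the median was 8. Against control, the log2 ratios of the 2 conditions were opposite in 5 of 12 clusters, with a median of 4 in the simulations. Of the 9 clusters with a chi-square p under 0.05, 8 had opposite residuals (88.9%), a number reached in 5% and a share reached in 9.3% of the simulated sets. The correlation across clusters of the log2 ratios of both conditions against control was −0.25, where the simulations had a mean of 0.49 and 0.8% were as low. From the opposite residuals of the clusters on each arm, and from its lineage tracing of Calb2-positive cells, the paper concludes that olfactory experience affects the developmental profile of adult-born neurons in both directions and that the arms of the pseudo-timeline respond oppositely to activity.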

## DISCUSSION

Here, we applied a high-throughput single-cell droplet-based RNA sequencing method to generate a transcriptome library for a mixture of 51,246 olfactory bulb cells that include neurons, astrocytes, oligodendrocyte lineages, immune cells, olfactory ensheathing cells, mesodermal cells, and blood vessel components. By analyzing transcripts enriched in these different populations, we uncovered cellular heterogeneity within each of these broadly characterized cell types. As a general reference, our study provides a list of selective markers that allow for future genetic labeling and cell-type-specific manipulations.

Inhibitory interneurons are major contributors to processing of neuronal circuit activity (Abraham et al., 2010; Lepousez and Lledo, 2013; Tan et al., 2010), yet interneuron heterogeneity has presented a major barrier toward fully understanding how these cells govern information processing. To better understand how interneurons contribute to circuit function, and since cellular complexity is established during development and maturation (Li et al., 2017), it is essential to uncover the mechanisms that regulate interneuron development within intact brain tissue. Recent studies that investigated the generation of cortical interneurons during embryonic development highlight the need for such investigations and have provided a great resource for understanding cortical interneuron complexity (Close et al., 2017; Mayer et al., 2018; Mi et al., 2018). Our data augment this important resource and reveal mechanisms that govern the maturation and drive heterogeneity of adult-born interneurons in the rodent olfactory system.

Continuous integration of adult-born neurons into existing brain circuits represents a notable source of circuit plasticity in the olfactory bulb (Nissant et al., 2009). Adult-born neurons exhibit a remarkable capacity to reorganize their own synaptic architecture as well as the structure and function of the surrounding network (Lledo and Saghatelyan, 2005; Ming and Song, 2011; Valley et al., 2013). Since the discovery of adult neurogenesis in the olfactory bulb, there has been a paucity of unbiased studies that have investigated the molecular changes of adult-born neurons throughout their development. Using a computational-based method of pseudo-timeline analysis, here we catalog an extensive list of genes that are differentially expressed throughout different stages of development, maturation, and integration of adult-born neurons. Additionally, by analyzing GRNs, we identified several transcription factors and putative effector combinations that potentially guide the integration and survival of adult-born neurons in a cell-type-specific manner. Our data reveal that *Sp3* and *Hdac2* are active GRNs in cell types located on a single axis (axis A) of a computed pseudo-timeline (Figure 4E). Axis-A-associated populations are increased following naris occlusion and reciprocally decreased after training (Figure 5D). Considering that *Sp3* and *Hdac2* function in programs associated with synaptic plasticity and neuronal survival, it is compelling to suggest that *Sp3* and *Hdac2* GRNs are differentially regulated by olfactory activity to drive survival of axis-A-specific cell clusters. In cells located on axis B of the pseudo-timeline, *Hivep2* and *Mef2d* regulons are highly active (Figure 4E). Although their role in olfactory bulb development is not well understood, these genes have been implicated in a variety of developmental and neurodegenerative disorders. For example, patients with mutations in *Hivep2* exhibit intellectual disability and dysmorphic features (Steinfeld et al., 2016). Myocyte enhancer factor 2 (MEF2) family transcription factors have been shown to be expressed in the developing mouse brain (Yamada et al., 2013) and have recently gained attention for their role in synaptic regulation and neuronal survival (Chan et al., 2014; Harrington et al., 2016; Mayer et al., 2018). Moreover, disruption of *Mef2d* and *Mef2c* pathways has been linked to amyotrophic lateral sclerosis (Arosio et al., 2016), and aberrant activation was shown to mediate neuronal death in mouse and fly models of Friedreich ataxia (Chen et al., 2016a, 2016b), indicating their potential role in neurodegeneration. Furthermore, Mef2d is thought to regulate neuronal gene expression in an activity-dependent manner through alternative polyadenylation site usage mechanisms (Flavell et al., 2008). Given this correlation, it is intriguing to consider that Hivep2 and Mef2d could potentially be involved in regulating adult-born neuron survival through mechanisms similar to those underlying neurodevelopmental and neurodegenerative diseases. Together, these data substantiate that our library of genes likely contains neurodevelopmental and neurodegenerative disease related genes and holds potential toward identifying disease- and/or cell-survival-related pathways.

Synaptic remodeling and circuit integration of adult-born neurons in the olfactory bulb are highly dependent on olfactory activity. Notably, increased numbers of cells within the immature neuronal cluster n04-immature following olfactory deprivation, and the reciprocal decrease in numbers observed with training, imply that adult-born neurons undergo a more rapid developmental transition in response to sensory enrichment (Figure 5D). Our previous studies (Quast et al., 2017) and others (Gheusi et al., 2000) showed that adult-born neurons integrate into circuits much more efficiently when they receive learned olfactory input. This implies a more rapid developmental transition from immature to mature granule cell states in response to olfactory enrichment. Interestingly, we have observed no change in clusters n05-PGC-2 (*Th*+), n09-GC-3 (*Rprm*+), and n12-GC-6 (*Tpbg*+). This finding matches what has been previously described, as n05-PGC-2 (*Th*+) and n12-GC-6 (*Tpbg*+) have been shown to be produced earlier in life and show minimal replacement through adult neurogenesis (Batista-Brito et al., 2008). Our data also reveal two populations of developing adult-born cells that respond oppositely to olfactory experience (Figure 5D, axis A and axis B). As such, the transcriptional signatures of cells in each group define two distinct cell populations that might be used to resolve cell-type-specific responses to olfactory activity.

Ultimately, these data provide a catalog of cellular heterogeneity in the mouse olfactory bulb. From this, we were able to discern molecular changes throughout maturation and integration of adult-born neurons. These data also reveal changes in the patterns of cell-type-specific specific gene expression in the olfactory bulb in response to olfactory enrichment and/or deprivation. Though these findings certainly reflect conserved features of adult olfactory bulb neurogenesis, we cannot rule out that these data may not represent a mechanistic continuum throughout adulthood and be generalizable across all stages of postnatal life. However, our study provides a valuable resource for identifying previously unknown markers that in turn will allow for the investigation of cell-type-specific contributions to circuit activity. Furthermore, the list of genes we revealed to be differentially regulated in adult-born neurons throughout development and maturation can be utilized in future studies to resolve the programs underlying the integration of new cells into existing brain tissue and will aid ongoing work toward understanding how such mechanisms function toward synapse formation, maintenance, and plasticity of adult brain circuits.

## STAR★METHODS

### CONTACT FOR REAGENT AND RESOURCE SHARING

Further information and requests for resources and reagents should be directed to the Lead Contact, Benjamin Arenkiel ().

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

All animals used in this study were housed and handled according to US Department of Health and Human Services and Baylor College of Medicine IACUC guidelines. Both male and female C57BL/6NJ mice at 14 weeks of age were used for analyses, maintained on a 14-h light, 10-h dark cycle, with access to food and water *ad libitum*. Dlx1/2-CreER transgenic animals (Batista-Brito et al., 2008) were crossed to Rosa-LoxP-Stop-LoxP-TdTomato animals. 200mg/kg tamoxifen was administered by oral gavage at day 5 of olfac-tory training when odor presentation was started.

### METHOD DETAILS

#### Olfactory manipulation

For olfactory deprivation, naris occlusion was performed as described previously (Cummings et al., 1997). In brief, naris plugs were constructed by threading silk suture (Suture LOOK® Braided Silk Nonabsorbable Size 3–0 100 Yard Spool) through polyethylene (PE) tubing (Warner PE Tubing, PE-50/10 Cat: 64–0752). Hair was tied within a knot at one end of the suture, and was pulled into the tubing, generating an occlusion inside the tubing and a hair sticking out on one end of the tube. The opposite side of the tube was cut beveled for insertion into the nasal cavity. For increased olfactory activity, we implemented a previously described olfactory cued learning paradigm (Liu et al., 2017; Liu et al., 2018) where water deprived animals were trained to discriminate a water reward associated odor (S+) from a no reward associated (S−) odor. In brief, animals were trained to poke their nose into an odor delivery port to receive a water reward. Animals should choose to insert their nose into the side port when presented with the S+ odor and re-initiate the next trial by poking the center port when presented with the S- odor. If incorrect, they receive a 4 s time-out before being able to initiate the next trial. To ensure widespread circuit activation, we selected multiple pairs of similar odorants that each stimulate several distinct glomeruli. Odor pairs included anisole (Sigma 123226) and acetophenone (Sigma A10701), (S)-carvone (Sigma 22070) and (R)-carvone (Sigma 22060), (R)-limonene (Sigma 183164) and (S)-limonene (Sigma 62130), 1-pentanol (Sigma 138975) and 1-butanol (Sigma 281549), 1-heptanol (Sigma H2805) and 1-octanol (Sigma 95446), ethyl acetate (Sigma W241407) and methyl acetate (Sigma W267600), isoamylacetate (Sigma W205508) and amylacetate (Sigma W504009), 2,3-hexanedione (Sigma W255801) and 2-hexa-none (Sigma 02473) as Go and No-Go odorants, respectively. All odorants were mixed at 1% in mineral oil (Alfa Aesar 31911) when used separately, and mixed at 0.1% when used in a mixture. The 1% anisole and acetophenone pair was used for training. Mice were exposed to each odor pair for 2 days, and to mixtures for the rest of the task. Overall, olfactory deprivation and training was performed for 6 weeks to ensure robust circuit manipulation.

#### Tissue collection and dissociation

Animals were deeply anesthetized using isoflurane, and perfused intracardially with phosphate-buffered saline (PBS). Brains were dissected, and olfactory bulbs were removed from the rest of the brain. Since olfactory epithelium is juxtaposed to the olfactory bulb at the most anterior part of the brain, our data include some olfactory epithelium cells. Olfactory bulb tissue was dissociated according to the 10X Genomics Chromium sample preparation protocol. Briefly, tissue was cut into 1 mm^3^ pieces and placed in 2 mL papain solution (Worthington, PAPL) prepared according to manufacturer’s protocol in Hibernate E-Calcium (BrainBits, HECA100). Tissue was incubated in papain solution at 37°C for 20 min. Papain solution was removed and discarded by leaving the tissue at the bottom of the tube. 2 mL of HEB medium (BrainBits, HEB100) was added to the samples and triturated with a fire polished Pasteur pipette 10 – 15 times. Un-dissociated tissue was allowed to settle to the bottom of the tube for 1 min. Super-natant containing dissociated cells was moved to a different tube after passing through 70 μm mesh three times. Samples were centrifuged for 2 mins at 200 r*cf.* and the supernatant was discarded. Cells were resuspended in NbActiv1 (BrainBits, NbActiv1 100) solution and placed on ice for single cell RNA sequencing.

#### Single Cell RNA sequencing

Cells were counted and diluted in 1X PBS with 0.04% Bovine Serum Albumin (BSA) prior to loading onto the 10X Genomics Chromium instrument. Libraries were generated with the 10X Chromium Single Cell 3′ v2 reagent kit according to the manufacturer’s instructions, and sequenced on an Illumina Nextseq500.

#### Single cell RNA sequencing Analysis

Sequencing data was handled using the 10X Genomics Cell Ranger software (https://www.10xgenomics.com). Subsequently, expression matrices from each experiment were merged and imported into Seurat (version 2.2.1)(Butler et al., 2018), where Log normalization and scaling was performed (Thulasi Raman et al., 2016). The minimum gene per cell threshold was set to 200 for inclusion into the final digital expression matrix. Batch effects were corrected by regressing out the number of molecules per cell, mitochondrial genes, and identified with the RegressOut function (Seurat package). Principle components analysis (PCA) was performed and significant PCs were used as input for graph-based clustering. 2-dimensional visualization of the multi-dimensional dataset was done with t-SNE. Differential expression of the individual clusters was performed using the likelihood-ratio test for single cell gene expression (Seurat FindMarkers function, default parameters). To account for over-clustering, clusters that were not transcriptionally distinct were merged together into a single cluster. Doublets (2 different cell types within single droplet) were removed from the data-set. Gene Ontology (GO) analysis was performed with Metascape (http://www.metascape.org).

For pseudotemporal analysis, the normalized data from the indicated clusters calculated in Seurat was passed directly into Monocle2 (version 2.6.3) (Qiu et al., 2017). Next, we carried out density peak clustering (Monocle2 dpFeature procedure) to order cells based on the genes differentially expressed between clusters, with thresholds for density clustering set to 2 and 4 for rho and delta, respectively (Rodriguez and Laio, 2014). The top 1000 significant genes (ordered by qvalue) were used for ordering in all instances.

For gene regulatory network analysis, we generated co-expression networks via arboretum python software libraries (https://github.com/tmoerman/arboretum) and implemented GRNBoost2 (Friedman, 2002). For input into GRNBoost2 we used the processed and previously normalized data matrix extracted directly from Seurat. We then utilized the SCENIC package (version 0.1.7) to generate cell regulatory networks from our single-cell RNA sequencing data, with the mouse mm9 genome for cis-regulatory analysis (Aibar et al., 2017).

#### Stereotaxic injection and viral constructs

For stereotaxic injections, mice were anesthetized and maintained under anesthesia using vaporized isoflurane with O_2_. All injections were performed using a stereotaxic apparatus synced to Angle Two software. Targeting the core of the olfactory bulb (coordinates from Bregma in mm: ML 0.8, AP 4.5, DV −2.25), 690 nL of AAV-EF1α-DIO-EGFP-WPRE-hGHpA, serotype DJ/8 was injected as 10 pulses of 69 nl, 30 s apart, with the flow rate of 23 nl/s using a Drummond Nanoject II (Broomall, PA). Animals were sacrificed 14 days later for fluorescence imaging.

#### Immunohistochemistry

Animals were deeply anesthetized using isoflurane and were transcardially perfused with PBS followed by 4% Paraformaldehyde (PFA) (Diluted with 1XPBS from 16% Paraformaldehyde solution, EM grade, Electron microscopy sciences Cat:15710). Brains were dissected and post-fixed in 4% PFA at 4°C overnight. Brains were cryoprotected in 30% sucrose/PBS solution, embedded and frozen in OCT, and stored at −80°C. Tissue was cut coronally using a cryostat (Leica CM1860) at 40 μm directly into PBS. Free-floating sections were blocked for 1 h at room temperature in 10% normal goat serum blocking solution, made in PBS-T 0.3% (1 × PBS, 0.3% Triton X-100, pH 7.35). Sections were then incubated overnight at 4°C in a blocking solution containing primary antibodies at appropriate concentration (goat-anti-Omp at 1:10,000 Wako 544–10001, rabbit-anti-Calb2 at 1:500 Millipore AB5054, rabbit-anti-Th at 1:2000 Chemicon Ab152, rabbit-anti-Dcx at 1:400 Cell Signaling 4604, mouse-anti-NeuN at 1:500 Millipore MAB377, mouse-anti-Calb1 at 1:500 Abcam Ab9481, rabbit-anti-Sox11 at 1:500 Abcam Ab134107). The next day, sections were washed 4 times, 15 minutes each in PBS-T 0.1% (1 × PBS, 0.1% Triton X-100, pH 7.35), then incubated in blocking solution containing secondary antibody at 1:500 dilution (donkey-anti-goat-Cy3, goat-anti-rabbit Alexafluor-488 or goat-anti-mouse-Alexafluor-546) for 2 hours at room temperature. Sections were then washed 4 times for 15 minutes each in PBS-T 0.1%. All sections were mounted using DAPI Fluoromount-G (Southern Biotech, 0100–20). Detection of fluorescent expression was performed using a Leica TCS SPE confocal microscope under a 10 × or 20 × objective.

### QUANTIFICATION AND STATISTICAL ANALYSIS

We performed a Pearson’s chi-square test to determine if clusters were significantly different from the expected composition of a given condition (R base stats, chisq.test) (Xiao et al., 2018). The chisq.test was applied to each cluster using the totals from each condition to derive proper proportions. Calculated residuals or p values of residuals were then mapped to each cell within a cluster and visualized on the t-SNE. A p value of 0.05 was applied when assigning all discrete designations. For discrete scaling of the chisq.test, the continuous residual values were binned to a scale where clusters were designated as “up/increase” if > 0, “down/decrease” if < 0, and “none/no-change” if equal to zero. Thus, any cluster with a p value greater than 0.05 will have its residual set to 0.

### DATA AND SOFTWARE AVAILABILITY

All scripts used in this manuscript are available upon request. The accession number for the raw single-cell RNA sequencing data reported in this paper is GEO: GSE121891.

## Supplementary Material

1

2

3

4

5

6

## Figures and Tables

**Figure 1.**
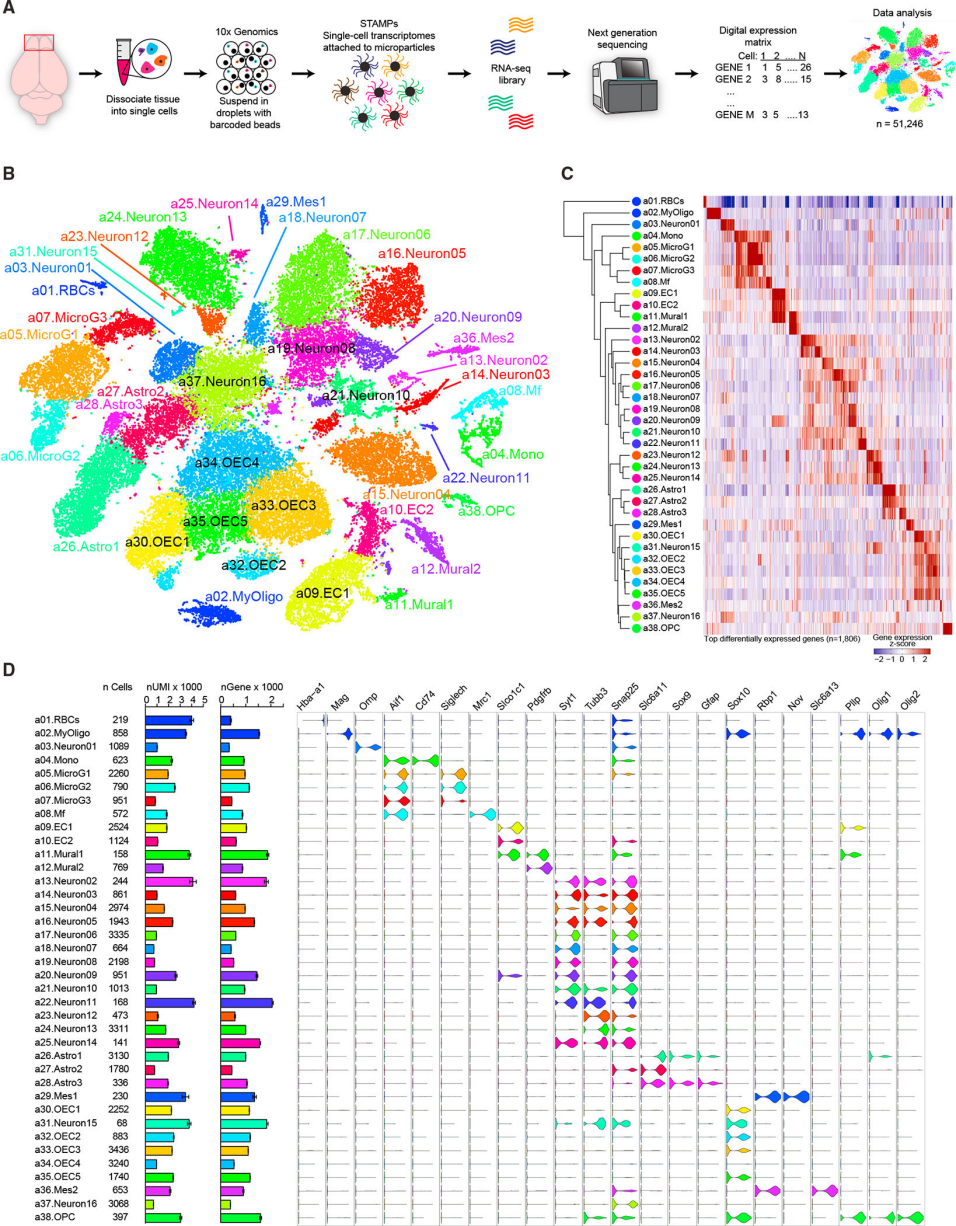
Single-Cell Transcriptome Analysis Delineates Mouse Olfactory Bulb Cellular Heterogeneity (A) Schematic view of the experimental workflow. (B) Cellular composition of the olfactory bulb was visualized using t-distributed stochastic neighbor embedding (t-SNE). Individual single-cell transcriptomes were colored according to cluster identity in (B)–(D). (C) Dendrogram depicting hierarchical relationships between distinct cell populations. Heatmap illustrating the genes most highly enriched in each cluster, with each column representing a gene and each row representing average expression level of that gene in each cluster. (D) Graph showing number of cells per cluster, number of unique molecular identifiers (UMIs) per cluster (mean ± SEM; scale is in thousands), and number of genes detected per cluster (mean ± SEM; scale is in thousands). Violin plots show expression of cell-type-specific marker genes for each cluster. See also Figure S1 and Table S1.

**Figure 2.**
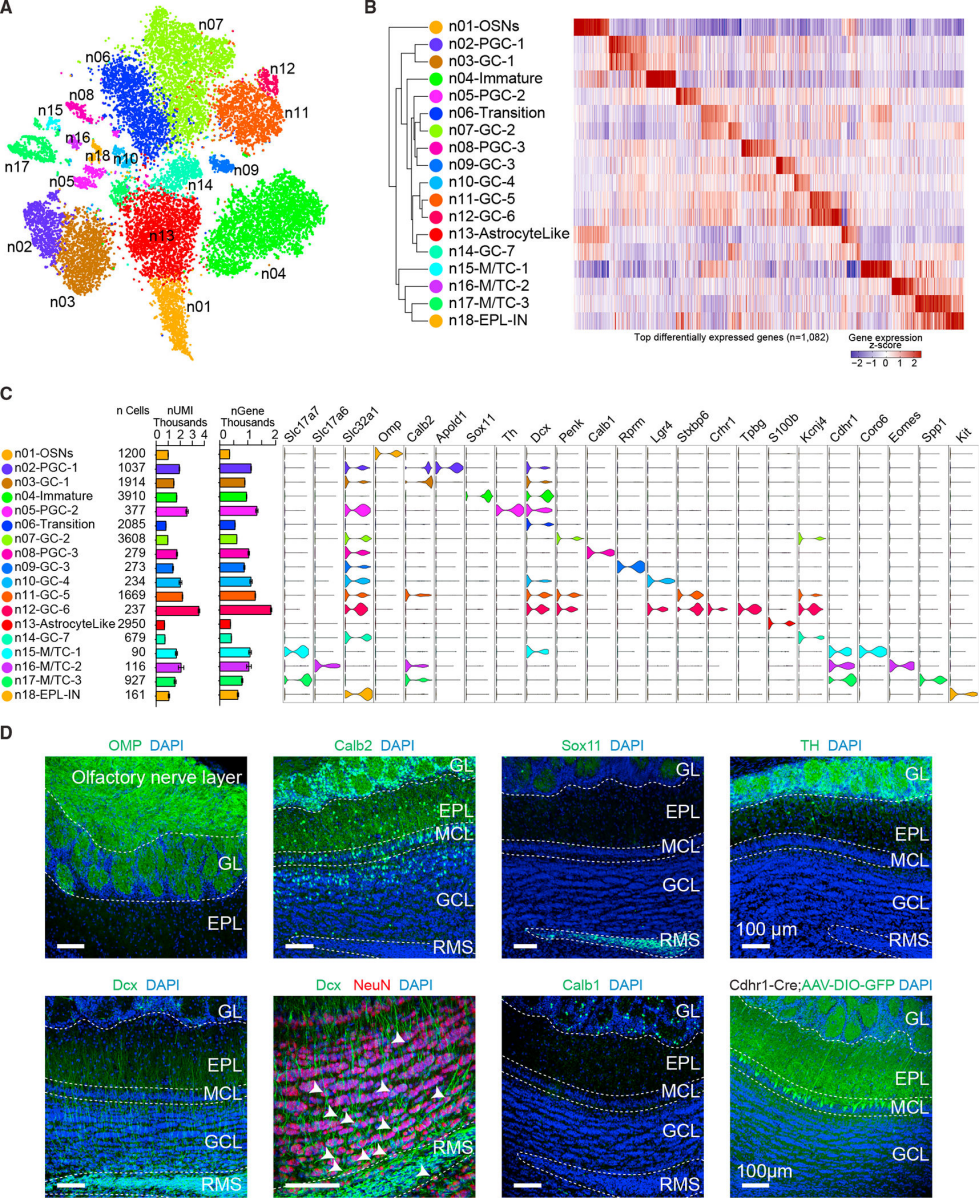
Unsupervised Transcriptome-Based Clustering Reveals Neuronal Subtypes (A) Neuronal subclusters were visualized using t-SNE. Individual single-cell transcriptomes were colored according to cluster identity in (A)–(C). (B) Dendrogram depicting hierarchical relationships between distinct neuronal cell types. Heatmap illustrating the genes most highly enriched in each cluster, with each column representing a gene, and each row representing the average expression level of that gene in each neuronal cluster. (C) Graph showing predicted neuronal class of each cluster (EPL-IN, external plexiform layer interneuron; GC, granule cell; M/TC, mitral and tufted cell; OSN, olfactory sensory neuron; PGC, periglomerular cell), number of cells per cluster, number of UMIs per cluster (mean ± SEM; scale is in thousands), and number of genes detected per cluster (mean ± SEM; scale is in thousands). Violin plots showing expression of neuronal cell-type-specific marker genes for each cluster. (D) Immunohistochemistry against known cell-type-specific markers that label different neuronal clusters. Calb1, calbindin 1; Calb2, calbindin 2; *Cdhr1-Cre; cadherin 1-Cre* mouse injected with a conditional AAV reporter labeling M/T cells; Dcx, doublecortin; NeuN, neuronal nuclei; OMP, olfactory marker protein; Sox11, sex-determining region Y-box 11; TH, tyrosine hydroxylase. Scale bars, 100 um. See also Figure S2 and Table S2.

**Figure 3.**
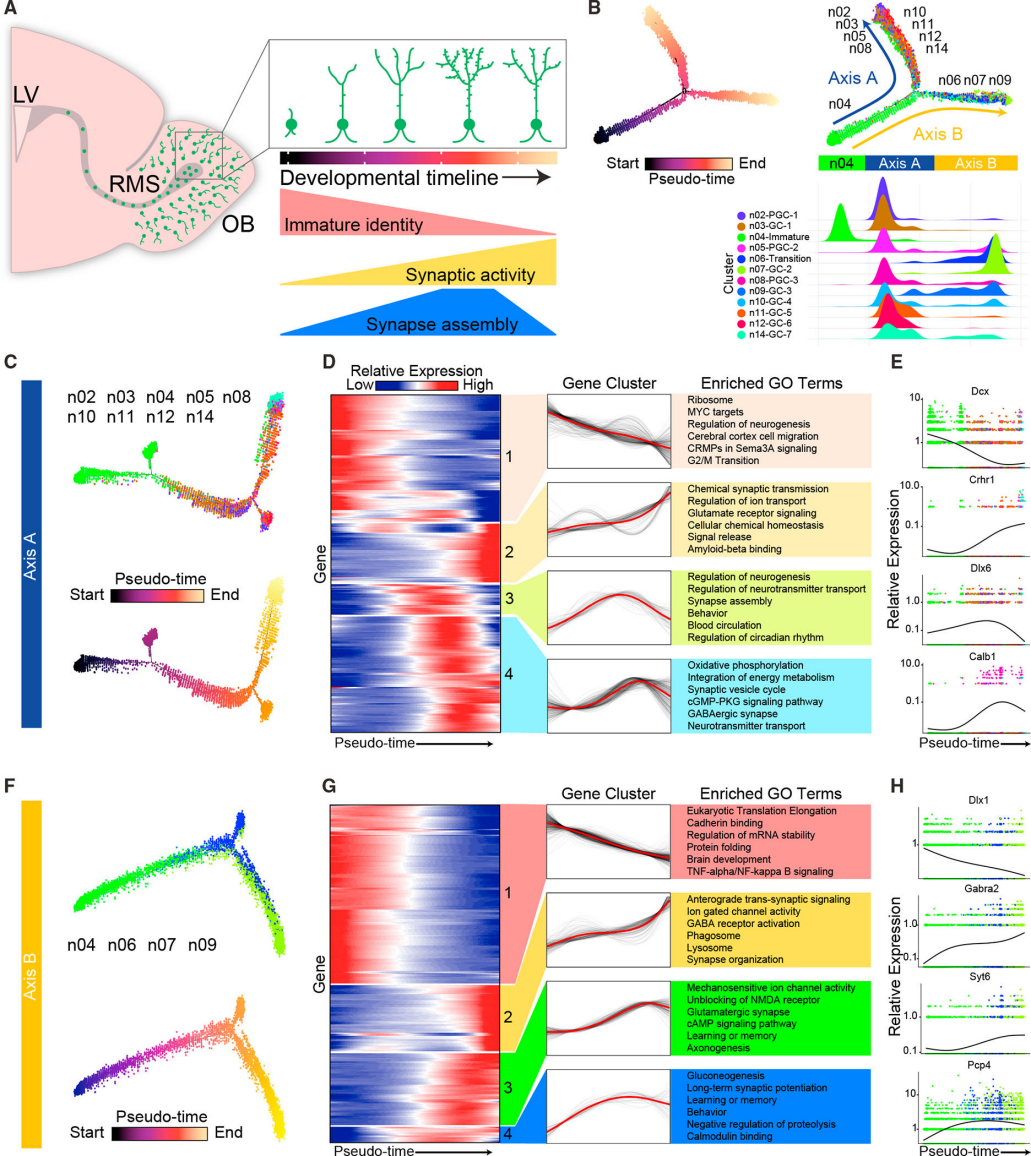
Pseudo-Timeline Analysis Reveals Transcriptional Changes during Maturation and Integration along Distinct Developmental Axes (A) Schematic sagittal view of the mouse olfactory system. Inset: summary diagram of olfactory bulb adult-neurogenesis illustrating broad morphological and developmental changes throughout maturation of adult-born neurons. LV, lateral ventricle; RMS, rostral migratory stream. (B) (Top left) Monocle2 pseudotime trajectory of adult-born neurons. Cells are colored by pseudotime score, with dark colors representing immature cell stages and light colors representing mature cell stages. (Top right) Monocle2 pseudotime trajectory of adult-born neurons with cells colored by cluster identity according to Figure 2. (Bottom) Adult-born neuron cluster density plot projected to the x axis of the bifurcating Monocle2 pseudotime trajectory, indicating which arm of the timeline each cell type is located. (C) (Top) Axis A of Monocle2 pseudotime trajectory colored according to cluster identity. (Bottom) Axis A pseudotime trajectory colored by pseudotime score, with the dark color representing an immature cell stage and the light color representing a mature cell stage. (D) Axis A: 4 distinct groups of pseudotime-dependent genes with dynamic expression patterns plotted across pseudotime as heatmaps, with blue indicating low levels and red indicating high levels of expression. (Middle) Gene expression trends for each gene (black) with the trend line highlighted in red. (Right) Top 6 enriched gene ontology (GO) terms for each temporal cluster. (E) Differential expression patterns of one example gene from each group of genes along developmental axis A. (F) (Top) Axis B of Monocle2 pseudotime trajectory colored according to cluster identity. (Bottom) Axis B pseudotime trajectory colored by pseudotime score, with the dark color representing an immature cell stage and the light color representing a mature cell stage. (G) Axis B: 4 distinct groups of pseudotime-dependent genes, with dynamic expression patterns plotted across pseudotime as heatmaps. Blue indicates low levels and red indicates high levels of expression. (Middle) Gene expression trends for each gene (black), with the trend line highlighted in red. (Right) Top 6 enriched gene ontology (GO) terms for each temporal cluster. (H) Differential expression patterns of one example gene from each group of genes along developmental axis B. See also Tables S3 and S4.

**Figure 4.**
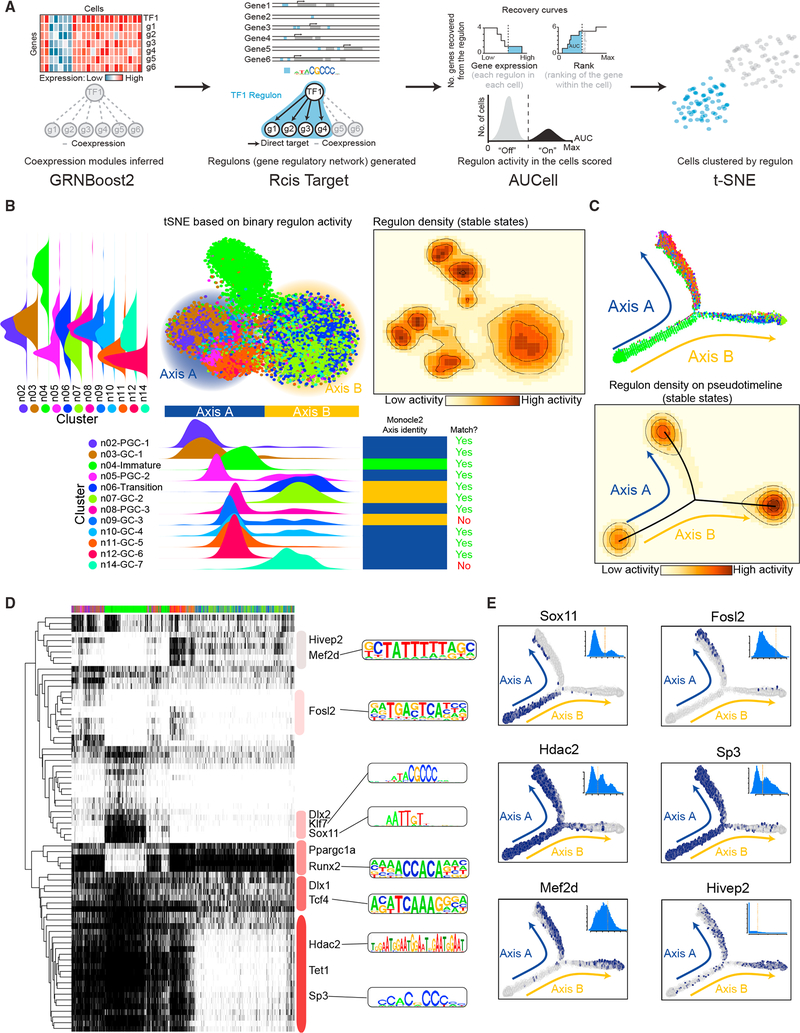
Gene Regulatory Networks Mark Stable Stages of Adult-Born Neuron Development (A) Schematic view of the SCENIC workflow, as described in the results. (B) (Top left) Adult-born neuron cluster density plot calculated from the binary regulon activity-based t-SNE projected on the y axis of the graph. (Top center) Adult-born neurons visualized using t-SNE based on the binary adult-born neuron regulon activity matrix. Clusters were colored according to adult-born neuron cluster identity from initial clustering in Figure 2. (Top right) Regulon activity density plotted on regulon-based t-SNE. Light colors represent low regulon activity, and darker colors represent high regulon activity. (Bottom left) Adult-born neuron cluster density plot calculated from the binary regulon activity-based t-SNE projected on the x axis of the graph. (Bottom right) Monocle2 axis identity for each cell cluster (blue, axis A; yellow, axis B; green, immature cluster) and whether the identity matched the regulon-based clustering. (C) (Top) Adult-born neuron Monocle2 pseudotime trajectory colored according to adult-born neuron cluster identity. (Bottom) Regulon activity density plotted on the adult-born neuron Monocle2 pseudotime trajectory calculated in Figure 3. Lighter colors represent low regulon activity, and darker colors represent high regulon activity (D) SCENIC binary regulon activity matrix showing all correlated regulons (absolute correlation >0.3) that were active in at least 1% of all adult-born neurons. Each column represents a single cell, colored according to cluster identity. Representative transcription factors are highlighted along with corresponding DNA-binding motifs on the right side of the matrix. (E) Adult-born neuron Monocle2 pseudo-timeline, colored according to the corresponding SCENIC binary regulon activity; blue indicates active regulons, and gray indicates inactive regulons. The inset histograms denote the AUCell score distribution for the regulon.

**Figure 5.**
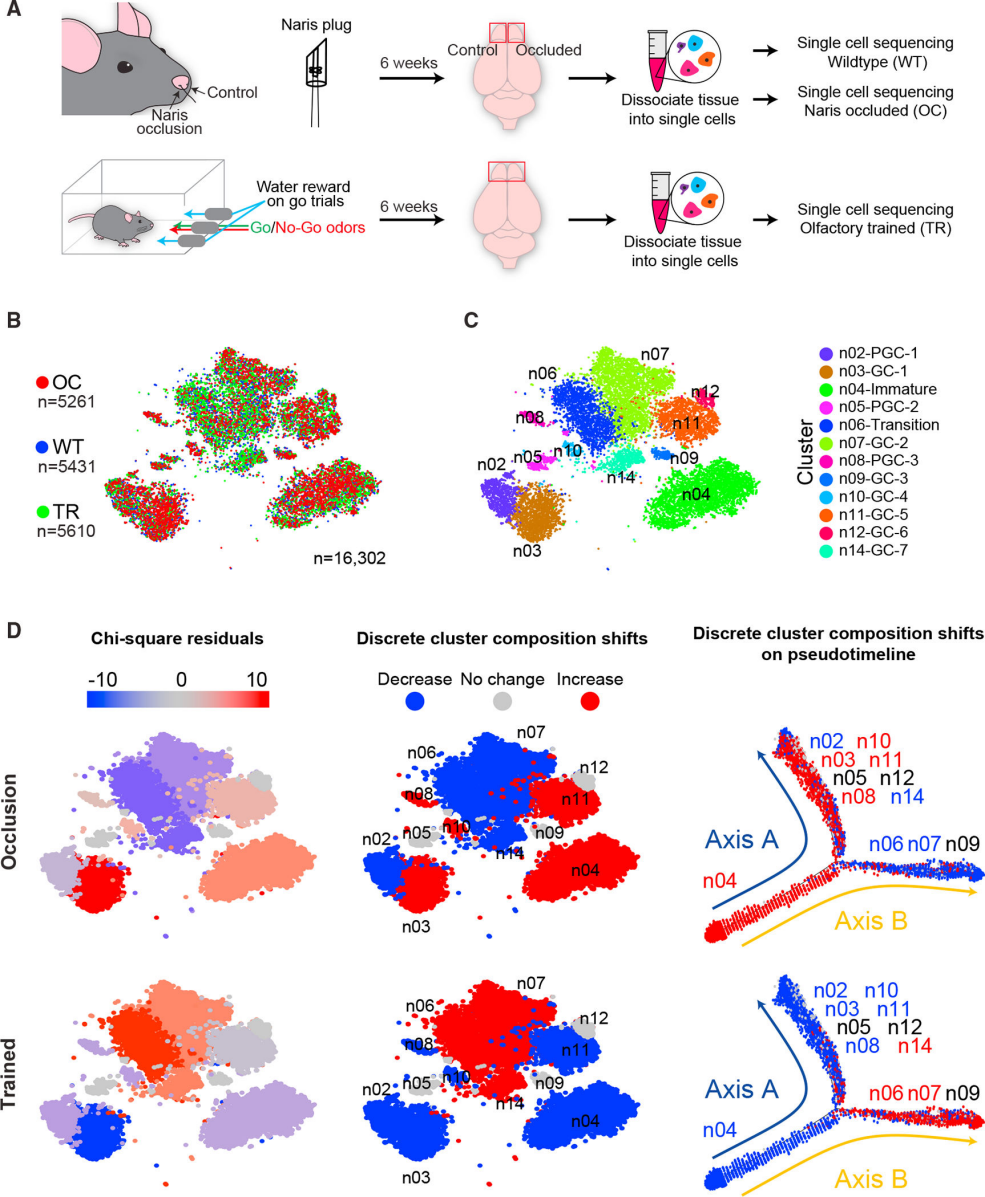
Olfactory Activity Alters Adult-Born Interneuron Subtype Composition (A) Schematic view of olfactory bulb experimental procedures, which are detailed in methods. (B) Two-dimensional t-SNE representation of 16,302 adult-born interneurons colored according to experimental group. OC, naris occluded; TR, olfactory trained; WT, wild-type. (C) t-SNE representation of 16,302 adult-born interneurons colored according to cluster identity. (D) Shifts in adult-born neuron cluster composition for each indicated experimental condition plotted across expression-based t-SNE (left and middle) and along the Monocle2 pseudotime trajectory (right). Pearson’s chi-square test residuals were calculated for the corresponding experimental group (left). Discrete values were determined from Pearson’s chi-square test (middle); if the p value was < 0.05, then clusters were assigned appropriate designation of increased or decreased (red or blue) based on their residual score. Clusters with no significant composition shift are highlighted in gray (no change, p value > 0.05). See also Figure S3.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Goat polyclonal anti-Omp	Wako	Cat#544–10001
Rabbit polyclonal anti-Calb2	Millipore	Cat#AB5054
Rabbit polyclonal anti-Th	Chemicon	Cat#Ab152
Rabbit polyclonal anti-Dcx	Cell Signaling	Cat#4604
Mouse monoclonal anti-NeuN (clone A60)	Millipore	Cat#MAB377
Mouse monoclonal anti-Calb1 (clone CL-300)	Abcam	Cat#Ab9481
Rabbit monoclonal anti-Sox11 (clone EPR8192)	Abcam	Cat#Ab134107
Donkey anti-goat Cy3	Jackson ImmunoResearch	Cat#705-165-147
Goat anti-rabbit Alexafluor-488	Invitrogen	Cat#A-11034
Goat anti-mouse Alexafluor-546	Invitrogen	Cat#A-11030
Bacterial and Virus Strains		
pAAV-EF1 α-DIO-EGFP-WPRE-hGHpA	Neuroconnectivity Core at Baylor College of Medicine	N/A
Deposited Data		
FastQ files	This Paper	GEO: GSE121891
Compiled gene expression matrices	This Paper	GEO: GSE121891
Experimental Models: Organisms/Strains		
Mouse: C57BL/6NJ	The Center for Comparative Medicine (CCM) at Baylor College of Medicine	N/A
Mouse: Dlx1/2-CreER: Tg(I12b-cre/ERT2,-ALPP)37Fsh/J	Batista-Brito et al., 2008	N/A
Mouse: Rosa-LoxP-Stop-LoxP-TdTomato:B6.Cg- Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J	The Jackson Laboratory	JAX: 007914
Software and Algorithms		
Seurat	Butler et al., 2018	https://github.com/satijalab/seurat/tree/develop
Monocle 2	Trapnell et al., 2014	https://github.com/cole-trapnell-lab/monocle-release
SCENIC	Aibar et al., 2017	https://github.com/aertslab/SCENIC
Arboretum python software libraries	Friedman 2002	https://github.com/tmoerman/arboretum
10x cellranger 2.0.0	10x Genomics	https://support.10xgenomics.com/single-cell/software/overview/welcome
Other

# Supplementary material for: Single-Cell RNA-Seq of Mouse Olfactory Bulb Reveals Cellular Heterogeneity and Activity-Dependent Molecular Census of Adult-Born Neurons
**Source:** Cell Rep. Author manuscript; Available in PMC 2019 Jan 22.
**Supplement:** 1

**Cell Reports, Volume 25**

**Supplemental Information**

**Single-Cell RNA-Seq of Mouse Olfactory Bulb Reveals  
Cellular Heterogeneity and Activity-Dependent  
Molecular Census of Adult-Born Neurons**

**Burak Tepe, Matthew C. Hill, Brandon T. Pekarek, Patrick J. Hunt, Thomas J. Martin, James F. Martin, and Benjamin R. Arenkiel**

A

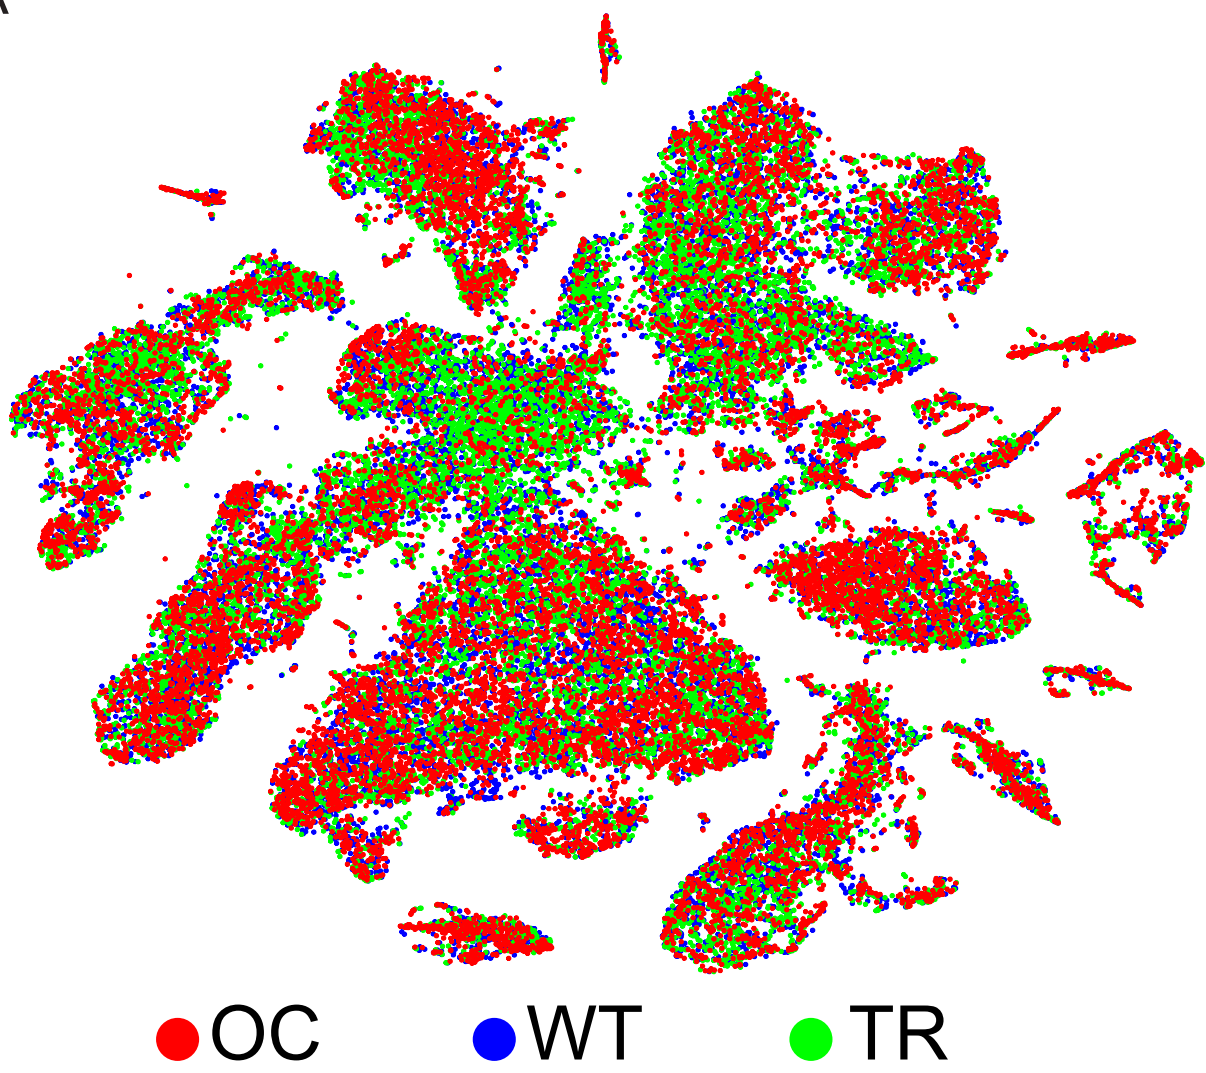

B

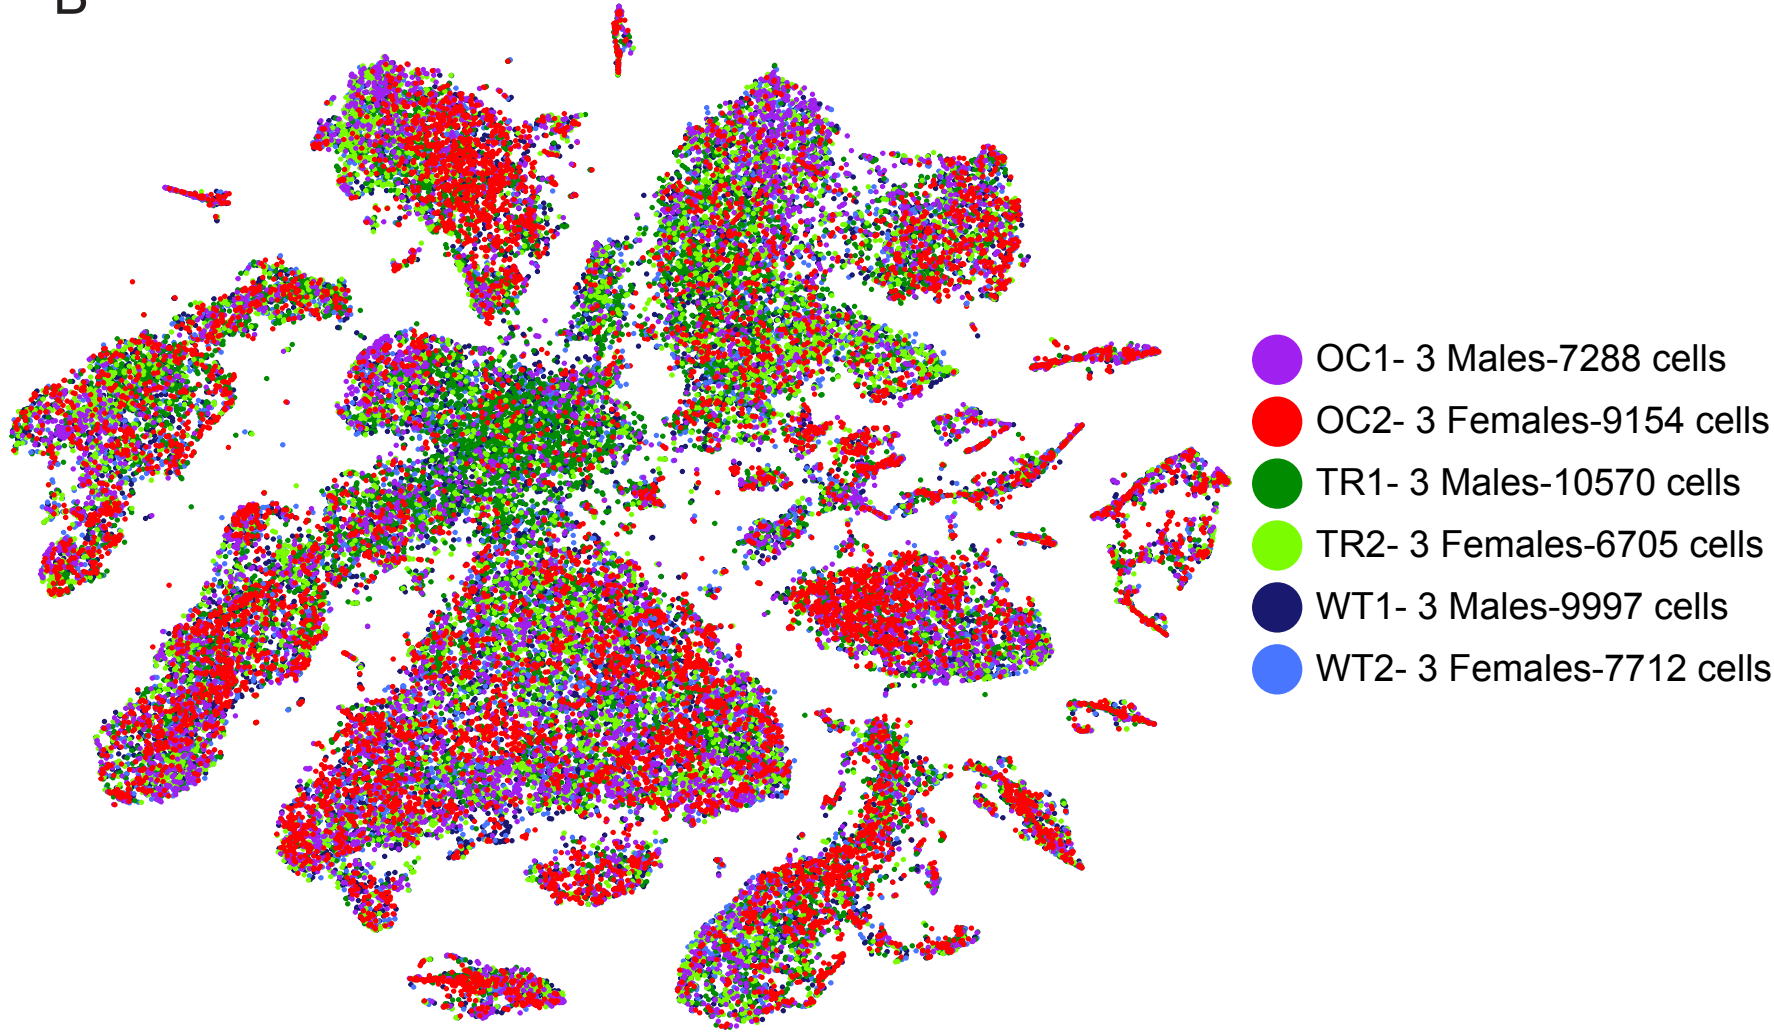

C

|              | OC1  | OC2  | TR1   | TR2  | WT1  | WT2  | Total |
|--------------|------|------|-------|------|------|------|-------|
| a01.RBCs     | 54   | 30   | 21    | 11   | 80   | 23   | 219   |
| a02.MyOligo  | 135  | 224  | 111   | 94   | 167  | 127  | 858   |
| a03.Neuron01 | 185  | 106  | 231   | 138  | 245  | 184  | 1089  |
| a04.Mono     | 81   | 127  | 85    | 92   | 137  | 101  | 623   |
| a05.MicroG1  | 254  | 386  | 509   | 345  | 410  | 356  | 2260  |
| a06.MicroG2  | 117  | 177  | 105   | 136  | 117  | 138  | 790   |
| a07.MicroG3  | 102  | 152  | 252   | 151  | 148  | 146  | 951   |
| a08.Mf       | 106  | 108  | 91    | 70   | 110  | 87   | 572   |
| a09.EC1      | 296  | 508  | 494   | 329  | 460  | 437  | 2524  |
| a10.EC2      | 120  | 216  | 245   | 98   | 238  | 207  | 1124  |
| a11.Mural1   | 23   | 42   | 39    | 11   | 22   | 21   | 158   |
| a12.Mural2   | 87   | 174  | 127   | 109  | 146  | 126  | 769   |
| a13.Neuron02 | 67   | 36   | 48    | 33   | 27   | 33   | 244   |
| a14.Neuron03 | 110  | 105  | 148   | 88   | 233  | 177  | 861   |
| a15.Neuron04 | 524  | 725  | 469   | 267  | 604  | 385  | 2974  |
| a16.Neuron05 | 286  | 378  | 400   | 258  | 392  | 229  | 1943  |
| a17.Neuron06 | 563  | 336  | 737   | 539  | 677  | 483  | 3335  |
| a18.Neuron07 | 41   | 34   | 221   | 91   | 173  | 104  | 664   |
| a19.Neuron08 | 188  | 280  | 593   | 384  | 388  | 365  | 2198  |
| a20.Neuron09 | 106  | 133  | 186   | 194  | 165  | 167  | 951   |
| a21.Neuron10 | 160  | 218  | 148   | 107  | 208  | 172  | 1013  |
| a22.Neuron11 | 18   | 31   | 40    | 16   | 33   | 30   | 168   |
| a23.Neuron12 | 61   | 69   | 117   | 74   | 93   | 59   | 473   |
| a24.Neuron13 | 477  | 840  | 563   | 470  | 607  | 354  | 3311  |
| a25.Neuron14 | 23   | 26   | 22    | 28   | 31   | 11   | 141   |
| a26.Astro1   | 484  | 654  | 520   | 385  | 629  | 458  | 3130  |
| a27.Astro2   | 214  | 200  | 533   | 234  | 321  | 278  | 1780  |
| a28.Astro3   | 57   | 82   | 33    | 35   | 73   | 56   | 336   |
| a29.Mes1     | 39   | 48   | 54    | 24   | 33   | 32   | 230   |
| a30.OEC1     | 408  | 523  | 233   | 276  | 476  | 336  | 2252  |
| a31.Neuron15 | 9    | 22   | 10    | 5    | 17   | 5    | 68    |
| a32.OEC2     | 135  | 229  | 136   | 102  | 162  | 119  | 883   |
| a33.OEC3     | 573  | 702  | 602   | 476  | 585  | 498  | 3436  |
| a34.OEC4     | 459  | 530  | 712   | 466  | 550  | 523  | 3240  |
| a35.OEC5     | 298  | 295  | 255   | 228  | 370  | 294  | 1740  |
| a36.Mes2     | 125  | 121  | 135   | 72   | 121  | 79   | 653   |
| a37.Neuron16 | 255  | 210  | 1260  | 219  | 677  | 447  | 3068  |
| a38.OPC      | 48   | 77   | 85    | 50   | 72   | 65   | 397   |
| Total        | 7288 | 9154 | 10570 | 6705 | 9997 | 7712 |       |

**Figure S1. Single cell transcriptome analysis delineates mouse olfactory bulb cellular heterogeneity, Related to Figure 1.**

A) The entire cellular composition is visualized using the graph-based clustering method, t-SNE. Individual single-cell transcriptomes are colored according to experimental group. OC: naris occluded, WT: wildtype, TR: olfactory trained.

B) The entire cellular composition is visualized using t-SNE. Individual single-cell transcriptomes are colored according to the experimental batch, the number of animals pooled, and the number of cells recovered from that batch.

C) Table of the number of cells recovered for each cell cluster per sequencing batch.

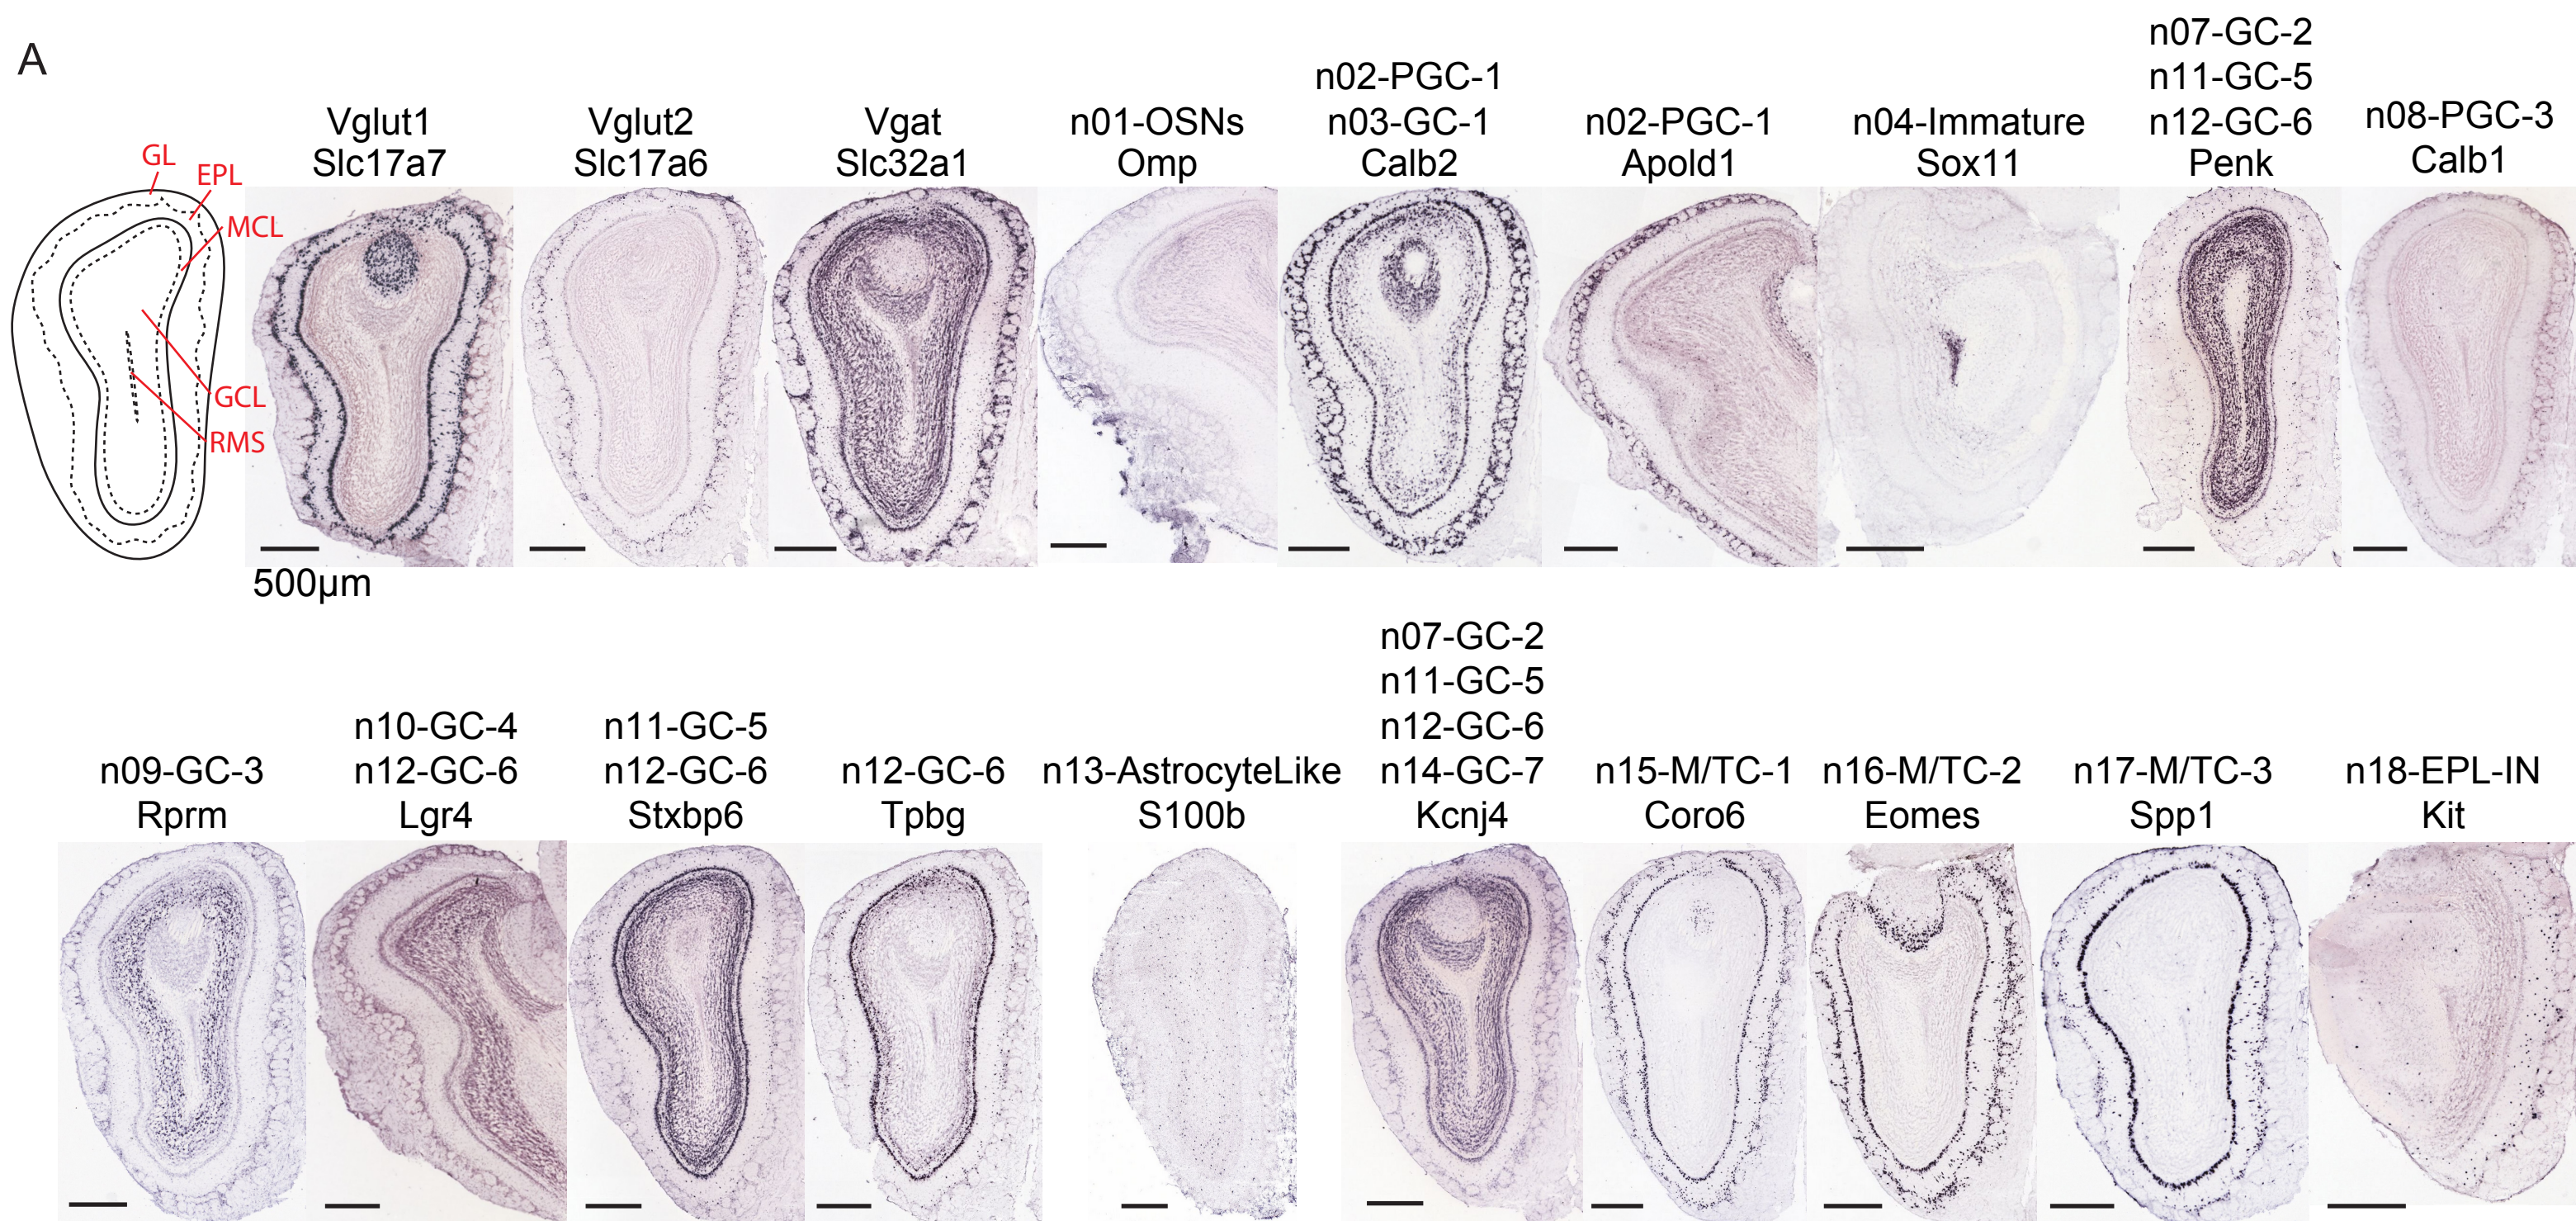

**Figure S2. Unsupervised transcriptome based clustering reveals unknown neuronal subtypes, Related to Figure 2.**

A) Allen brain atlas in situ hybridization data corresponding to the most highly enriched cluster markers. Top left image shows a schematic representation of OB architecture. GL: Glomerular layer, EPL: External plexiform layer, MCL: Mitral cell layer, GCL: Granule cell layer, RMS: Rostral migratory stream, scale bar is 500 µm.

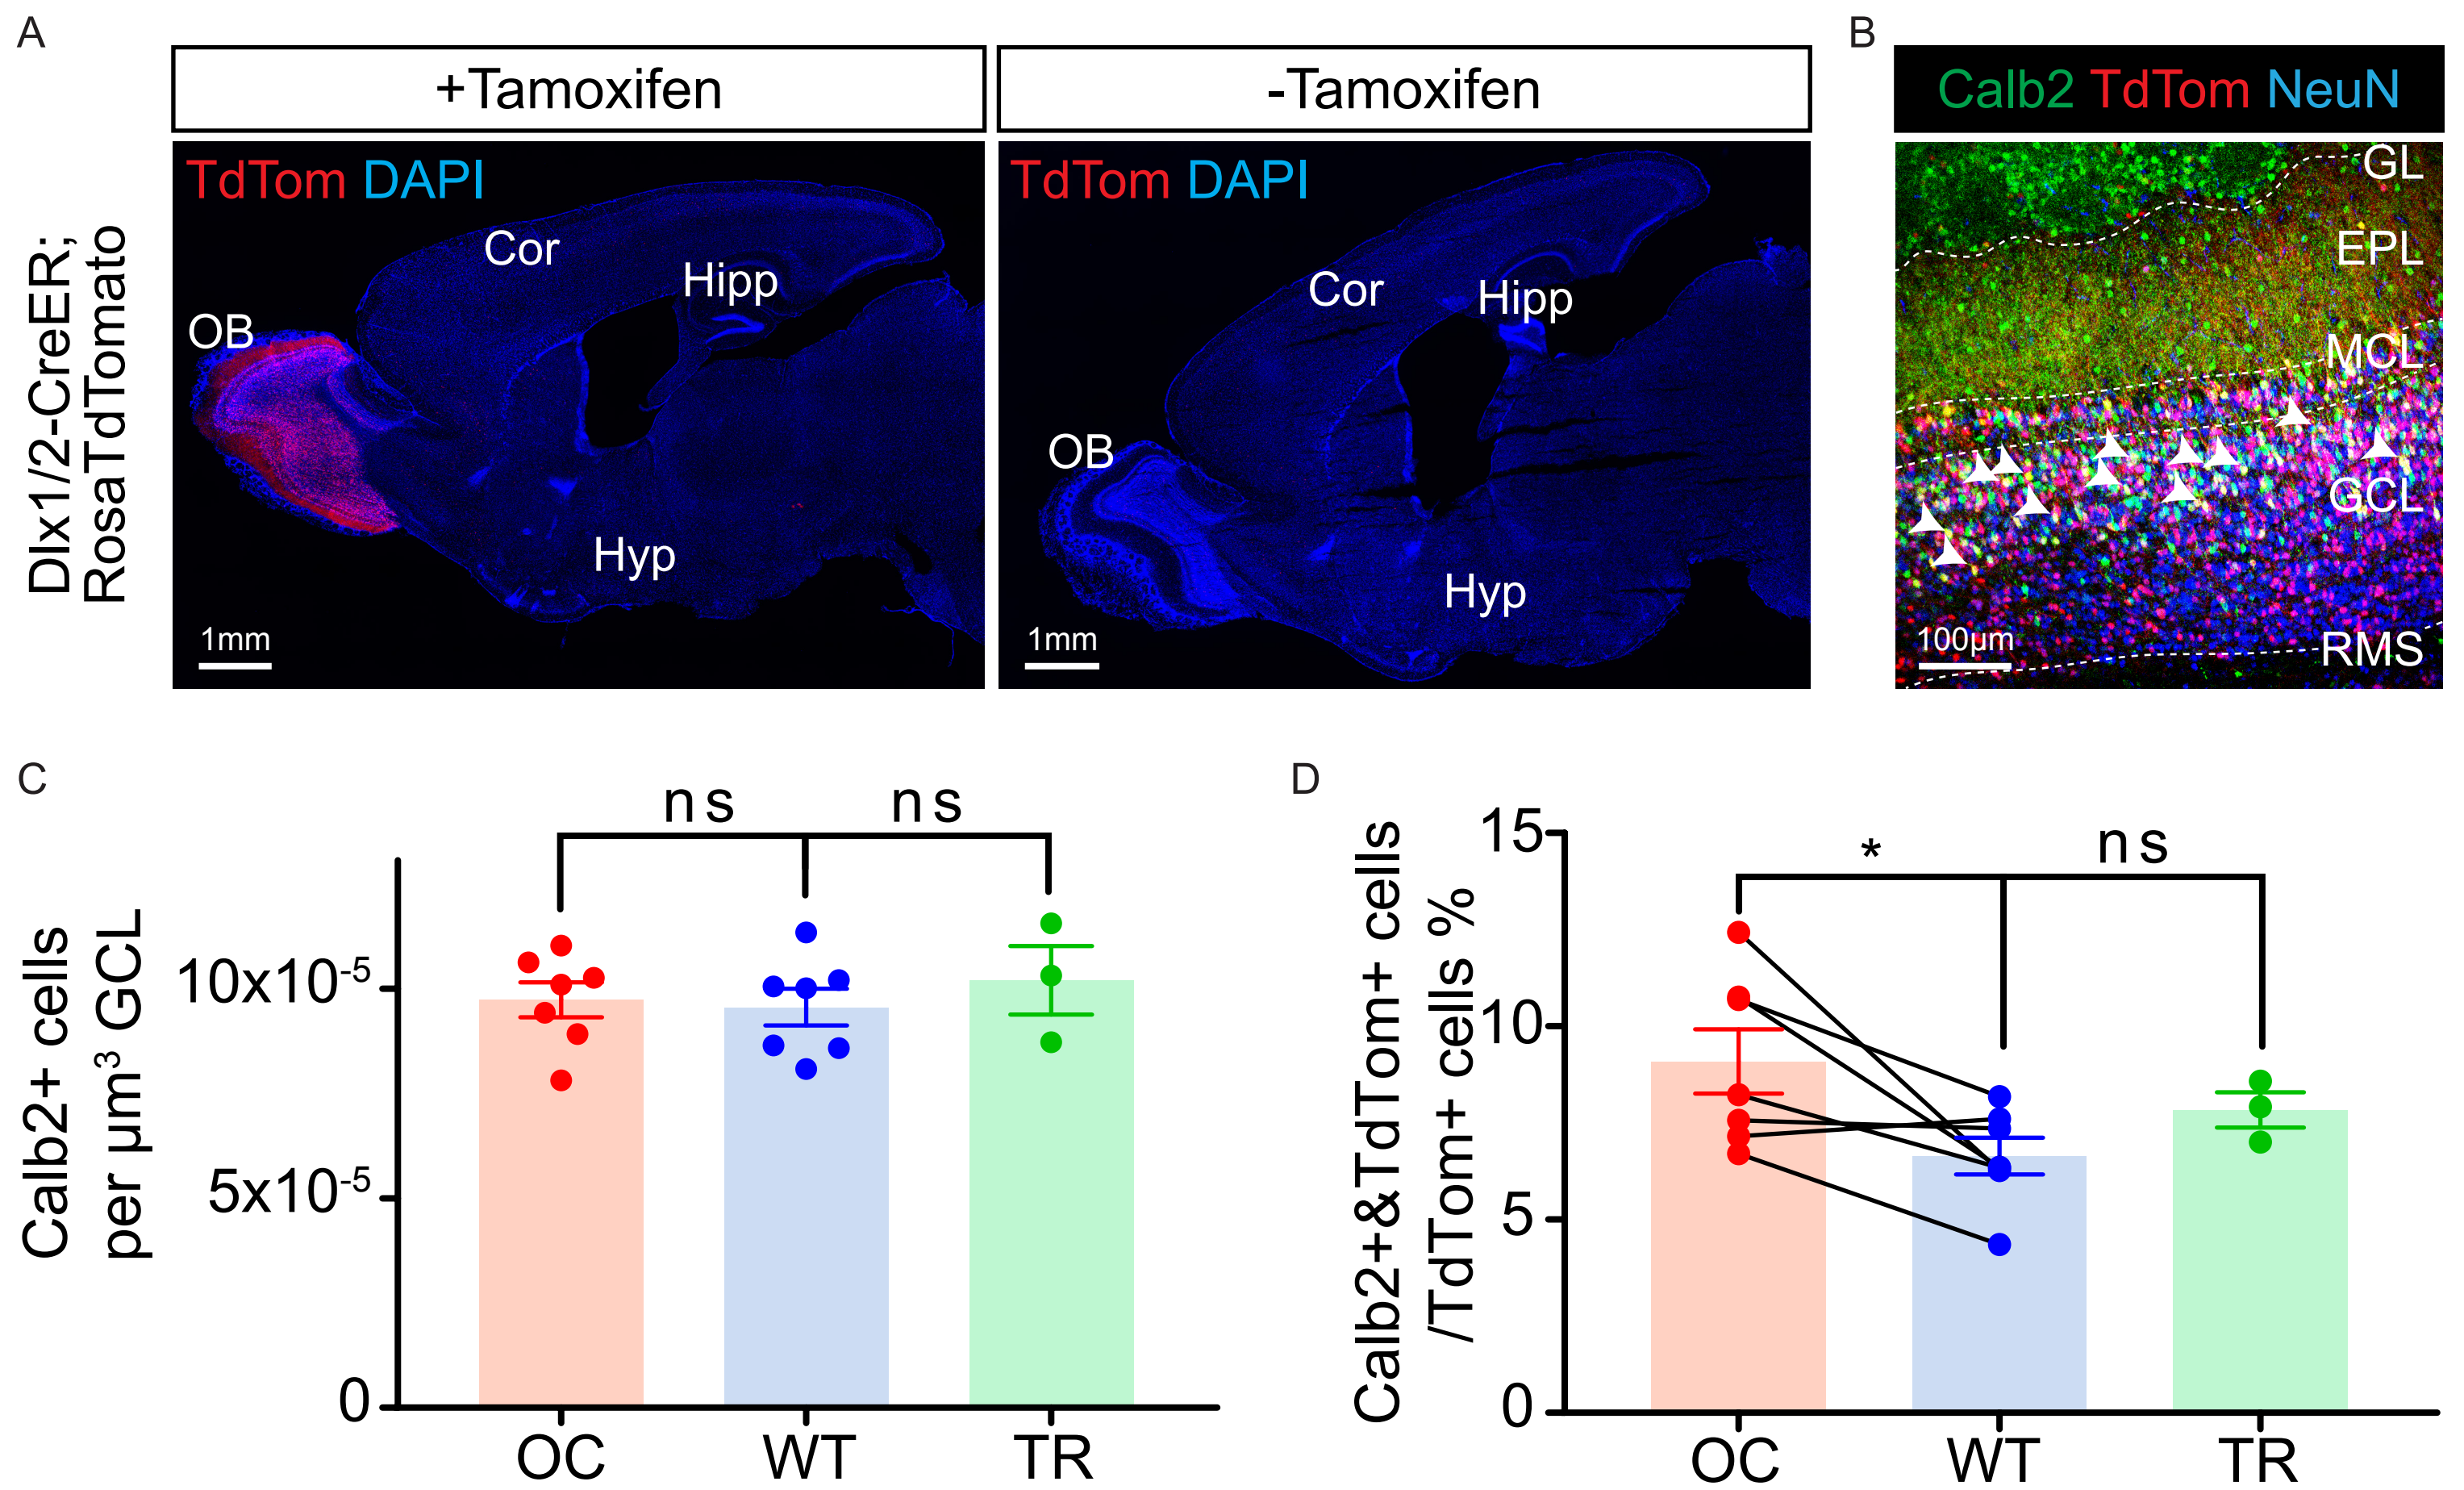

**Figure S3. Olfaction alters tissue composition by selective addition of adult-born interneuron subtypes, Related to Figure 5.**

A) Dlx1/2-CreER; Rosa-LoxP-Stop-LoxP-TdTTomato transgenic animals pulsed with Tamoxifen. Dlx1/2-positive cells are labeled in the OB in animals pulsed with Tamoxifen (left panel) and are not labeled in Dlx1/2-CreER; Rosa-LoxP-Stop-LoxP-TdTTomato transgenic animals that were not pulsed with tamoxifen (right panel). OB: Olfactory bulb, Cor: Cerebral Cortex, Hipp: Hippocampus, Hyp: Hypothalamus. Scale bar is 1 mm.

B) Representative coronal OB image from tamoxifen-pulsed Dlx1/2-CreER; Rosa-LoxP-Stop-LoxP-TdTTomato transgenic animals stained with  $\alpha$ -Calb2 and  $\alpha$ -NeuN. These images were used for quantification of adult-born neuron differentiation. Scale bar is 100  $\mu$ m.

C) Calb2-positive cell density in granule cell layer of olfactory manipulated animals. OC: naris occlusion, WT: wildtype naïve, TR: olfactory trained.

D) Percentage of adult-born neurons that differentiated into Calb2-positive fate after olfactory manipulation. OC: naris occlusion, WT: wildtype naïve, TR: olfactory trained. \* $p < 0.05$ .

# Supplementary material for: Single-Cell RNA-Seq of Mouse Olfactory Bulb Reveals Cellular Heterogeneity and Activity-Dependent Molecular Census of Adult-Born Neurons
**Source:** Cell Rep. Author manuscript; Available in PMC 2019 Jan 22.
**Supplement:** 6

# Cell Reports

## Single-Cell RNA-Seq of Mouse Olfactory Bulb Reveals Cellular Heterogeneity and Activity-Dependent Molecular Census of Adult-Born Neurons

### Graphical Abstract

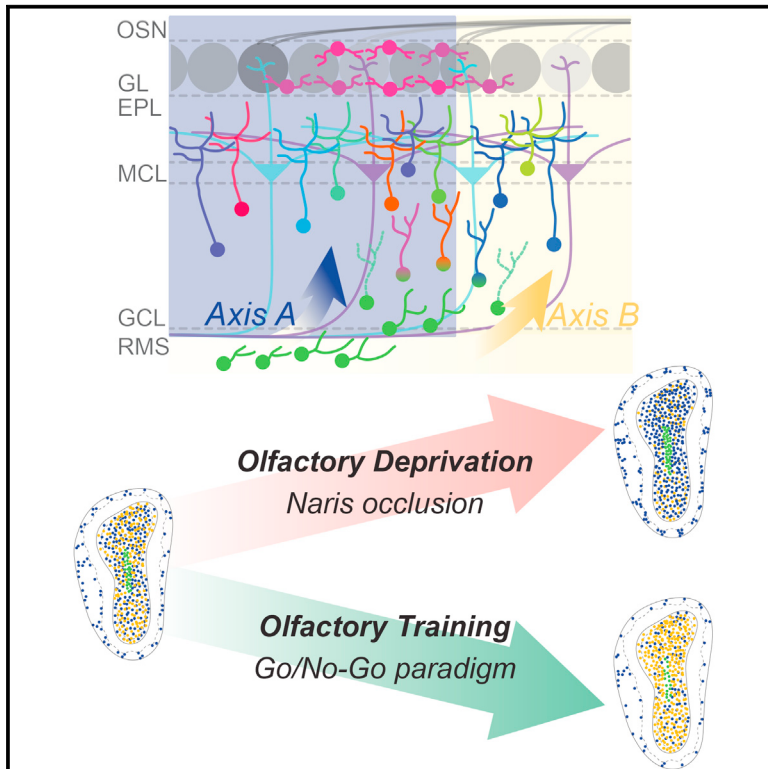

### Authors

Burak Tepe, Matthew C. Hill, Brandon T. Pekarek, Patrick J. Hunt, Thomas J. Martin, James F. Martin, Benjamin R. Arenkiel

### In Brief

Using single-cell sequencing, Tepe et al. describe cellular heterogeneity in the mouse olfactory bulb, uncover markers for each cell type, and reveal differentially regulated genes in adult-born neurons. These findings provide a framework for studying cell-type-specific functions and circuit integration in the mammalian brain.

### Highlights

- Single-cell sequencing reveals cellular heterogeneity in the mouse olfactory bulb
- Differential gene expression uncovers selective markers for cell types
- Pseudotemporal ordering of adult-born neurons reveals developmentally governed genes
- Olfactory experience changes the cellular composition of olfactory bulb circuits

# Single-Cell RNA-Seq of Mouse Olfactory Bulb Reveals Cellular Heterogeneity and Activity-Dependent Molecular Census of Adult-Born Neurons

Burak Tepe,<sup>1,10</sup> Matthew C. Hill,<sup>1,10</sup> Brandon T. Pekarek,<sup>2</sup> Patrick J. Hunt,<sup>2,3</sup> Thomas J. Martin,<sup>4</sup> James F. Martin,<sup>1,4,5,6,\*</sup> and Benjamin R. Arenkiel<sup>1,2,7,8,9,11,\*</sup>

<sup>10</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2018.11.034>

## SUMMARY

Cellular heterogeneity within the mammalian brain poses a challenge toward understanding its complex functions. Within the olfactory bulb, odor information is processed by subtypes of inhibitory interneurons whose heterogeneity and functionality are influenced by ongoing adult neurogenesis. To investigate this cellular heterogeneity and better understand adult-born neuron development, we utilized single-cell RNA sequencing and computational modeling to reveal diverse and transcriptionally distinct neuronal and nonneuronal cell types. We also analyzed molecular changes during adult-born interneuron maturation and uncovered developmental programs within their gene expression profiles. Finally, we identified that distinct neuronal subtypes are differentially affected by sensory experience. Together, these data provide a transcriptome-based foundation for investigating subtype-specific neuronal function in the olfactory bulb (OB), charting the molecular profiles that arise during the maturation and integration of adult-born neurons and how they dynamically change in an activity-dependent manner.

## INTRODUCTION

A fundamental challenge in understanding brain function is our limited knowledge of the cellular heterogeneity in the brain. Recent advances in single-cell RNA sequencing allow molecular profiling of individual cells from large and intermingled popula-

tions (Ziegenhain et al., 2017). Importantly, profiling populations of neuronal and nonneuronal cells is beginning to unveil the rich cellular heterogeneity that comprises different brain systems and offers insight into how this cellular heterogeneity contributes to function. Additionally, defining and profiling cellular subtypes yields unique markers that can be used to identify and manipulate targeted cell types. As cell-type-specific manipulations become increasingly important for determining neuronal circuit function, revealing molecular profiles for cellular subtypes provides an invaluable resource.

Sensory processing and perception is a fundamental brain function. Olfaction is a crucial sensory modality that many species depend on for survival, social interaction, feeding, and mating. In mammals, olfactory sensory neurons (OSNs) receive odor information from the environment, and relay it to the olfactory bulb (OB) (Buck, 1996; Shepherd, 1994). Each OSN projects to specific glomeruli based on odorant receptor expression. OSNs expressing the same receptor converge onto the same glomeruli, where they synapse with excitatory mitral and tufted (M/T) cells (Mombaerts et al., 1996; Ressler et al., 1994; Sakano, 2010; Vassar et al., 1994). M/T cells project to deeper brain regions for further olfactory sensory processing (Lepousez and Lledo, 2013; Mori and Sakano, 2011; Mori et al., 1999). However, within the olfactory bulb, M/T cell activity is shaped by local inhibitory interneurons (Abraham et al., 2010; Tan et al., 2010). Olfactory bulb interneuron populations include diverse cell types, with the most abundant being granule cells (GCs) (Burton, 2017; Lledo et al., 2008). Together, granule cells far outnumber other O olfactory bulb B interneurons, but differences in granule cell morphology, anatomical location, and electrophysiological properties suggest a substantial molecular heterogeneity within this population (Carleton et al., 2003; Merkle et al., 2007, 2014). Thus, deciphering the different subtypes of interneurons that make up the olfactory bulb and investigating their contributions toward olfactory bulb circuit function are

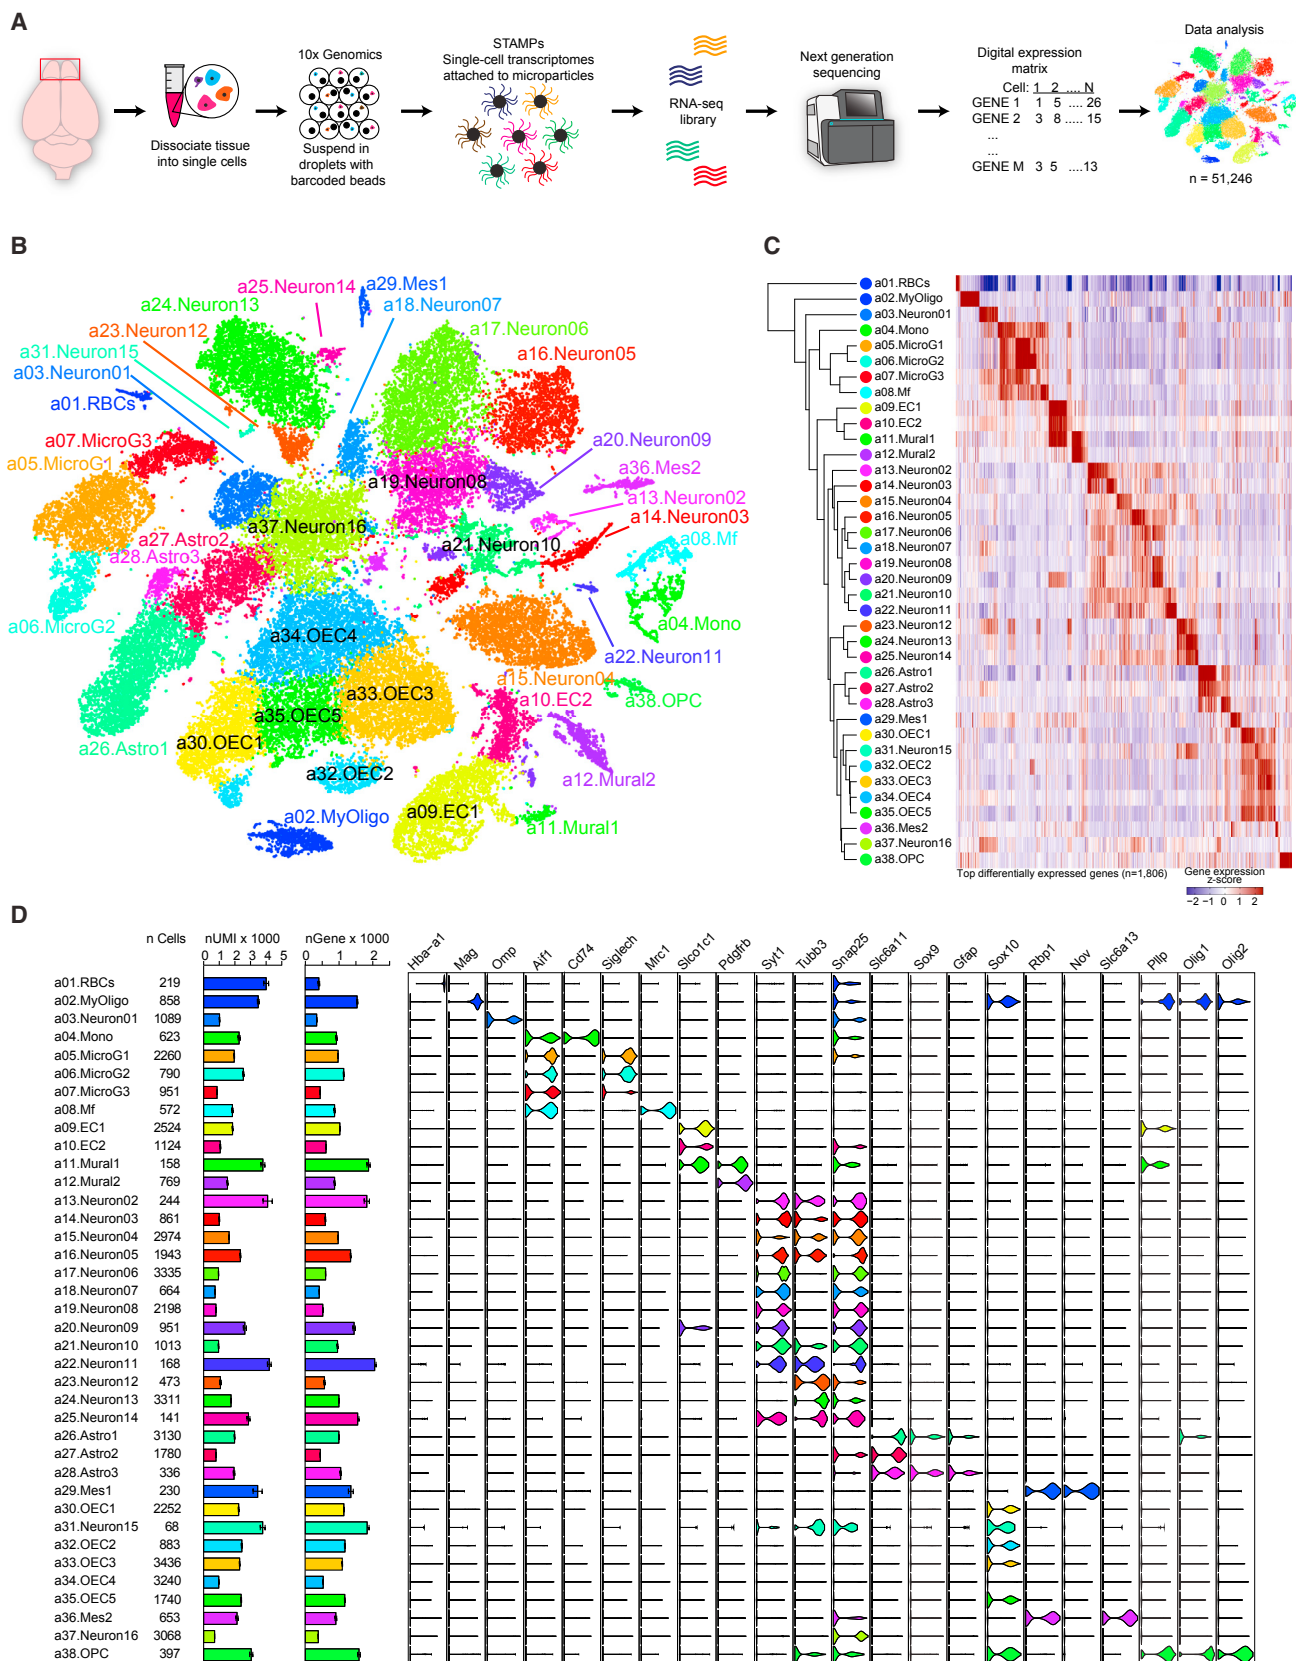

(legend on next page)

essential for understanding olfaction. Although existing markers allow for genetic labeling and manipulation of broad olfactory bulb interneuron classes, molecular signatures of finer subtypes remain unknown, and it is likely that distinct interneuron subtypes have yet to be identified.

A potential source of cellular diversity in the olfactory bulb is ongoing adult neurogenesis (Alvarez-Buylla and Lim, 2004; Gage, 2000; Lledo et al., 2008). Adult-born neurons originate from the subventricular zone (SVZ) of the lateral ventricles (Merkle et al., 2004) and migrate anteriorly, ultimately integrating into existing olfactory bulb circuits (Ming and Song, 2011). This population of adult-born neurons become inhibitory interneurons, primarily differentiating into granule cells and periglomerular cells (PGCs) (Carleton et al., 2003; Lledo et al., 2006). Throughout the process of maturation and integration, roughly half of all adult-born neurons are eliminated via apoptosis, while the rest integrate into existing circuitry (Ryu et al., 2016). Interestingly, this fate decision is dependent upon the levels of circuit activity received during synapse formation and circuit integration (Henegar and Maruniak, 1991; Murray and Calof, 1999). While olfactory deprivation by naris occlusion reduces the survival of integrating neurons into the olfactory bulb (Mandairon et al., 2006; Yamaguchi and Mori, 2005), olfactory learning promotes survival and integration (Alonso et al., 2012; Mouret et al., 2008; Quast et al., 2017; Rochefort and Lledo, 2005; Rochefort et al., 2002). Thus, olfactory experience directly influences the integration of adult-born interneurons into olfactory bulb circuitry, though the molecular mechanisms driving activity-dependent circuit integration are not fully understood.

To develop a comprehensive profile of cellular heterogeneity within the olfactory bulb, and to investigate how sensory activity affects the molecular programs that promote the survival and integration of adult-born neurons, we employed high-throughput single-cell RNA sequencing (scRNA-seq) (Zheng et al., 2017) of wild-type and activity manipulated mouse olfactory bulbs. This technique allowed an in-depth categorization of single cell molecular signatures, and revealed developmental and activity-dependent changes that occur in adult-born neuron populations. Together, our data inform the heterogeneity of interneurons within the olfactory bulb, provide a molecular blueprint of developmental programs for adult-born neurons, and reveal the transcriptional changes that govern their activity-dependent circuit integration. Furthermore, our results suggest that distinct molecular mechanisms act on different subsets of adult-born neurons, driving diversity and survival of adult-born interneuron subsets in an activity-dependent manner.

## RESULTS

### Single-Cell Sequencing Establishes a Molecular Census of Olfactory Bulb Cells

To elucidate the overall cellular heterogeneity and activity dependent changes in olfactory bulb composition, we profiled the transcriptomes of 51,246 single cells collected from the olfactory bulbs of wild-type adult mice (Figure 1A). Mice were naive, olfactory deprived through naris occlusion, or olfactory enriched through training on an olfactory-discrimination learning paradigm. To block olfactory sensory input, we performed unilateral naris occlusion, with the occluded side serving as the sensory-deprived sample and the open side as the control (Najbauer and Leon, 1995; Quast et al., 2017; Yamaguchi and Mori, 2005). Mice were trained to discriminate various odorants using an olfactory-cued learning paradigm (Liu et al., 2017; Liu et al., 2018). This form of olfactory training exposed mice to several different odorants while also actively engaging the olfactory system to facilitate olfactory-discrimination learning. Cells from naive, olfactory-deprived, and enriched mice were clustered together after single-cell sequencing based on similarities in their transcriptional profiles using an unsupervised principal-component analysis (Macosko et al., 2015) and visualized using t-distributed stochastic neighbor embedding (t-SNE) (Van der Maaten, 2014; Van Der Maaten and Hinton, 2008) (Figure 1B). We identified 38 distinct cellular clusters, each composed of cells from different olfactory experience paradigms, indicating that experimental conditions did not bias the identity of the clusters (Figure S1). Using the expression patterns of cluster-enriched genes, we next assigned identities to each cluster. In total, we observed 16 neuronal (*Syt1<sup>+</sup>/Tubb3<sup>+</sup>*), three astrocytic (*Gfap<sup>+</sup>*), five olfactory ensheathing cell-based (*Sox10<sup>+</sup>*), six hematopoietic (all *Aif1<sup>+</sup>*; three *Siglich<sup>+</sup>* microglia, one *CD52<sup>+</sup>* macrophage, one *CD74<sup>+</sup>* monocyte, and one *Hba-a1<sup>+</sup>* red blood cell), four blood-vessel-based (two *Slco1c1<sup>+</sup>* endothelial and two *Pdgfrb<sup>+</sup>* mural), one oligodendrocyte-precursor-based (*Olig2<sup>+</sup>*), one myelinating-oligodendrocyte-based (*Mag<sup>+</sup>*), and two mesenchymal clusters (Figures 1B and 1D). Together, these data reveal the overall transcriptional heterogeneity of the cell types that comprise the mammalian olfactory bulb and identify molecular markers to further investigate the diversity and function of olfactory bulb cell types.

### Transcriptome-Based Clustering of Neurons Identifies Markers of Neuronal Subtypes

To assign specific identities to neuronal subtypes within the olfactory bulb, we filtered and subclustered neurons identified from initial clustering (Figure 1B, Neuron01–Neuron16). Neurons

**Figure 1. Single-Cell Transcriptome Analysis Delineates Mouse Olfactory Bulb Cellular Heterogeneity**

(A) Schematic view of the experimental workflow.

(B) Cellular composition of the olfactory bulb was visualized using t-distributed stochastic neighbor embedding (t-SNE). Individual single-cell transcriptomes were colored according to cluster identity in (B)–(D).

(C) Dendrogram depicting hierarchical relationships between distinct cell populations. Heatmap illustrating the genes most highly enriched in each cluster, with each column representing a gene and each row representing average expression level of that gene in each cluster.

(D) Graph showing number of cells per cluster, number of unique molecular identifiers (UMIs) per cluster (mean  $\pm$  SEM; scale is in thousands), and number of genes detected per cluster (mean  $\pm$  SEM; scale is in thousands). Violin plots show expression of cell-type-specific marker genes for each cluster.

See also Figure S1 and Table S1.

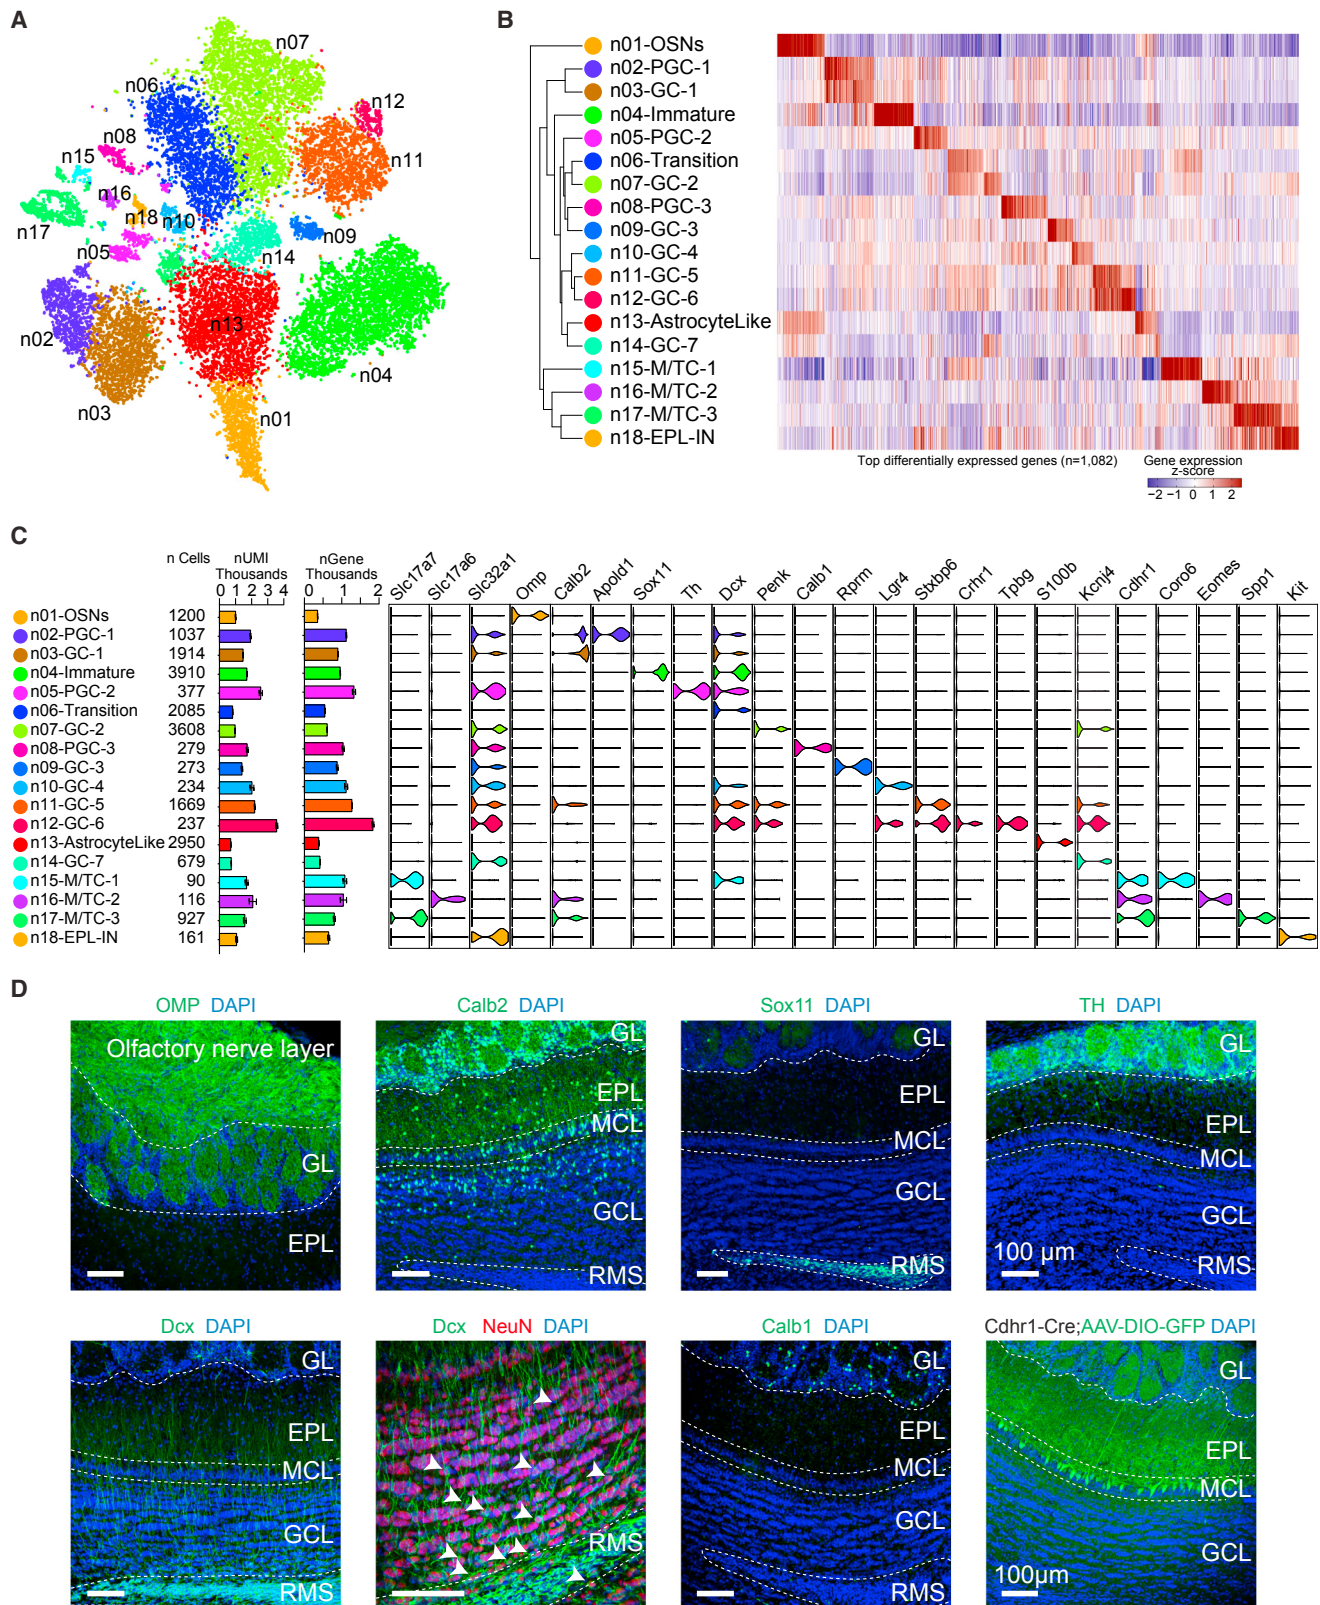

(legend on next page)

were initially identified utilizing gene enrichment data (Figure 1C; Table S1) by selective expression of known neuronal markers such as *Syt1* and *Tubb3*. We next subclustered neurons based on similarities of their transcriptional profiles using an unsupervised principal-component analysis similar to whole data analysis and visualized their distribution through t-SNE (Figure 2A). Using the expression patterns of cluster-enriched marker genes, we determined that one cluster represented OSNs (n01-OSNs), three represented M/T cells (n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3), and the remaining 14 represent mature and immature inhibitory neurons (Figure 2). To further classify and validate cluster identities, we examined the expression of known neuronal subtype markers, cross-referenced and examined RNA *in situ* hybridization (ISH) expression profiles from the Allen Brain Atlas (Lein et al., 2007), and performed immunohistochemical analysis (Figures 2D and S2A).

Notably, we observed that genes enriched in different clusters differentially labeled distinct layers and cell types within the olfactory bulb (Figure S2A). For example, genes enriched in clusters n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3 strongly labeled cells in the mitral cell layer (MCL) and expressed the known M/T cell marker *Cdhr1* (Nagai et al., 2005) (Figures 2C, 2D, and S2A). Cluster n16-M/TC-2 expressed the transcription factor *Tbr2* (Eomes), which marks excitatory cells located in the periglomerular layer (Brill et al., 2009). Genes enriched in cluster n18-EPL-IN labeled the external plexiform layer (EPL), which comprises EPL interneurons. Cells in clusters n05-PGC-2 and n08-PGC-3 expressed interneuron markers (*Th+* and *Calb1+*, respectively) that localize to periglomerular regions, suggesting that these clusters represent two distinct subtypes of inhibitory periglomerular cells (Kosaka and Kosaka, 2005; Toida et al., 2000). Finally, and to our direct interest, genes enriched in clusters n03-GC-1, n06-Transition, n07-GC-2, n09-GC-3, n10-GC-4, n11-GC-5, n12-GC-6, and n14-GC-7 labeled cells within the granule cell layer, indicating distinct subsets of granule cells. Although we could not identify genes uniquely labeling some clusters (such as n06-Transition and n14-GC-7), based on genes enriched in these clusters (such as *Dcx* in n06-Transition and *Slc32a1* in n14-GC-7), we concluded that they likely represent immature and mature clusters of adult-born neurons, respectively. It has been previously shown to be challenging to identify unique markers for single cellular clusters; rather, combinatorial expression patterns of multiple markers should be considered to differentiate cellular clusters (Li et al., 2017).

*Slc32a1* is known to be expressed in mature inhibitory interneurons, and we observed expression in several neuronal clusters, consistent with the idea that the olfactory bulb is heavily

populated by inhibitory interneurons. Clusters not expressing *Slc32a1* represented either excitatory clusters (n01-OSNs, n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3) or developing immature cell clusters (n04-Immature and n06-Transition). Adult neurogenesis contributes to the diversity of the observed granule cell clusters, and given that adult-born neurons exist at multiple stages of development, these data suggested that some clusters represented transitional stages during adult-born neuron integration. For example, *Tpbp* (5T4) labeled cluster n12-GC-6 and localized to superficial regions of the granule cell layer, suggesting that these cells are mature adult-born granule cells. In support of this, *Tpbp*+ granule cells have been previously shown to be required for proper odor detection and discrimination (Takahashi et al., 2016), and these same cells also express *Crhr1*, which we have previously reported to label mature granule cells and regulate circuit integration and synapse formation in adult-born neurons (Garcia et al., 2014, 2016). Lastly, genes enriched in cluster n04-Immature (such as *Sox11*) labeled cells residing in the rostral migratory stream, indicating that these represent immature migrating adult-born neurons (Figures 2D and S2A). Cluster n04-Immature was also highly enriched in *Dcx* expression, which is a direct regulator of neuronal migration in both embryonic and adult neurogenesis (Francis et al., 1999; Gleeson et al., 1999). We also observed *Dcx*-positive cells in other putative mature clusters, which may be explained by the perdurance of *Dcx* transcription throughout migration and maturation. To investigate this, we performed immunohistochemistry on olfactory bulb sections against the mature neuronal marker NeuN and the immature neuron marker *Dcx* and observed cells expressing both (Figure 2D). Thus, our data reveal subclusters of diverse neurons and glia within the olfactory bulb, which have been delineated by their differential transcriptional profiles. Together, these profiles provide a transcriptomic map to facilitate cell-type-specific identification, labeling, and manipulation of mouse olfactory bulb cell types.

### Pseudo-Timeline Analysis Reveals Transcriptional Changes throughout Adult-Born Neuron Maturation

To investigate common molecular mechanisms that guide adult-born neuron circuit integration, we next examined transcriptional changes in adult-born neuron subclusters throughout their developmental progression. Ongoing neurogenesis in the olfactory bulb provides snapshots of development at different stages. At any given time, thousands of adult-born neurons at various developmental stages are migrating to the olfactory bulb and integrating into circuits (Ming and Song, 2005). Since the generation and integration of these cells is asynchronous, we sought

### Figure 2. Unsupervised Transcriptome-Based Clustering Reveals Neuronal Subtypes

(A) Neuronal subclusters were visualized using t-SNE. Individual single-cell transcriptomes were colored according to cluster identity in (A)–(C). (B) Dendrogram depicting hierarchical relationships between distinct neuronal cell types. Heatmap illustrating the genes most highly enriched in each cluster, with each column representing a gene, and each row representing the average expression level of that gene in each neuronal cluster. (C) Graph showing predicted neuronal class of each cluster (EPL-IN, external plexiform layer interneuron; GC, granule cell; M/TC, mitral and tufted cell; OSN, olfactory sensory neuron; PGC, periglomerular cell), number of cells per cluster, number of UMIs per cluster (mean  $\pm$  SEM; scale is in thousands), and number of genes detected per cluster (mean  $\pm$  SEM; scale is in thousands). Violin plots showing expression of neuronal cell-type-specific marker genes for each cluster. (D) Immunohistochemistry against known cell-type-specific markers that label different neuronal clusters. *Calb1*, calbindin 1; *Calb2*, calbindin 2; *Cdhr1-Cre*; *cadherin 1-Cre* mouse injected with a conditional AAV reporter labeling M/T cells; *Dcx*, doublecortin; NeuN, neuronal nuclei; OMP, olfactory marker protein; *Sox11*, sex-determining region Y-box 11; TH, tyrosine hydroxylase. Scale bars, 100  $\mu$ m. See also Figure S2 and Table S2.

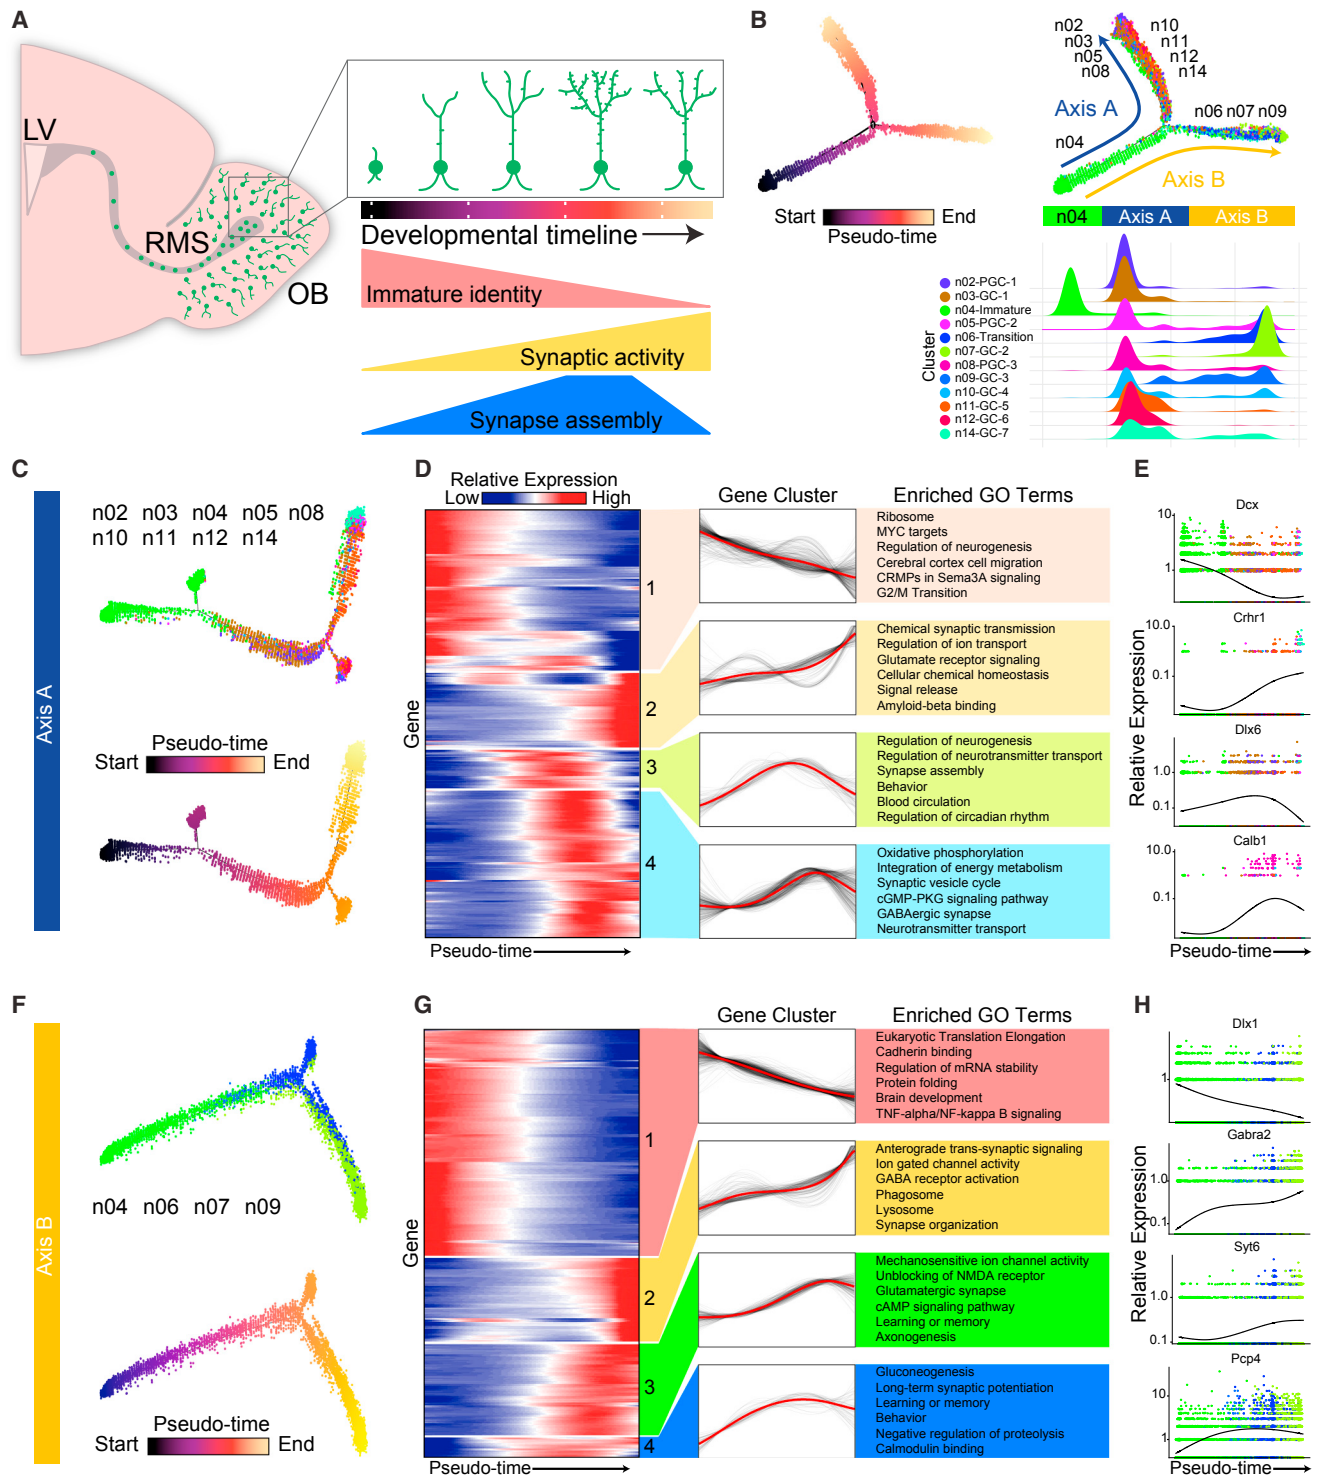

**Figure 3. Pseudo-Timeline Analysis Reveals Transcriptional Changes during Maturation and Integration along Distinct Developmental Axes**

(A) Schematic sagittal view of the mouse olfactory system. Inset: summary diagram of olfactory bulb adult-neurogenesis illustrating broad morphological and developmental changes throughout maturation of adult-born neurons. LV, lateral ventricle; RMS, rostral migratory stream.

(B) (Top left) Monocle2 pseudotime trajectory of adult-born neurons. Cells are colored by pseudotime score, with dark colors representing immature cell stages and light colors representing mature cell stages. (Top right) Monocle2 pseudotime trajectory of adult-born neurons with cells colored by cluster identity according to Figure 2. (Bottom) Adult-born neuron cluster density plot projected to the x axis of the bifurcating Monocle2 pseudotime trajectory, indicating which arm of the timeline each cell type is located.

(legend continued on next page)

to examine the differential stages of their integration (Figure 3A). To this end, we implemented the program Monocle2 to identify and order developing adult-born neurons in “pseudotime” (Trapnell et al., 2014). Monocle2 computationally orders cells in an unsupervised manner by maximizing the transcriptional similarity between successive pairs of cells. Thus, this approach can be used to define different maturation stages of adult-born neurons. To increase the specificity of this analysis, we excluded all non-adult-born neuronal populations, including those expressing markers of M/T cells (n15-M/TC-1, n16-M/TC-2, and n17-M/TC-3), EPL interneurons (n18-EPL-IN), OSNs (n01-OSNs), and ambiguous neuronal cell types (n13-AstrocyteLike). Cells arising from adult-born neuronal lineages were then ordered along a putative developmental trajectory (pseudo-timeline) from least to most differentiated (Figure 3B). Interestingly, ordering all clusters that constitute adult-born lineages revealed a bifurcation of the pseudo-timeline, suggesting that distinct molecular pathways guide the development of different populations.

To further characterize the bifurcated trajectories, we determined the cluster composition of each branch (Figure 3B, right panel), and divided our analysis into two axes (Figures 3C–3F). Plotting cluster identities onto the bifurcated timeline revealed that cluster n04 contained the most immature cells, which was supported by their expression of immature neuronal markers (Table S2). Additionally, we found that clusters n02-PGC-1, n03-GC-1, n05-PGC-2, n08-PGC-3, n10-GC-4, n11-GC5, n12-GC-6, and n14-GC-7 were positioned on axis A, and clusters n06-Transition, n07-GC-2 and n09-GC-3 were located on axis B (Figure 3B, right panel). To determine which genes regulate the progression of adult-born neurons along each axis, we performed hierarchical clustering of the genes whose expression varied as a function of pseudotime. In support of the plotted pseudo-timeline order, our data revealed groups of genes that showed differential expression along each axis, which correlated well with genes that are known to be developmentally regulated throughout adult-born neuron maturation and integration, such as *Dcx/Dlx* family transcription factors, and mature neuronal markers, such as *Crhr1* and *Calb1* (Figures 3D, 3E, 3G, and 3H) (Garcia et al., 2014, 2016; Ming and Song, 2011). Importantly, gene ontology (GO) analysis showed that both axes A and B were highly enriched for genes involved in developmental processes and that genes involved in early neuronal development are downregulated as the pseudo-timeline progresses on both axes (Figures 3D and G). Further corroborating the validity

of pseudo-timeline analysis, genes with increased expression along the timeline included those involved in synapse formation and function and programs inherent to later stages of neuronal development. Interestingly, a subset of genes that were transiently upregulated and then downregulated have been implicated in synaptic assembly and long-term potentiation (LTP), such as *Pcp4*, *CaMKII*, and *MAPK1* (Lisman et al., 2002; Peng et al., 2010; Wei et al., 2011). Adult-born olfactory bulb neurons display high plasticity early in development and lose such plasticity as they terminally differentiate into resident granule cells (Nissant et al., 2009). These data support this and further reveal genes that may regulate and/or participate in aspects of synaptic plasticity and neural circuit formation (Table S3). Moreover, axis A was enriched in genes that regulate overall cellular metabolism and neuronal morphogenesis, whereas axis B was enriched for genes that regulate RNA processing and cell adhesion. Such transcriptional differences indicate that the development of these two different olfactory bulb interneuron populations may be guided by distinct molecular pathways. Together these data and analyses reveal a clear developmental staging of adult-born neurons in the olfactory bulb, whereby differential gene expression along the bifurcated timeline indicates that each axis utilizes distinct pathways for neuronal maturation.

### Gene Regulatory Networks Mark Stable Stages of Adult-Born Neuron Development

Neuronal identity and cell fate are governed by transcription factors and their associated cofactors, working together to regulate target gene expression typical of given cell types. The collection of interacting transcription factors and cofactors that govern gene expression, and thus identity, can be referred to as a gene regulatory network (GRN). Cataloging functional GRNs and their temporal dynamics during adult-born neuronal migration, maturation, integration, and elimination allows for a better understanding of the molecular mechanisms that drive these processes. With this goal in mind, we deployed a single-cell regulatory network inference and clustering (SCENIC) computational pipeline to map GRNs in adult-born olfactory bulb neurons (Aibar et al., 2017).

Within the SCENIC framework, we identified genes co-expressed with certain transcription factors using the GRNboost2 fast GRN inferencing algorithm (Friedman, 2002). Next, we performed *cis*-regulatory motif enrichment analysis on all co-expressed genes. This analysis cataloged putative transcription-factor-binding sites within the list of co-expressed genes,

(C) (Top) Axis A of Monocle2 pseudotime trajectory colored according to cluster identity. (Bottom) Axis A pseudotime trajectory colored by pseudotime score, with the dark color representing an immature cell stage and the light color representing a mature cell stage.

(D) Axis A: 4 distinct groups of pseudotime-dependent genes with dynamic expression patterns plotted across pseudotime as heatmaps, with blue indicating low levels and red indicating high levels of expression. (Middle) Gene expression trends for each gene (black) with the trend line highlighted in red. (Right) Top 6 enriched gene ontology (GO) terms for each temporal cluster.

(E) Differential expression patterns of one example gene from each group of genes along developmental axis A.

(F) (Top) Axis B of Monocle2 pseudotime trajectory colored according to cluster identity. (Bottom) Axis B pseudotime trajectory colored by pseudotime score, with the dark color representing an immature cell stage and the light color representing a mature cell stage.

(G) Axis B: 4 distinct groups of pseudotime-dependent genes, with dynamic expression patterns plotted across pseudotime as heatmaps. Blue indicates low levels and red indicates high levels of expression. (Middle) Gene expression trends for each gene (black), with the trend line highlighted in red. (Right) Top 6 enriched gene ontology (GO) terms for each temporal cluster.

(H) Differential expression patterns of one example gene from each group of genes along developmental axis B.

See also Tables S3 and S4.

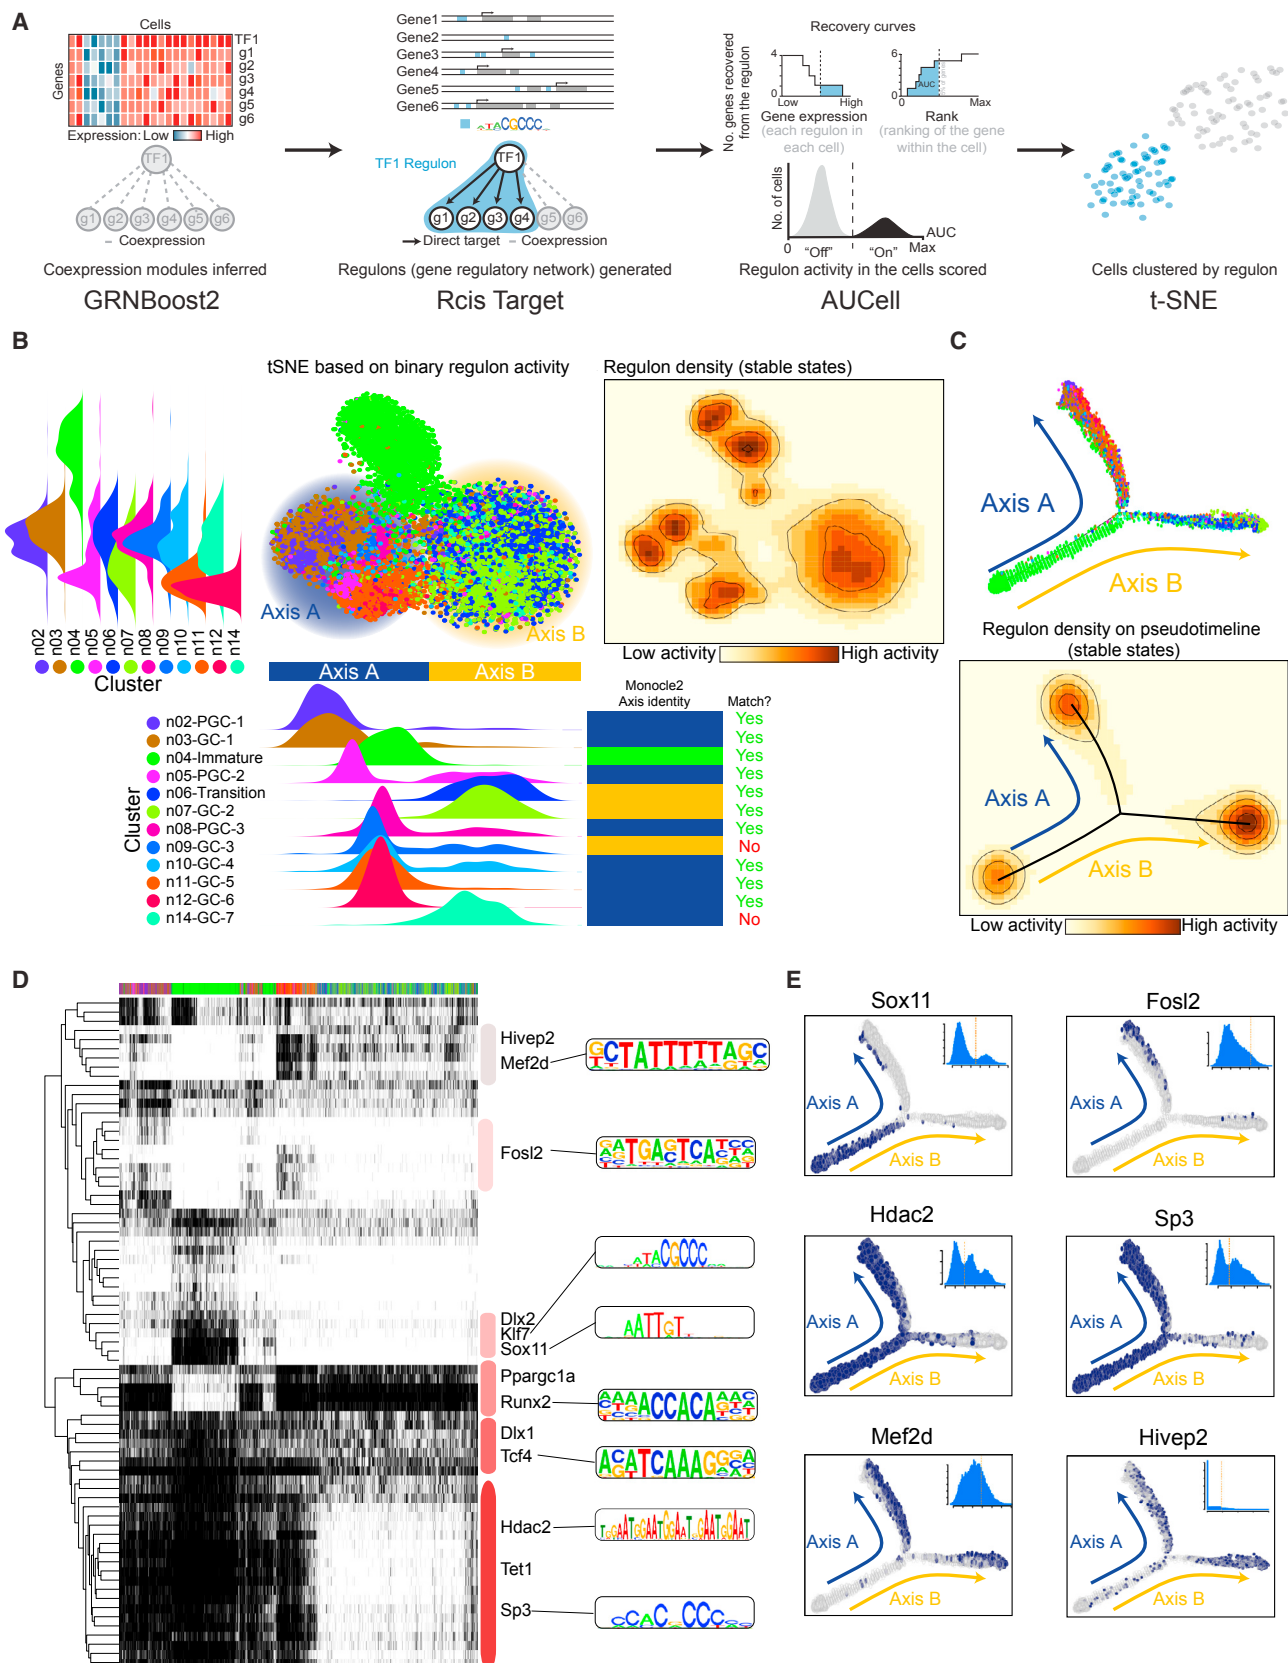

(legend on next page)

thereby allowing us to identify potential direct gene targets. Additionally, this allowed us to reduce false positives and indirect transcriptional targets from the co-expression matrix. Transcription factors typically regulate several genes. Genes regulated by a specific transcription factor, identified from motif enrichment analysis, were grouped together into units referred to as regulons. A regulon thus represents a list of putative target genes for a particular transcription factor. Finally, to calculate the activity of each regulon in single-cell transcriptomes, we applied a SCENIC AUCell algorithm (Aibar et al., 2017), whereby individual cells that express the greatest number of associated genes within a given regulon display the highest area under the curve (AUC) score, while those expressing fewer regulon genes receive lower AUC scores. The ranked distribution of AUCell scores across cells for a given regulon was used to determine a threshold for active and inactive regulons, thus making the final output binary (active or inactive). Through this analysis, we identified 299 regulons that were active in adult-born neurons out of 698 initially present in our transcription factor co-expression matrix. To compare the results of SCENIC with our previous expression-based clustering analysis (Figure 2) and Monocle2 pseudo-timeline results (Figure 3), we performed t-SNE using the binary regulon activity calculated by the SCENIC pipeline (Figure 4B, top panel). The resulting t-SNE revealed a bifurcated distribution of adult-born interneuron clusters that closely matched both expression-based t-SNE (Figure 2A) and Monocle2 pseudo-timeline results (Figure 3B). The only clusters the data did not fully match were n09-GC-3 and n14-GC-7. This may be due to the large number of genes utilized for Monocle2 pseudo-timeline analysis compared to the limited number of regulons used for gene regulatory network analysis. Interestingly, however, regulon density plotted on regulon based clustering (higher regulon activity is indicated by the darker color) revealed three distinct cell states (Figure 4B, right panel). Plotting regulon activity density on the Monocle2 pseudo-timeline revealed that these three stable cell states reside at the beginning of the pseudo-timeline and at the end of each developmental axis (Figure 4C). This finding is consistent with a model in which cells between these points are differentiating and thus are likely to be less transcriptionally stable (Wu et al., 2010).

To characterize temporal GRN dynamics during adult-born neuronal maturation, we next assessed regulon activity across

the Monocle2 pseudo-timeline (Figures 4C–4E). Consistent with interneuron identity, nearly all analyzed adult-born neurons showed high *Dlx1*, *Runx2*, and *Tcf4* regulon activity (Figure 4D) (Cobos et al., 2005; Subburaju and Benes, 2012). The most immature cell state, composed mainly of cluster n04, showed high *Dlx2*, *Klf7*, and *Sox11* activity—known markers for neurogenesis (Laub et al., 2005; Sellers et al., 2014; Wang et al., 2013). Axis A, however, showed activity for several regulons likely representing more mature states, including *Hdac2*, *Fosl2*, and *Sp3* (Figure 4E). These factors have recently been found to form a functional protein complex that represses target gene expression, ultimately decreasing synaptic plasticity (Yamakawa et al., 2017). Interestingly, *Sp3* function has also been associated with induction of programmed cell death (Essafi-Benkhadir et al., 2009). Cells along axis B showed high levels of a diverse array of regulons, including *Hivep2* and *Mef2d* (Figure 4E), which have recently been implicated in synaptic regulation and neuronal survival (Chan et al., 2014; Harrington et al., 2016; Mayer et al., 2018). Overall, GRN analysis revealed that distinct regulons label different axes of adult-born neuron development, suggesting that such regulons may guide maturation to distinct molecular programs during olfactory bulb neurogenesis and dictate terminal fate acquisition.

### Olfactory Sensory Activity Regulates Axis-Specific Adult-Born Neurogenesis

Previous studies have shown that olfactory sensory deprivation reduces adult-born neuron circuit integration and survival (Mandairon et al., 2006; Yamaguchi and Mori, 2005). Conversely, mice trained to discriminate olfactory stimuli show increased synaptogenesis and survival (Alonso et al., 2012; Mouret et al., 2008; Rochefort and Lledo, 2005; Rochefort et al., 2002). Although these findings have been invaluable in drawing the link between neural activity and adult-born neuron circuit integration, they were not sufficient at the time to resolve cell-type-specific maturation programs. To investigate activity-dependent changes in the cellular composition of olfactory bulb circuits, we analyzed differences between scRNA-seq data from both olfactory-deprived mice and those trained on an olfactory-discrimination task (Figure 5A). For this, we first trained a group of mice. We then performed scRNA-seq on olfactory bulbs from deprived, trained, and naive controls and

### Figure 4. Gene Regulatory Networks Mark Stable Stages of Adult-Born Neuron Development

(A) Schematic view of the SCENIC workflow, as described in the results.

(B) (Top left) Adult-born neuron cluster density plot calculated from the binary regulon activity-based t-SNE projected on the y axis of the graph. (Top center) Adult-born neurons visualized using t-SNE based on the binary adult-born neuron regulon activity matrix. Clusters were colored according to adult-born neuron cluster identity from initial clustering in Figure 2. (Top right) Regulon activity density plotted on regulon-based t-SNE. Light colors represent low regulon activity, and darker colors represent high regulon activity. (Bottom left) Adult-born neuron cluster density plot calculated from the binary regulon activity-based t-SNE projected on the x axis of the graph. (Bottom right) Monocle2 axis identity for each cell cluster (blue, axis A; yellow, axis B; green, immature cluster) and whether the identity matched the regulon-based clustering.

(C) (Top) Adult-born neuron Monocle2 pseudotime trajectory colored according to adult-born neuron cluster identity. (Bottom) Regulon activity density plotted on the adult-born neuron Monocle2 pseudotime trajectory calculated in Figure 3. Lighter colors represent low regulon activity, and darker colors represent high regulon activity.

(D) SCENIC binary regulon activity matrix showing all correlated regulons (absolute correlation >0.3) that were active in at least 1% of all adult-born neurons. Each column represents a single cell, colored according to cluster identity. Representative transcription factors are highlighted along with corresponding DNA-binding motifs on the right side of the matrix.

(E) Adult-born neuron Monocle2 pseudo-timeline, colored according to the corresponding SCENIC binary regulon activity; blue indicates active regulons, and gray indicates inactive regulons. The inset histograms denote the AUCell score distribution for the regulon.

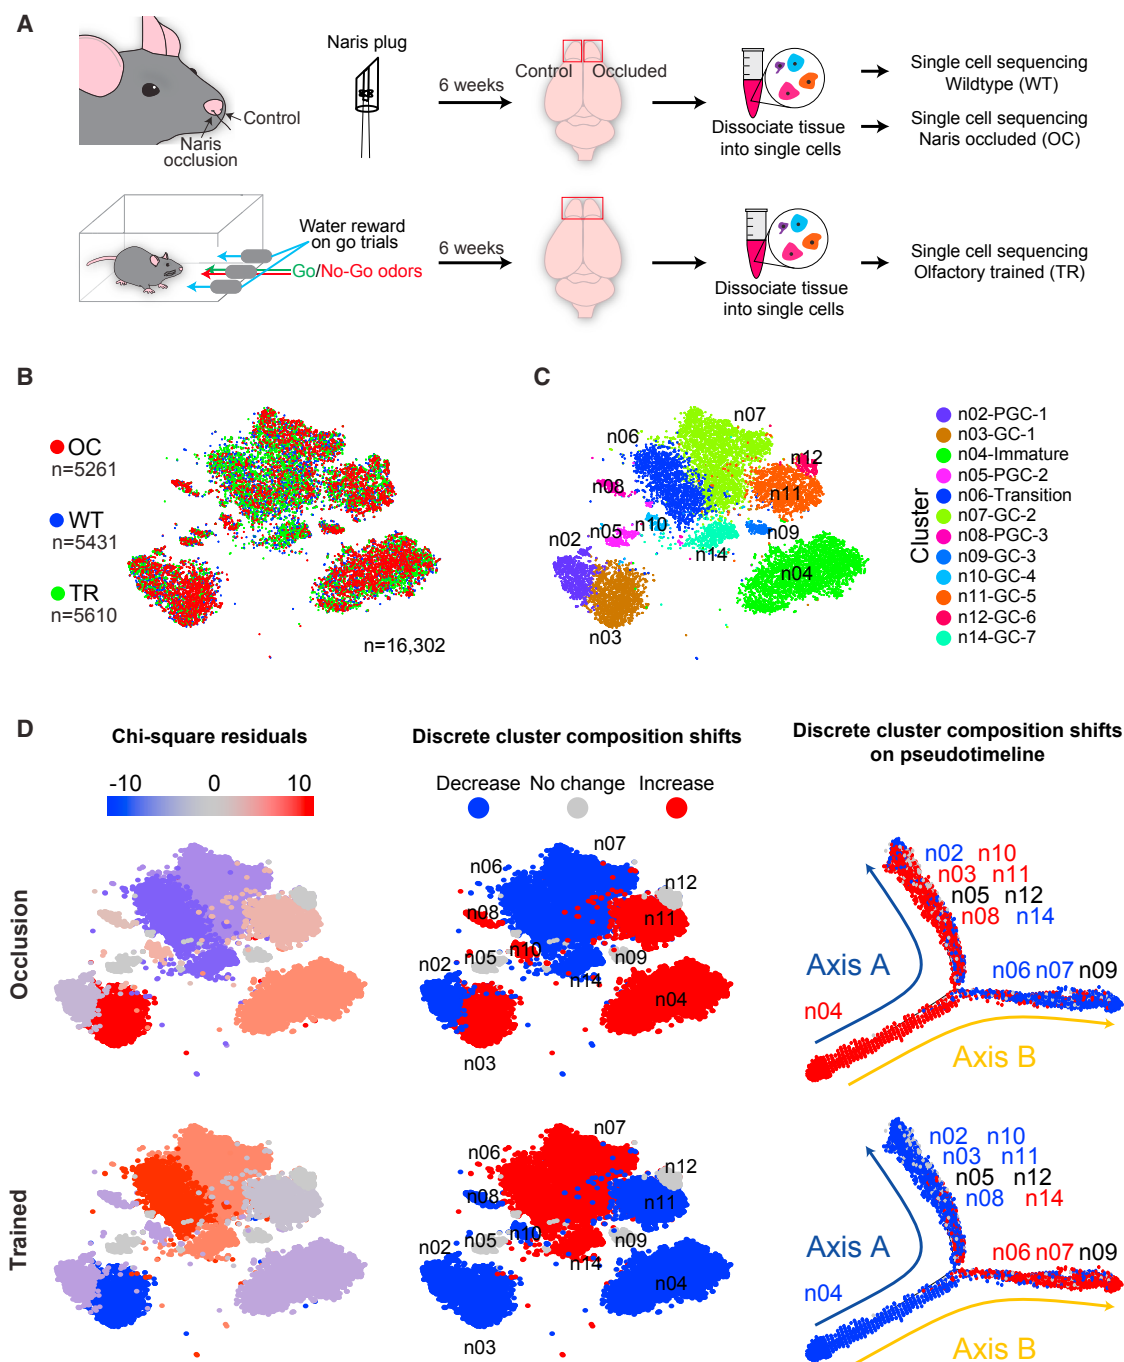

**Figure 5. Olfactory Activity Alters Adult-Born Interneuron Subtype Composition**

(A) Schematic view of olfactory bulb experimental procedures, which are detailed in methods.

(B) Two-dimensional t-SNE representation of 16,302 adult-born interneurons colored according to experimental group. OC, naris occluded; TR, olfactory trained; WT, wild-type.

(C) t-SNE representation of 16,302 adult-born interneurons colored according to cluster identity.

(D) Shifts in adult-born neuron cluster composition for each indicated experimental condition plotted across expression-based t-SNE (left and middle) and along the Monocle2 pseudotime trajectory (right). Pearson's chi-square test residuals were calculated for the corresponding experimental group (left). Discrete values were determined from Pearson's chi-square test (middle); if the p value was < 0.05, then clusters were assigned appropriate designation of increased or decreased (red or blue) based on their residual score. Clusters with no significant composition shift are highlighted in gray (no change, p value > 0.05).

See also Figure S3.

compared the adult-born lineages in each of the three conditions (Figure 5B). We implemented chi-square tests using an expected equal distribution of cells across all experimental conditions to assess statistically significant changes in cell distribution in each cluster (Figure 5D). We observed that clusters n05-PGC-2 (*Th+*), n09-GC-3 (*Rprm+*), and n12-GC-6 (*Tpbp+*) did not change in response to altered olfactory activity; however, clusters n06-Transition, n07-GC-2, and n14-GC-7 showed significant differences following manipulation of olfactory activity (Figure 5D). Notably, olfactory deprivation reduced the proportions of cells that comprise these clusters, while olfactory enrichment increased the proportion of cells that comprised the clusters (Figure 5D). For clusters n03-GC-1, n04-Immature, n08-PGC-3, n10-GC-4, and n11-GC-5, however, olfactory deprivation increased proportions of cells in the clusters, while olfactory training decreased their overall composition. Interestingly, clusters n06-Transition and n07-GC-2 sorted to one arm of the Monocle2 based pseudo-timeline, while cluster n03-GC-1, n08-PGC-3, n10-GC-4, and n11-GC-5 segregated to the other (Figure 5D right panel).

To test whether these changes were due to differential regulation of adult-born neuron development, or transcriptional state switching within integrated interneurons, we performed a lineage-tracing experiment. To selectively label adult-born neurons both spatially and temporally, we crossed *Dlx1/2-CreER* mice (Batista-Brito et al., 2008) with a *Rosa-LoxP-Stop-LoxP-TdTomato* reporter line, which expresses the tdTomato fluorescent protein after tamoxifen-induced Cre-mediated recombination. We performed olfactory manipulations on these animals, pulsing them with tamoxifen on the day in which the mice were first exposed to olfactory cues. After 6 weeks of either olfactory training or deprivation, we performed immunohistochemistry against Calb2, a marker for the n03-GC-1 cluster. We chose to analyze changes in the survival of this cluster because this population showed the most significant changes in cell distribution following experimental manipulations (Figure 5D). Interestingly, we did not detect changes in the total number of Calb2-positive cells within the granule cell layer across any the manipulations (Figure S3). This may be due to many of the cells in this population being stably integrated interneurons, which are thereby not affected by short-term olfactory manipulation. By examining colocalization of our lineage reporter and Calb2, we found that only 6.6% of adult-born granule cells differentiate into Calb2-positive granule cells (Figure S3). Comparing olfactory-deprived animals to naive animals, we observed that naris occlusion resulted in a 35% increase in the survival of Calb2-positive adult-born neurons (from 6.6% to 9% of adult-born neurons) (Figure S3). This observation is consistent with both the direction and relative intensity of cell distribution seen with experimental manipulations in single-cell-sequencing datasets (Figure 5). However, we did not observe changes between olfactory trained and naive animals (Figure S3). This is likely due to the scope of olfactory deprivation, which inherently affects the entire circuit, whereas olfactory training likely targets a smaller subset of neurons responsive to the odorants used. Notably, however, more sensitive cell-type-specific changes like this are indeed detectable within single-cell datasets of the entire bulb, which is an advantage of this methodology. Together, these data indicate that

olfactory experience bidirectionally affects the developmental profile of adult-born neurons detailed by the pseudo-timeline analysis (Figure 5D) and reveals that each arm of the pseudo-timeline oppositely responds to activity.

## DISCUSSION

Here, we applied a high-throughput single-cell droplet-based RNA sequencing method to generate a transcriptome library for a mixture of 51,246 olfactory bulb cells that include neurons, astrocytes, oligodendrocyte lineages, immune cells, olfactory ensheathing cells, mesodermal cells, and blood vessel components. By analyzing transcripts enriched in these different populations, we uncovered cellular heterogeneity within each of these broadly characterized cell types. As a general reference, our study provides a list of selective markers that allow for future genetic labeling and cell-type-specific manipulations.

Inhibitory interneurons are major contributors to processing of neuronal circuit activity (Abraham et al., 2010; Lepousez and Lledo, 2013; Tan et al., 2010), yet interneuron heterogeneity has presented a major barrier toward fully understanding how these cells govern information processing. To better understand how interneurons contribute to circuit function, and since cellular complexity is established during development and maturation (Li et al., 2017), it is essential to uncover the mechanisms that regulate interneuron development within intact brain tissue. Recent studies that investigated the generation of cortical interneurons during embryonic development highlight the need for such investigations and have provided a great resource for understanding cortical interneuron complexity (Close et al., 2017; Mayer et al., 2018; Mi et al., 2018). Our data augment this important resource and reveal mechanisms that govern the maturation and drive heterogeneity of adult-born interneurons in the rodent olfactory system.

Continuous integration of adult-born neurons into existing brain circuits represents a notable source of circuit plasticity in the olfactory bulb (Nissant et al., 2009). Adult-born neurons exhibit a remarkable capacity to reorganize their own synaptic architecture as well as the structure and function of the surrounding network (Lledo and Saghatelian, 2005; Ming and Song, 2011; Valley et al., 2013). Since the discovery of adult neurogenesis in the olfactory bulb, there has been a paucity of unbiased studies that have investigated the molecular changes of adult-born neurons throughout their development. Using a computational-based method of pseudo-timeline analysis, here we catalog an extensive list of genes that are differentially expressed throughout different stages of development, maturation, and integration of adult-born neurons. Additionally, by analyzing GRNs, we identified several transcription factors and putative effector combinations that potentially guide the integration and survival of adult-born neurons in a cell-type-specific manner. Our data reveal that *Sp3* and *Hdac2* are active GRNs in cell types located on a single axis (axis A) of a computed pseudo-timeline (Figure 4E). Axis-A-associated populations are increased following naris occlusion and reciprocally decreased after training (Figure 5D). Considering that *Sp3* and *Hdac2* function in programs associated with synaptic plasticity and neuronal survival, it is compelling to suggest that *Sp3* and *Hdac2* GRNs

are differentially regulated by olfactory activity to drive survival of axis-A-specific cell clusters. In cells located on axis B of the pseudo-timeline, *Hivep2* and *Mef2d* regulons are highly active (Figure 4E). Although their role in olfactory bulb development is not well understood, these genes have been implicated in a variety of developmental and neurodegenerative disorders. For example, patients with mutations in *Hivep2* exhibit intellectual disability and dysmorphic features (Steinfeld et al., 2016). Myocyte enhancer factor 2 (MEF2) family transcription factors have been shown to be expressed in the developing mouse brain (Yamada et al., 2013) and have recently gained attention for their role in synaptic regulation and neuronal survival (Chan et al., 2014; Harrington et al., 2016; Mayer et al., 2018). Moreover, disruption of *Mef2d* and *Mef2c* pathways has been linked to amyotrophic lateral sclerosis (Arosio et al., 2016), and aberrant activation was shown to mediate neuronal death in mouse and fly models of Friedreich ataxia (Chen et al., 2016a, 2016b), indicating their potential role in neurodegeneration. Furthermore, *Mef2d* is thought to regulate neuronal gene expression in an activity-dependent manner through alternative polyadenylation site usage mechanisms (Flavell et al., 2008). Given this correlation, it is intriguing to consider that *Hivep2* and *Mef2d* could potentially be involved in regulating adult-born neuron survival through mechanisms similar to those underlying neurodevelopmental and neurodegenerative diseases. Together, these data substantiate that our library of genes likely contains neurodevelopmental and neurodegenerative disease related genes and holds potential toward identifying disease- and/or cell-survival-related pathways.

Synaptic remodeling and circuit integration of adult-born neurons in the olfactory bulb are highly dependent on olfactory activity. Notably, increased numbers of cells within the immature neuronal cluster n04-immature following olfactory deprivation, and the reciprocal decrease in numbers observed with training, imply that adult-born neurons undergo a more rapid developmental transition in response to sensory enrichment (Figure 5D). Our previous studies (Quast et al., 2017) and others (Gheusi et al., 2000) showed that adult-born neurons integrate into circuits much more efficiently when they receive learned olfactory input. This implies a more rapid developmental transition from immature to mature granule cell states in response to olfactory enrichment. Interestingly, we have observed no change in clusters n05-PGC-2 (*Th+*), n09-GC-3 (*Rprm+*), and n12-GC-6 (*Tpbg+*). This finding matches what has been previously described, as n05-PGC-2 (*Th+*) and n12-GC-6 (*Tpbg+*) have been shown to be produced earlier in life and show minimal replacement through adult neurogenesis (Batista-Brito et al., 2008). Our data also reveal two populations of developing adult-born cells that respond oppositely to olfactory experience (Figure 5D, axis A and axis B). As such, the transcriptional signatures of cells in each group define two distinct cell populations that might be used to resolve cell-type-specific responses to olfactory activity.

Ultimately, these data provide a catalog of cellular heterogeneity in the mouse olfactory bulb. From this, we were able to discern molecular changes throughout maturation and integration of adult-born neurons. These data also reveal changes in the patterns of cell-type-specific gene expression in

the olfactory bulb in response to olfactory enrichment and/or deprivation. Though these findings certainly reflect conserved features of adult olfactory bulb neurogenesis, we cannot rule out that these data may not represent a mechanistic continuum throughout adulthood and be generalizable across all stages of postnatal life. However, our study provides a valuable resource for identifying previously unknown markers that in turn will allow for the investigation of cell-type-specific contributions to circuit activity. Furthermore, the list of genes we revealed to be differentially regulated in adult-born neurons throughout development and maturation can be utilized in future studies to resolve the programs underlying the integration of new cells into existing brain tissue and will aid ongoing work toward understanding how such mechanisms function toward synapse formation, maintenance, and plasticity of adult brain circuits.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - Olfactory manipulation
  - Tissue collection and dissociation
  - Single Cell RNA sequencing
  - Single cell RNA sequencing Analysis
  - Stereotaxic injection and viral constructs
  - Immunohistochemistry
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

## SUPPLEMENTAL INFORMATION

Supplemental Information includes three figures and four tables and can be found with this article online at <https://doi.org/10.1016/j.celrep.2018.11.034>.

## ACKNOWLEDGMENTS

We would like to thank Dr. Elizabeth L.P. Hanson, Jessica L. Swanson, and Jay M. Patel for critical comments on this manuscript. This work was supported through the McNair Medical Institute (IDRC grants U54 HD083092 and R01NS078294-05 to B.R.A., and DE023177, HL127717, HL130804, and HL118761 to J.F.M.), The Vivian L. Smith Foundation (J.F.M.), and Transatlantic Network of Excellence Awards LeDucq Foundation Transatlantic Networks of Excellence in Cardiovascular Research 14CVD01 (J.F.M.) and F31HL136065 to (M.C.H.).

## AUTHOR CONTRIBUTIONS

Conceptualization, B.T., M.C.H., and B.R.A.; Methodology, B.T. and M.C.H.; Investigation, B.T., M.C.H., B.T.P., P.J.H., and T.J.M.; Writing – Review & Editing, B.T., M.C.H., B.T.P., P.J.H., J.F.M., and B.R.A.; Data Curation, M.C.H. and T.J.M.; Supervision, B.R.A. and J.F.M.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: June 13, 2018  
Revised: September 18, 2018  
Accepted: November 7, 2018  
Published: December 4, 2018

## REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

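RNA of single cells of the olfactory bulb was measured in 6 libraries, 2 per condition (control, naris occluded and olfactory trained), each from a pool of 3 mice after 6 weeks of manipulation. Replicate 1 was a pool of males and replicate 2 a pool of females. The authors captured cells with the Chromium Single Cell 3′ v2 chemistry, sequenced them on a NextSeq500, and made the counts of UMIs per gene and barcode with Cell Ranger. They deposited these counts without normalization, in 1 table for all libraries, and the build used for alignment is not given in the sources used here. The authors also deposited the fraction of mitochondrial UMIs of each cell, in an annotation that gives its library and cluster, and a second annotation with the clusters of neurons. Their clusters came from Seurat after log normalization, with the number of molecules and the mitochondrial genes regressed out, removal of doublets and merging of clusters that were not distinct. Cells, clusters and mitochondrial fractions were taken from the annotations as deposited, and depth was taken from the counts.

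The starts of the cell names of the trained libraries are reversed against the library column of the annotation. The library column was used, and the sex of each pool was checked with Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. The names of the clusters were checked with 10 listed genes each from Tables S1 and S2. For all 18 neuronal clusters and for 28 of the 38 clusters of the whole bulb, the listed genes had their highest mean in the cluster of that name. The highest mitochondrial share of an annotated cell was 59.97%, and no further filter was applied. The libraries held between 2228 and 3336 adult-born neurons, so the smaller clusters have few cells per library, and their shares have a wide counting error.

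Expression levels of clusters were computed from counts summed over the cells of each cluster in each library and scaled to the same total. The spread is the SD over libraries. Shares of cells with a UMI were also computed after thinning each cell to 500 UMIs, a random draw that was made once for the levels of clusters and again for the shares set beside Tables S1 and S2, so these shares vary with the draw. A statement about a marker was counted as holding when every cluster named had a higher mean than every other cluster of the same level. For the axes, log2 ratios were computed with a pseudocount of 1 CPM between n04 and the 8 clusters of axis A or the 3 clusters of axis B. The Monocle2 order and the SCENIC regulons were not rebuilt.

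The number of cells of each of the 12 adult-born clusters was compared between conditions with edgeR's quasi-likelihood test on all 6 libraries, with the adult-born neurons of the library as offset, and with the paper's chi-square test on pooled cells. Shares of n04 and of each axis were compared with exact permutation tests. Genes were compared between conditions in n03, n04, n05 and n07, and, to check leading genes of clusters and single genes, in the other adult-born clusters, n01 and nonneuronal cells, on counts summed per library, with edgeR's quasi-likelihood test, TMM factors, its filter on low counts and Benjamini-Hochberg adjustment at 0.05. CPM values given with these tests are over the tested genes after TMM scaling. Tested on simulated data with 200 genes changed by 1 on the log2 scale, this test called 45.0% of them in n03, 54.0% in n04, 19.5% in n05 and 33.0% in n07. Genes named in the text are those the paper names, Th in n05, the sex-linked genes, and in each comparison the 3 genes with the largest absolute log2 fold change among those with adjusted p under 0.05 that change the same way in both sexes. This rule, the tests and 93 alternatives were set before the data were examined, and 9 alternatives were chosen after seeing the data. Other genes named in the closing section were chosen after their values were seen. Values in the tables of the paper had been seen before.

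The results text and Figure 5A take the control libraries from the open side of the occluded mice, so that libraries with the same number would share their mice, but the labels of the samples describe mice without manipulation. The number also gives the sex of the pool. Over genes, deviations of control and naris-occluded libraries with the same number from their group means had correlations of 0.104 in n03, 0.0620 in n04, 0.111 in n05, 0.0986 in n07 and 0.203 in nonneuronal cells, and those of control and trained libraries 0.0743, 0.103, 0.171, 0.210 and 0.136. The correlations of naris-occluded and trained libraries lay between −0.111 and 0.0108. With sex as a shared factor, these values do not tell whether mice were shared. The analysis without the pairing is the one reported, and the one with the number as a replicate block is given beside it where it differs.

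The alternatives were a replicate block, TMM factors or DESeq2 for the numbers of cells, other totals, cells with at least 1000 UMIs, the libraries of 2 conditions alone, the chi-square test, leaving out small clusters, leaving out each library in turn, and, for genes, DESeq2, its size factors, no filter on low counts, another pseudocount and equal weights of clusters. Where a library is left out, the remaining library of its condition is assumed to vary like the others. R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Left out were the 1123 barcodes without a cluster and cells outside the clusters compared. The microscopy and the lineage tracing were not analysed here.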

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

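The tests of counting error and of mitochondrial share in n07 and of single libraries for the genes in n07 were chosen only after the result was seen.

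In some clusters the male and the female pools moved in opposite directions, which was seen in 4 of 12 clusters for occlusion and in 6 of 12 for training. For occlusion, the female minus the male log2 ratio of the share was −1.05 in n05 (male 0.14, female −0.91), −1.05 in n07 (0.14, −0.90), −0.25 in n08 (0.09, −0.17) and 0.49 in n09 (−0.23, 0.26). For training it was 0.47 in n04 (−0.11, 0.36), −0.92 in n05 (0.05, −0.87), −0.67 in n06 (0.63, −0.04), 1.11 in n09 (−0.74, 0.36), 0.35 in n11 (−0.07, 0.28) and −0.60 in n14 (0.24, −0.36). The share of n04 among adult-born neurons moved by 7.11 percentage points more in the female than in the male trained pool, and Th in n05 after training by −0.13 on the log2 scale (0.07, −0.06). None of these differences between the sexes was tested, since there is 1 pool per sex and condition, and a difference between pools cannot be separated from one between sexes.

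In 1 of the 10 cases, n07 after occlusion, both ratios lay beyond the counting error of the cells. The exact interval of the male log2 odds ratio was 0.00715 to 0.37 and that of the female was −1.31 to −0.87, which argues against counting error alone, though the lower bound in males lies close to 0. Depth was also tested. With every library given the same distribution of UMIs per cell, the male log2 ratio of n07 was 0.28 and the signs stayed opposite, which argues against depth. With the same distribution of mitochondrial percent, the signs also stayed opposite (male 0.49), but the female log2 ratio was −0.12 instead of −0.90. Matching would also remove a true change, because clusters differ in mitochondrial share, so the mitochondrial share of the cells and a change of n07 in the female pool cannot be told apart. Other differences between the pools in the handling of the tissue and a difference between the sexes remain open as well, untested. In the other 9 cases at least 1 of the ratios lay within counting error.

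The paper tests no gene between conditions. In such tests in n03, n04, n05 and n07, 5 genes were higher in the trained than in the control libraries with adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other 8 adult-born clusters, tested to check their leading genes, this test called between 0 and 10 genes per cluster for training, 10 of them in n11, and these were not followed up. In n03, Dynll1 had a log2 fold change of 0.88 (standard error 0.17, adjusted p = 0.04995 in that edgeR test), with 419.96 and 511 CPM in the control and 950.3 and 738 CPM in the trained libraries. In n07 the log2 fold changes were 1.90 for Zmym1 (standard error 0.26, adjusted p = 9.08e-05 with edgeR), 1.37 for Tnfaip6 (0.23, 0.00543), 1.04 for Pgap1 (0.19, 0.010) and 0.71 for R3hdm1 (0.15, 0.0457), and all were higher in both pools. Pgap1 and R3hdm1 were chosen after their values were seen. Zmym1 was 59.2 and 56.8 CPM in the control, 55.0 and 96.3 CPM in the naris-occluded, and 282 and 146 CPM in the trained libraries, and Tnfaip6 was 56.4 and 43.7 CPM in the control and 125 and 142 CPM in the trained libraries.

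Of the 4 genes of n07, 1 stayed called without the male trained library, 2 without the female trained library, 2 without the male control library and 1 without the female control library, while all 4 stayed higher in each case. With so few libraries, an effect of training and a difference of 1 pool cannot be told apart. DESeq2 called 2 genes in n07 and 0 in n03, where it gave an unadjusted p under 0.05 for 60 genes and edgeR for 367. Dynll1 was not called without either control library (0 genes) and was replaced by another gene without the male trained library. Over 9 alternatives, Zmym1 was called in 8, Tnfaip6 in 5 and Dynll1 in 5, with adjusted p up to 0.0622, 0.711 and 0.989 (edgeR or DESeq2).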

How the results depend on the processing

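The alternatives that give every library the same distribution of UMIs or of mitochondrial percent, or the same lowest depth, or that leave out n02, were chosen after seeing the data; the other tests were not.

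For occlusion, 3 clusters (n03, n06 and n14) changed in share. The same 3 were called with the replicate block, with DESeq2, with the libraries of 2 conditions alone and without small clusters. With TMM factors n06 and n14 were called, and with all neurons or all cells as the total n03 and n14. Cells with at least 1000 UMIs gave 0 clusters by edgeR (0 at an unadjusted p under 0.05; n06 and n14 then have few cells), the same distribution of UMIs 0 (1 unadjusted), the same distribution of mitochondrial percent 0 (2 unadjusted), and the same lowest depth 1 (n14). The chi-square test on pooled cells called 7 (also n04, n07, n11 and n02, whose leading genes differ with occlusion, so that its size is not read), because it takes cells as replicates. Leaving out a library gave 0 to 2 clusters: n06 and n14 without the male control, n14 without the female control or the male naris-occluded library, and none without the female naris-occluded library. Apart from the chi-square test, the cause of these changes was not tested. The log2 fold changes of the 3 clusters kept their direction in all 16 alternatives, from 0.49 to 1.05 for n03, −1.17 to −0.34 for n06 and −2.12 to −0.66 for n14.

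For training, edgeR called 0 clusters in the main analysis (0 at an unadjusted p under 0.05), as did DESeq2 and every alternative but the chi-square test on pooled cells, which called 6 (n02, n03, n06, n07, n08 and n10). The smallest adjusted p of the edgeR alternatives was 0.0630, for n08 without the male trained library.

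Among single clusters, 12 of the values for occlusion and 11 for training took the opposite sign under alternatives set earlier, and 6 and 2 under those chosen later. None of these values was called, and the cause was not tested. For occlusion, n09 (0.01) became −0.018 with the replicate block, −0.19 with TMM factors, −0.015 among cells with at least 1000 UMIs, −0.039 with the same UMIs and −0.16 with the same mitochondrial percent. Cluster n08 (−0.04) became 0.15 with all neurons and 0.039 with all cells as the total, 0.0045 in pooled cells, 0.050 with the same UMIs and 0.077 with the same lowest depth. Cluster n10 (0.35) became −0.083 among cells with at least 1000 UMIs, and with the same mitochondrial percent n07 (−0.29) became 0.21 and n11 (0.27) became −0.16. For training, n14 (−0.002) became 0.072 with TMM factors, 0.11 with DESeq2, 0.084 with all cells as the total, 0.044 in pooled cells and 0.13 with the same mitochondrial percent, n09 (−0.17) became 0.016 among cells with at least 1000 UMIs, and n12 (−0.32) became 0.087 with the same UMIs.

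Leaving out 1 library also turned signs, in values that were not called. For occlusion, n09 ranged from −0.12 (without the female control; −0.10 without the female naris-occluded library) to 0.16, n08 from −0.29 to 0.23 (without the female control; 0.090 without the male naris-occluded library) and n07 from −0.89 (without the male) to 0.14 (without the female naris-occluded library). For training, n14 ranged from −0.44 to 0.31 (without the female trained; 0.074 without the male control library), n09 from −0.62 to 0.21 (without the male trained library), n06 from −0.055 (without the male control library) to 0.64, n11 from −0.058 (without the female control library) to 0.27 and n04 from −0.0023 (without the female trained library) to 0.24. The cause was not tested.

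On the naris-occluded side, the share of axis A (3.28 points) was −0.75 points among cells with at least 1000 UMIs 5.90 points with n09 and n14 left out, and 5.00 points with n02 left out. After training, n04 (1.91 points) was 5.75 points and axis B (4.92 points) was 1.67 points among cells with at least 1000 UMIs. Leaving out a library gave 3.23 to 11.2 points for n04, 1.63 to 4.93 for axis A and −15.9 to −5.12 for axis B on the naris-occluded side. For training it gave −0.0192 (without the female trained library) to 3.83 points for n04, −10.2 to −3.47 for axis A and 1.64 to 8.19 for axis B. The cause was not tested, and no exact permutation test of these shares can pass a threshold of 0.05, so they say nothing about stability.

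Numbers of genes moved more. In n03, 5 genes changed with occlusion, against 12 with the replicate block, 0 with DESeq2 (51 unadjusted, against 386 with edgeR), 11 without a filter on low counts, and 0 to 15 leaving out a library (15 without the male and 10 without the female naris-occluded, 1 without the male and 0 without the female control library). For training, 1 gene in n03 became 2 with the replicate block, 0 with DESeq2, 3 without a filter, and 0 to 2 leaving out a library (0 without either control library, 2 without the female trained library). In n04, 10 genes for occlusion became 17 with the replicate block, 6 with DESeq2, 36 without a filter, and 3 to 7 leaving out a library (3 without the female and 7 without the male naris-occluded library, 6 without the male and 7 without the female control library). For training, n04 had 0 by edgeR (489 unadjusted) and by DESeq2 (60 unadjusted), 2 with the replicate block, 6 without a filter, 1 among cells with at least 1000 UMIs, and 0 to 17 leaving out a library (16 without the male and 17 without the female trained library).

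In n05, edgeR called 0 genes for occlusion (123 unadjusted; DESeq2 0 and 15) and 2 without a filter, with 0 to 17 leaving out a library (17 without the male and 8 without the female naris-occluded library, 3 without the female control library). For training it called 0 (121 unadjusted; DESeq2 0 and 14), with 0 to 3 leaving out a library (3 without the male trained, 2 without the female trained or the female control library). In n07, 1 gene for occlusion became 0 with DESeq2 (46 unadjusted, against 361 with edgeR) and 3 to 6 leaving out a library (6 without the male and 4 without the female naris-occluded, 5 without the male and 3 without the female control library). For training, 5 genes became 15 with the replicate block, 2 with DESeq2, 13 without a filter, 1 among cells with at least 1000 UMIs, and 3 to 7 leaving out a library (3 without the male and 6 without the female trained, 7 without the male and 6 without the female control library). The genes called without a library in n05 and, for training, in n04 included none of the main analysis, which called none. Fewer cells enter among deep cells, and more genes are tested without a filter; the cause of the other changes was not tested. The replicate block changed no other call.

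Th in n05 after training (−0.002) ranged from −0.17 to 0.085 leaving out a library, the latter without the female trained library, and was not called. The number of clusters with a chi-square p under 0.05 (9) ranged from 8 to 10 leaving out a library and was 6 among cells with at least 1000 UMIs. Over other alternatives, the marker statements that hold (25) ranged from 21 (required in every library) to 25, and the genes of the pseudo-timeline moving in the stated direction (1781) from 1773 (cells with at least 1000 UMIs) to 1797 (equal weights of clusters). The filter of 10 CPM on those genes removed none and so tests nothing. Of the clusters called for occlusion, n14 and n06 had the highest shares of shallow cells, with 94.0% and 82.5% under 1000 UMIs. Among cells with at least 1000 UMIs, the log2 fold change was −1.17 for n14 and 0.53 for n03, against −1.91 and 0.86 in the main analysis. That of n06 did not shrink (−0.95, against −0.86).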

Differences from the paper's values

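Of the settings named here, the same distribution of UMIs or of mitochondrial percent and the same lowest depth were chosen only after the result was seen, and the other tests before.

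No value of the main analysis differs from the paper's by more than the limits used, which were wide. These values come from the same deposited cells, so their closeness is no independent check. The paper's text gives 51246 cells, and 51426 are annotated. Figure S1C gives the same number of cells as the annotation in each library. The number of adult-born neurons equals the paper's. All 45 shares of cells with a UMI that were set beside Tables S1 and S2 lay within 1 percentage point, with a largest gap of 0.0481 points.

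Of the 36 statements about markers, 25 held by the rule that every named cluster has a higher mean than every other cluster. Several statements say only that a cluster expresses a gene, so failing this rule does not contradict them. In the following cases a cluster other than those the paper names was higher, or a named cluster was low. The paper takes Syt1 and Tubb3 as marking all neuronal clusters, whereas 12 of 16 lay above every nonneuronal cluster for each gene. For Syt1 the lowest was Neuron12 (80.1 CPM, against 167 CPM in Astro2), and for Tubb3 it was Neuron01 (73.4 CPM, against 146 CPM in oligodendrocyte precursors), while the highest were Neuron03 (2652 CPM) and Neuron13 (1856 CPM). The paper gives Sox10 for olfactory ensheathing cells, which had 174 to 298 CPM, and oligodendrocyte precursors had 412 CPM. It lists Aif1 for a group that includes red blood cells, which had 5.32 CPM, while microglia reached 1225 CPM. It gives Cd52 for macrophages, which had 111 CPM against 1808 CPM in monocytes.

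Among neurons, the paper gives Tpbg as labelling n12, and n14 was higher (455 against 409.5 CPM). For this gene, n12 was highest among cells with at least 1000 UMIs and after thinning to 500 UMIs. Among cells with at least 1000 UMIs, n14 had only 1 to 14 cells per library, which limits that setting for Tpbg and Penk. Of the 3 clusters the paper gives for Penk, n12 was lowest with 177 CPM, below 242 CPM in n14, and all 3 were above the other clusters among cells with at least 1000 UMIs. Of the 2 clusters given for Lgr4, n12 was lower with 128 CPM, below n07, and of the 4 given for Kcnj4, n11 was lowest with 158 CPM, below 185 CPM in n18. The paper excludes Slc32a1 from n04 and n06, which had 105 and 163 CPM, above the 48.0 CPM of sensory neurons. By the rule, the statement failed because of n13, 1 of the 12 clusters taken as expressing the gene. Cluster n13 had 99.7 CPM, below n06, and the other clusters taken as expressing it were above n06. The paper states that Tpbg-positive granule cells also express Crhr1, which was 88.4 CPM in n12. This was not counted as holding, because n07 was higher (129.5 CPM) and the rule asks for the highest mean, which the paper does not state. For Cdhr1, Eomes, Th, Calb1, Sox11 and Dcx, the clusters the paper names were the highest.

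The signs of the chi-square residuals were those of Figure 5D in the 9 clusters for which it gives a direction, and the chi-square test called the clusters the paper calls. The paper's test takes cells as replicates. With libraries as replicates, edgeR called n03, n06 and n14 for occlusion and 0 clusters for training (0 with an unadjusted p under 0.05, and 0 by DESeq2). Of the alternatives, the chi-square test on pooled cells of 2 conditions also called n04, n07, n11 and n02 (whose size is not read, since its leading genes differ) for occlusion, and n02, n03, n06, n07, n08 and n10 for training. The paper describes n08 as more frequent with occlusion and n04, n11 and n14 as changed with training, down for the first 2 and up for the last, relative to all 3 conditions. Against the control libraries alone the log2 fold changes were −0.04 for n08, and 0.12, 0.09 and −0.002 for n04, n11 and n14. For n08, it was above 0 with all neurons (0.15) or all cells (0.04) as the total and in pooled cells (0.004), and with the same distribution of UMIs (0.05) and the same lowest depth (0.08), which were chosen after seeing the values and under which edgeR called 0 and 1 clusters for occlusion, against 3 in the main analysis. For n14 it was above 0 with TMM factors (0.07), DESeq2 (0.11), all cells as the total (0.08), pooled cells (0.04), and the same distribution of mitochondrial percent (0.13), which was chosen after seeing the values and under which edgeR called 0 clusters for training, as in the main analysis. Without 1 library it was above 0 for n08 without the female control (0.23) or the male naris-occluded library (0.09), below 0 for n04 without the female trained library (−0.002) and for n11 without the female control library (−0.06), and above 0 for n14 without the male control (0.07) or the female trained library (0.31).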

Other observations

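The tests of mitochondrial share over all cells, of the chi-square test within conditions and over pairings, of Xist, of n13, of library names, of chance for Th, of the counting error of dividing cells and of the relation of n13 and n14 to mitochondrial share were chosen only after the result was seen.

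The changes of n03, n06 and n14 with occlusion were set beside the depth and the mitochondrial share of the libraries. With the same distribution of UMIs in every library, 80.0% of the log2 fold changes was kept on average (85.6%, 77.6% and 76.7%), and none was called, so depth as a part of the pattern and occlusion cannot be told apart with 2 libraries each. With the same distribution of mitochondrial percent, 43.6% was kept on average (56.6%, 39.4% and 34.8%), and none was called. A difference in mitochondrial share, as from the state of the cells when they were dissociated, is therefore a candidate explanation for part of the change. Matching on it would also remove a true change, because the clusters themselves differ in mitochondrial share and both naris-occluded libraries are low. Nonneuronal cells had medians of 9.10% and 9.40% in the naris-occluded libraries, against 10.4% and 10.5% in the control and 12.0% and 9.72% in the trained libraries, so the lower share is not confined to adult-born neurons. An effect of occlusion on the clusters stays open.

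Over the 6 libraries, the share of n14 followed the median mitochondrial percent of nonneuronal cells (Pearson r 0.90, exact permutation p = 0.00694, Benjamini-Hochberg adjusted over 5 relations 0.0278, Spearman rho 0.886 with exact permutation p = 0.0333), also without the male naris-occluded and male trained libraries (0.928). The share of n13 among all neurons did so as well (r 0.96, exact permutation p = 0.0111, adjusted 0.0278, Spearman rho 0.771 with exact permutation p = 0.103, and r 0.979 without the same 2 libraries), and those of n03 (r −0.55), n06 (0.64) and axis B (0.51) had exact permutation p-values of 0.272, 0.160 and 0.319. Mitochondrial share and occlusion are confounded in these libraries. Cluster n13 made up 23.8% of neurons in the male trained library and between 5.89% and 15.0% in the others. Nonneuronal cells of that library also had the highest mitochondrial median, 12.0%, and n13 had a median of 656 UMIs, which is in line with damaged cells as a candidate explanation. A biological explanation was not tested.

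The chi-square test on cells gave p under 0.05 in 16 of 36 comparisons between the male and the female library of the same condition (4 of 12 in control, 6 in naris-occluded and 6 in trained libraries), where about 5% would be below the threshold if cells were independent. Sex or differences between pools could bring this about. Of the 15 ways to pair the 6 libraries, 1 gave a sum of statistics as large as the pairing by condition, which is that pairing itself (804.6, next 782), and the smallest share possible is 0.0667. As many as 9 clusters were below 0.05 in 7 of the 15 pairings. Residuals had opposite signs between naris-occluded and trained cells in as many clusters in 38.9% of simulated sets without a change, so the number of opposite signs alone is in line with residuals taken against a mean of 3 conditions. Other values go less well with it. Among the clusters with p under 0.05, 8 of 9 had opposite signs, a number reached in 5% and a share reached in 9.3% of simulated sets. The correlation of the log2 ratios of both conditions against the shared control libraries was −0.25, where simulated unchanged conditions had a mean of 0.49 and 0.8% were as low. In these simulations clusters vary independently of each other, which real clusters need not do, so this explanation and opposite responses cannot be told apart.

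Genes of dividing cells were lower in n04 on the naris-occluded side. Of the 10 genes lower there (of 9312 tested), 9, all but S100a5, are genes expressed by dividing cells. Ube2c had a log2 fold change of −3.06 (standard error 0.37, adjusted p = 0.000821) and Ccnb1 of −3.37 (0.58, 0.0169), and Hmmr was 15.1 and 11.9 CPM in the control and 0 in both naris-occluded libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cenpf (−2.54), Cdc20 (−3.06), Cenpa (−2.72), Hmgb2 (−1.80), Top2a (−2.30) and Cks2 (−2.17) were chosen after their values were seen. Ube2c was called in 9 of 9 alternatives, Hmmr in 4 and Ccnb1 in 4. Leaving out the female naris-occluded library left 3 of the 10 genes, S100a5 counted among them, the male naris-occluded library 6, the male control library 6 and the female control library 6.

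A separate list of 20 genes of dividing cells, set before this test and without the called genes, was lower in n04 as a set (p = 0.00363 in fry, a rotation test on the edgeR fit, whereas an exact permutation of 2 against 2 libraries cannot go below 0.333; 12 of 13 tested genes lower, median log2 fold change −1.95), which argues against a few genes called by chance. For training, fry gave a p of 0.0302 (13 of 13 lower, median −0.64), and in nonneuronal cells it gave 0.449 for occlusion and 0.0560 for training. Free RNA was tested by the place of these UMIs. At least 73.4% of them in a control library lay in n04 cells with at least 3 of them. The values were 49.5% and 29.9% in the naris-occluded and 65.4% and 56.0% in the trained libraries. This argues against free RNA as the main source in the control libraries. In the naris-occluded libraries a larger part lay outside such cells. Such cells were 10 and 10 in the control, 4 and 5 in the naris-occluded and 5 and 9 in the trained libraries, or 1.39% and 2.33%, 0.71% and 0.532%, and 0.718% and 1.60% of n04 cells. The fall in males depends on this cut and on depth. Among n04 cells with at least 1000 UMIs, thinned to 1000, those with 2 or more of these UMIs were 1.12% and 2.90% in the control and 1.02% and 1.12% in the naris-occluded libraries. Counting error of so few cells was not ruled out in males, where the 95% interval of the naris-occluded library (0.19% to 1.81%) holds the control value. In females the interval of the naris-occluded library reaches 1.24% and that of the control library begins at 1.12%. So slight an overlap of 2 separate intervals does not test their difference, so it does not decide the question in females. Over all cells, 0.380% and 0.493% in the control and 0.439% and 0.197% in the naris-occluded libraries were such cells. Outside n04 they numbered 2 and 3 against 2 and 1 among other adult-born neurons, 0 and 1 against 2 and 0 among other neurons, and 25 and 23 against 23 and 12 among nonneuronal cells (0.461% and 0.510% against 0.546% and 0.214%). No class gained cells in the female pool, while shares in the male pool rose by a few cells, too few to decide, so fewer dividing cells in n04, the hypothesis behind this test, and their placement in another cluster cannot be told apart.

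S100a5 was lower on the naris-occluded side in n03 (log2 fold change −1.73, standard error 0.25, adjusted p = 0.000559), n04 (−1.99, 0.30, 0.00456) and n07 (−1.77, 0.24, 9.81e-05, edgeR's quasi-likelihood test), in both pools each. It was 28031 and 25567 CPM in the sensory neurons of n01 in the control libraries, and 15027 and 10026 CPM in the naris-occluded libraries, so its log2 ratio fell in n01 by 0.90 in males and 1.35 in females. In nonneuronal cells its log2 ratio was −1.45 and −2.29, while edgeR did not call it there (adjusted p = 0.681) but called it lower in n01 (log2 fold change −1.01, standard error 0.19, adjusted p = 0.00412). Other genes of n01 had a median log2 fold change of at lowest −0.18 in these 3 clusters, which argues against fewer sensory neurons or less of all their RNA as the whole cause. As a part it stays open, since Omp, a marker of sensory neurons, had log2 fold changes of −0.54, −0.82 and −0.72 in n03, n04 and n07 and of 0.08 in n01, and was not called. Cluster n01 held 256 of 9997 cells (male) and 211 of 7712 cells (female) in the control libraries. In the naris-occluded libraries it held 186 of 7288 and 113 of 9154 cells. Its share was thus about the same in the male pools and clearly smaller in the female naris-occluded pool. The fall in nonneuronal cells is consistent with free RNA. As a hypothesis, this RNA comes from sensory neurons that have less S100a5, with −0.90 as the smaller of the falls in n01. But the falls in n03, n04, n07 and nonneuronal cells were larger than that in n01 in both sexes, from −1.14 to −1.62 in males and −2.29 to −2.50 in females, so the fall in n01 does not account for all of it, and the rest stays open. The call in n03 was lost in 3 of 9 alternatives, without the male control (adjusted p = 0.0731 with edgeR) or the female control library (0.225) and with DESeq2 (0.9998), and that in n07 in 1 of 9, with DESeq2.

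In n03, E530001K10Rik (log2 fold change −1.83, standard error 0.37, adjusted p = 0.0364) and Nppa (−1.12, 0.19, 0.00288) were also lower with occlusion in both pools (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as were Scg2 (−0.96) and Nrsn1 (−0.62), which were chosen after their values were seen. E530001K10Rik was called in 5 and Nppa in 7 of 9 alternatives. Of the 5 genes, 4 stayed called without either naris-occluded library, 1 without the male and 0 without the female control library. No explanation was tested.

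Hbb-bs was lower in n07 in the trained libraries (log2 fold change −1.32, standard error 0.26, adjusted p = 0.0321, edgeR's quasi-likelihood test), and was called in 5 of 9 alternatives. Over all cells other than red blood cells its log2 ratio was −1.25 in males and −0.34 in females, which is consistent with free RNA from red blood cells. In nonneuronal cells other than red blood cells it was −1.32 in males and 0.25 in females. The call was lost without the male control (adjusted p = 0.880 with edgeR) or the male trained library (0.562).

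Th in n05, a comparison set in advance, was lower with occlusion, with a log2 fold change of −0.49 (standard error 0.22) and 1716 and 1646 CPM in the control and 1312 and 1084 CPM in the naris-occluded libraries. Adjusted over both comparisons its edgeR p was 0.0685, and adjusted over all tested genes 0.998, so chance and an effect of occlusion cannot be told apart.

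Xist is among the genes of Table S3 that fall along axis A. Within each female library it fell from n04 to the axis A clusters, with a log2 ratio of −0.61 in the control, −0.61 in the naris-occluded and −0.46 in the trained library, and by more on axis B (−1.44, −1.11 and −1.25). Mixing of male and female cells alone therefore does not account for it. No biological explanation was tested.

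The names of the trained cells begin with the other library of that condition than the annotation gives. Xist had at most 5 UMIs in a library that the annotation gives as male, so the library column matches the sexes, which argues against a mislabelled sample there.

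Sox10 was 183 CPM in Neuron15. Of the transcription factors whose regulons the paper describes, several changed as mRNA between n04 and the axes: Hdac2 was 311 CPM in n04, 88.9 CPM on axis A and 68.5 CPM on axis B, Sp3 72.9, 58.7 and 45.1 CPM, Hivep2 33.9, 243 and 308 CPM, Mef2d 22.1, 57.2 and 60.4 CPM, Fosl2 7.12, 54.0 and 22.6 CPM, Klf7 243, 35.8 and 36.5 CPM, Tcf4 1248, 645 and 546 CPM, and Runx2 5.00, 12.5 and 48.8 CPM. These are levels of mRNA and not the activity of regulons.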
